# The Fgf/Erf/NCoR1/2 repressive axis controls trophoblast cell fate

**DOI:** 10.1038/s41467-023-38101-8

**Published:** 2023-05-04

**Authors:** Andreas Lackner, Michael Müller, Magdalena Gamperl, Delyana Stoeva, Olivia Langmann, Henrieta Papuchova, Elisabeth Roitinger, Gerhard Dürnberger, Richard Imre, Karl Mechtler, Paulina A. Latos

**Keywords:** Stem-cell differentiation, Epigenetics, Epigenetics

## Abstract

Placental development relies on coordinated cell fate decisions governed by signalling inputs. However, little is known about how signalling cues are transformed into repressive mechanisms triggering lineage-specific transcriptional signatures. Here, we demonstrate that upon inhibition of the Fgf/Erk pathway in mouse trophoblast stem cells (TSCs), the Ets2 repressor factor (Erf) interacts with the Nuclear Receptor Co-Repressor Complex 1 and 2 (NCoR1/2) and recruits it to key trophoblast genes. Genetic ablation of *Erf* or *Tbl1x* (a component of the NCoR1/2 complex) abrogates the Erf/NCoR1/2 interaction. This leads to mis-expression of Erf/NCoR1/2 target genes, resulting in a TSC differentiation defect. Mechanistically, Erf regulates expression of these genes by recruiting the NCoR1/2 complex and decommissioning their H3K27ac-dependent enhancers. Our findings uncover how the Fgf/Erf/NCoR1/2 repressive axis governs cell fate and placental development, providing a paradigm for Fgf-mediated transcriptional control.

## Abstract (web summary)

Repression of gene expression contributes to lineage-specific transcriptional signatures. Here Lackner et al. demonstrate that the Erf-NCoR1/2 complex controls trophoblast differentiation by linking signalling with transcriptional repression

## Introduction

The placenta is the site of exchange of nutrients, oxygen, hormones, metabolic by-products, and other molecules between the maternal and foetal bloodstreams. This exchange is enabled and facilitated by a variety of highly specialised types of trophoblasts that in the mouse include syncytiotrophoblast (SynT-I and SynT-II), spongiotrophoblast (SpT) and a range of trophoblast giant cells (TGCs) among others^1^. They all arise from the trophectoderm, and their developmental specification relies on temporarily and spatially coordinated transcriptional outputs driven by signalling inputs. In particular, the Fgf/Raf/Mek/Erk signalling pathway is indispensable for early placental development, as demonstrated by numerous gene knockouts and its necessity to sustain trophoblast stem cells (TSCs)^2–5^. TSCs represent the extraembryonic ectoderm compartment of the mouse embryo and self-renew in the presence of Fgf4 and Nodal/Activin signalling, while sustaining an undifferentiated, multipotent state. The withdrawal of these components leads to TSCs exiting multipotency and to their differentiation into the various trophoblast cell types of the placenta^5^ (Fig. 1a). However, the underlying mechanisms of transcriptional regulation that silence the multipotent state and activate specific differentiation programmes remain largely unknown.

**Fig. 1:**
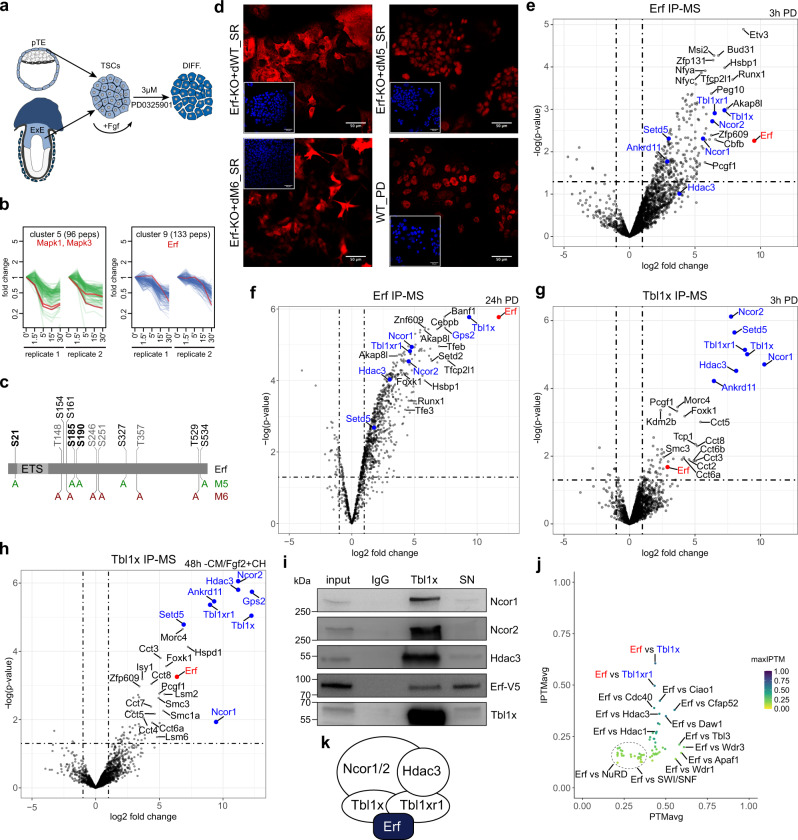
Erf interacts with NCoR1/2 complexes in differentiating TSCs. **a** A diagram showing that trophoblast stem cells (TSCs) can be derived from the polar trophectoderm (pTE) and the extraembryonic ectoderm (ExE) of the mouse embryo and self-renew in the presence of Fgf. Treatment with the Mek inhibitor PD0325901 (PD) results in exiting self-renewal and their differentiation (DIFF.). **b** Phosphoproteomic analysis of TSCs treated for 1.5, 5, 15, and 30 min with 3 µM Mek inhibitor, compared to the untreated (0') and displayed as fold change. Analysis based on two biological replicates (*n* = 2). Representative clusters 5 and 9 are shown. Mapk1 and Mapk3 serve as positive controls. **c** Phosphorylation sites found in the Erf protein. Sites identified in our phosphoproteome dataset are depicted in black, those regulated are additionally bolded. Sites that were mutated in the phosphomutants are indicated in green (M5 construct) and red (M6 construct). **d** Confocal images (representative of two biological replicates *n* = 2) of Erf-KO cell lines carrying doxycycline (dox) inducible transgenes of Erf WT, M5 (S21A, S185A, S190A, S534A, S327A) and M6 (S161A, T529A, S246A, S251A, T357A, T148A) phospho-mutants cultured in SR conditions in the presence of (+d) dox. WT cells differentiated in PD serve as positive control. Erf in red, DAPI in inset in blue. **e**, **f** Erf interactomes identified by mass spectrometry after 3 h (**e**) and 24 h (**f**) PD treatment in differentiating TSCs expressing Erf-3xFlag and compared to an empty vector control line (*n* = 3, each). Erf is marked in red, components of the NCoR1/2 complex in blue. Each plot represents three biological replicates of the Erf-3xFlag (*n* = 3) and the empty vector (*n* = 3) pair. **g**, **h** Tbl1x interactomes identified by mass spectrometry after 3 h PD (**g**) and 48 h CM/Fgf withdrawal and CH treatment (**h**) in differentiating TSCs expressing Tbl1x-3xFlag and compared to an empty vector control line (*n* = 3, each). Erf is marked in red, components of the NCoR1/2 complex in blue. Each plot represents three biological replicates of the Tbl1x-3xFlag (*n* = 3) and the empty vector (*n* = 3) pair. **i** Endogenous Tbl1x immunoprecipitates analysed by Western blot with indicated antibodies. IgG serves as a negative control; SN: supernatant. Representative of three biological replicates (*n* = 3). **j** AlphaFold2-Multimer protein interaction plot for Erf as bait and NCoR1/2, SWI/SNF, NuRD complex components, and WD40 proteins showing the iPTM (interface) score for a likely interaction and the PTM (predicted TM) score reflecting the global predicted structure accuracy. **k** A diagram indicating that Erf interacts with the NCoR1/2 complex.

The Fgf/Raf/Mek/Erk pathway regulates cell morphology, migration, metabolism, proliferation, differentiation, as well as survival and is transduced by a reversible phosphorylation cascade^6^. In the trophoblast context, this pathway is thought to drive a network of transcription factors (TFs) to ensure coordinated placental development. We previously identified *Esrrb* as an early Fgf/Raf/Mek/Erk transcriptional target that directly regulates a group of crucial downstream TFs, including *Eomes* and *Elf5*^7^. Another TF with placental function downstream of the Fgf/Raf/Mek/Erk, and its direct phosphorylation target, is the Ets2 repressor factor (Erf). Erf phosphorylation determines its cellular localization: phosphorylated Erf is predominantly cytoplasmic, while unphosphorylated Erf is nuclear and acts as a transcriptional repressor^8,9^. Importantly, homozygous deletion of *Erf* in mice leads to a block of chorionic differentiation, resulting in the absence of the placental labyrinth layer (including SynT-I and SynT-II) and consequently in embryonic death by E10.5^10^. This phenotype is recapitulated in vitro, as TSCs deficient for *Erf* exhibit delayed differentiation and prolonged expression of self-renewal markers (*Esrrb*, *Cdx2*, *Eomes*); however, the exact mechanism of Erf-dependent gene regulation remains to be elucidated^10^.

Despite the identification of the critical signalling pathways and the TFs that drive TSC self-renewal, the mechanisms that link those factors to specific transcriptional outputs remain poorly understood. In particular, it is unclear how Fgf/Erk signalling brings about the activation of the key TSC TF genes and conversely, how TSCs exit multipotency upon attenuation of this pathway. In general, the exit from multipotency/pluripotency of stem cells and progenitors encompasses the rapid shutdown of their transcriptional programmes—a prerequisite for activation of specification and differentiation programmes. This prompt silencing of genes is often brought about by repressors that recruit transcriptional co-repressor protein complexes. How signalling controls this process is understudied and in the trophoblast context remains unclear. Here, we use the TSC model to dissect the molecular events accompanying the exit from multipotency and discover the Fgf/Erf/NCoR1/2 axis bridging signalling and transcription in early trophoblast cell fate decisions.

## Results

### Erf interacts with NCoR1/2 complexes in TSCs

While Fgf/Erk signalling is indispensable for TSC multipotency, the downstream molecular events are largely unknown. To identify the protein phosphorylation targets of Fgf/Erk signalling, we determined the phospho-proteomic profiles of TSCs during a time-course (1.5, 5, 15, and 30 min) of Mek inhibition using PD0325901 (PD). The analysis revealed 28 peptide clusters that exhibited distinct phosphorylation dynamics upon Mek inhibition (Fig. 1b, Supplementary Fig. 1a and Supplementary Data 1). Cluster 5 contains Mapk1 (Erk2) and Mapk3 (Erk1), the direct Mek targets, that serve as positive controls and thereby validate our results (Fig. 1b). Among other proteins (e.g. Etv5, Bbx, Ybc), in cluster 9 we identified five regulated peptides of Erf phosphorylated on three different serine residues (S21, S185, S190), confirming Erf as one of the early responding phosphorylation targets of Fgf/Erk^8^ (Fig. 1b). In addition, we uncovered phosphorylation at the S154, S161, S185, S190, S327, S534, and T529 residues, without detectable regulation (Supplementary Data 1). In agreement with previous reports^8^, in the presence of Fgf, Erf is predominantly cytoplasmic, yet upon attenuation of Fgf signalling the dephosphorylated Erf becomes nuclear (Supplementary Fig. 1b; for an overview of Erf phosphosites, see www.phosphosite.org). To assess the functional relevance of the Erf phosphorylation sites, we generated two constructs (M5 and M6), where we mutated serine/threonine residues into alanine (Fig. 1c). The set of mutations in M5 (S21A, S185A, S190A, S534A, S327A; conserved in human) has not been tested before while the human mutations in M6 (S161A, T529A, S246A, S251A, T357A, T148A) have been tested previously in fibroblasts^8^. Inducible expression of M5, M6, and WT Erf in Erf-KO TSCs cultured in self-renewal (SR) conditions (in the presence of Fgf) revealed cytoplasmic localization of WT and occasional nuclear localization of the M6 Erf (Fig. 1d). Strikingly, the M5 Erf construct exhibited aberrant nuclear localization despite the presence of Fgf, resulting in reduced expression of key Fgf target genes, including *Esrrb* and *Cdx2* (Supplementary Fig. 1c). Thus, our findings highlight the functional importance of these Erf phospho-residues. Taken together, we identified novel and functionally relevant phosphorylation sites that determine Fgf-dependent cellular localization of Erf in TSCs.

Although Erf was proposed to act as a phosphorylation-dependent repressor in TSCs, the molecular mechanism as to how it brings about transcriptional silencing remains elusive. To address the Erf mode of action, we first set out to determine Erf-interacting partners in TSCs. We stably expressed 3xFlag-tagged Erf (Supplementary Fig. 1d), treated the TSCs with PD for 3 h and 24 h and performed anti-Flag co-immunoprecipitation followed by mass spectrometry. Strikingly, the Erf interactome featured core components of the NCoR1/2 co-repressor complex: Nuclear receptor co-repressor 1 (Ncor1), Nuclear receptor co-repressor 2 (Ncor2), histone deacetylase 3 (Hdac3), transducin (beta)-like 1 X-linked (Tbl1x), transducin (beta)-like 1 X-linked receptor 1 (Tbl1xr1), and G protein pathway suppressor 2 (Gps2) but no other protein complexes (Fig. 1e, f). We also detected the Setd5 and Ankrd11 proteins that frequently co-purify with the NCoR1/2 complex in other systems^11,12^. NCoR1 and NCoR2 (also referred to as SMRT) are highly related complexes classified by the presence of Ncor1 and Ncor2, respectively, and a number of core shared subunits: Tbl1x, Tbl1xr1, Hdac3, and Gps2^13,14^. The NCoR1/2 complex associates with and is recruited by a plethora of TFs, including numerous nuclear receptors (NRs), functions as their co-repressor and brings about transcriptional gene silencing.

To verify the previously unknown Erf/NCoR1/2 interaction, we generated a stable Tbl1x-3xFlag TSC line (Supplementary Fig. 1e) and induced differentiation either by 3 h of PD administration or by 48 h withdrawal of Fgf and conditioned media (CM) combined with CHIR99021 (CH) treatment, the latter driving SynT-II identity^15^. The anti-Flag co-immunoprecipitation followed by mass spectrometry analysis confirmed Erf, the NCoR1/2 components Ncor1, Ncor2, Tbl1xr1, Hdac3, Gps2, Setd5, and Ankrd11 as Tbl1x interactors (Fig. 1g, h). We also detected multiple subunits (Cct2, Cct3, Cct5, Cct6a, Cct6b, Cct7, Cct8, and Tcp1) of the Chaperonin Containing Tcp-1 complex (CCT), reported to be required for the assembly of the NCoR2 complex^16^. The Erf/NCoR1/2 interaction was further corroborated by Tbl1x co-immunoprecipitation of the endogenous complex (Fig. 1i). To independently validate these findings, we employed the recently developed AlphaFold2 (Multimer) structural modelling tool that revolutionised structural predictions^17–20^. We found that the highest average interaction (iPTM) score with Erf as bait was reached by Tbl1x and its homologue Tbl1xr1, reflecting a potential interaction via its WD40 domain (with low Predicted Aligned Error, PAE), whereas other NCoR1/2, SWI/SNF, and NuRD complex members, as well as WD40 domain-containing proteins were unlikely to interact (Fig. 1j, Supplementary Fig. 1f, and Supplementary Data 2). Collectively, these results demonstrate that upon attenuation of Fgf signalling, Erf interacts with the NcoR1/2 transcriptional co-repressor complex (likely via Tbl1x/Tbl1xr1) in the trophoblast context (Fig. 1k).

### Erf and the NCoR1/2 complex co-occupy target regions in differentiating TSCs

The foregoing findings prompted us to hypothesise that Erf interacts with the NCoR1/2 complex, cooperatively binds to, and coregulates shared target genes. To test this model, we determined chromatin occupancy of Ncor1, Ncor2, Tbl1x and Erf in TSCs treated for 24 h with PD by chromatin immunoprecipitation followed by sequencing (ChIP-seq). We used Tbl1x as a proxy for both NCoR1 and NCoR2 sub-complexes, while Ncor1 and Ncor2 provided insights into their individual roles. To overcome antibody difficulties, the Erf endogenous locus was tagged with the V5 tag (Supplementary Fig. 2a–c). ChIP-seq with an anti-V5 antibody revealed 32303 regions bound by Erf (Fig. 2a). Importantly, motif enrichment analysis showed that a high proportion of these regions contained several known ETS DNA binding motifs as expected for Erf as a member of the ETS family of TFs, demonstrating specificity of the ChIP-seq data (Supplementary Fig. 2d). Co-localization analysis of regions bound by Ncor1, Ncor2, Tbl1x, and Erf identified 6299 (overlapping, merged) regions, co-occupied by Erf/Ncor1/Ncor2/Tbl1x (hereafter termed ETNN) (Fig. 2a). Among them were regions associated with key trophoblast genes including *Elf5*, *Fgfr2*, *Tead4*, *Hopx, Gata3*, *Tfap2c*, and *Gcm1*, indicating a potential cooperative regulation by Erf and the NCoR1/2 complex (Fig. 2a–c). In addition, we identified 1765 and 2625 regions bound by Erf/Ncor1/Tbl1x and Erf/Ncor2/Tbl1x, respectively, implying potential individual roles of Erf/NCoR1 and Erf/NCoR2 sub-complexes. As NCoR1 and NCoR2 complexes also operate outside of the Erf context, regions co-occupied by Ncor1/Ncor2/Tbl1x (1585), Ncor1/Tbl1x (1340) and Ncor2/Tbl1x (1493) were also identified. A proportion of Ncor1/2 regions devoid of Tbl1x binding may represent those bound by the related protein Tbl1xr1 (Fig. 2a, b). Feature distribution revealed that regions co-occupied by all four ETNN factors were predominantly located outside of the promoter regions, raising the possibility of enhancer regulation (Fig. 2d). Of note, we observed Ncor1 and Ncor2 binding to some ETNN targets already after 3 h of PD treatment (Supplementary Fig. 2e). Next, to gain a better understanding of processes governed by Erf/NCoR1/2, we performed the KEGG pathway enrichment analysis of the ETNN-associated genes. It demonstrated enrichment in Mapk, Pi3k/Akt, and Rap1 signalling pathways as well as in proteoglycans, adherens junctions, and focal adhesions—all playing a critical role in epithelial to mesenchymal transition, TSC identity and placental development (Fig. 2e). Taken together, our results demonstrate that Erf not only interacts with components of the NCoR1/2 complex, but also co-occupies key trophoblast genes, implying an important role of the Erf/NCoR1/2 axis in their regulation.

**Fig. 2:**
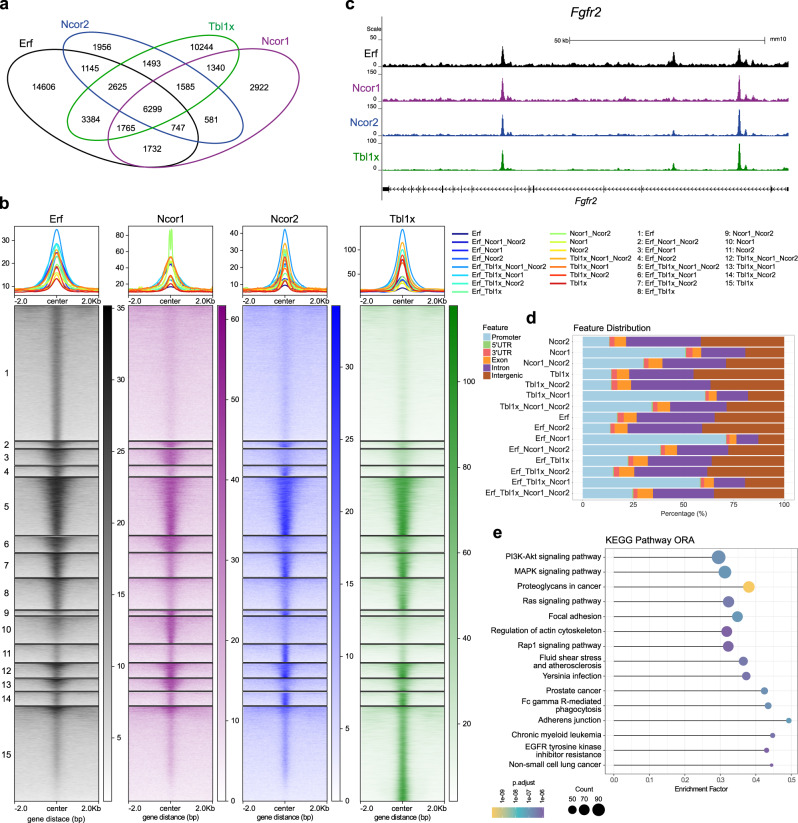
Erf and NCoR1/2 complexes co-occupy target regions. **a** Venn diagram depicting the overlap between regions bound by Erf, Ncor1, Ncor2, and Tbl1x as identified by ChIP-seq in TSCs treated for 24 h with PD. Based on IDR analysis of two biological replicates. Overlapping regions were merged. **b** Heat-map of the normalised ChIP-seq signal of Erf, Ncor1, Ncor2, and Tbl1x in regions defined by the peak overlap in (**a**). **c** Genome browser tracks of Erf, Tbl1x, Ncor1, and Ncor2 signal at the *Fgfr2* locus in TSCs after 24 h of PD0325901 treatment. **d** Feature distribution of regions occupied and co-occupied by indicated factors. **e** KEGG Pathway enrichment analysis of genes co-bound by Erf and at least one of the Ncor1, Ncor2, and Tbl1x factors. Fisher’s exact test with Benjamini–Hochberg correction was used.

### Erf recruits the NCoR1/2 complex to target genes

One of the major functions of DNA-motif-binding transcriptional repressors is to recruit co-repressors, including chromatin modifying and remodelling complexes, to specific genes in a context-dependent manner. Therefore, we set out to determine whether Erf recruits the NCoR1/2 complex to its target genes. We generated Erf-KO TSCs using the CRISPR/Cas9 approach and rescue lines with the 3xFlag-Erf construct (Erf-KO_rescue) (Supplementary Fig. 3a–d). To ascertain whether the absence of Erf would affect binding patterns of NCoR1/2, we profiled the genome-wide binding of Ncor1, Ncor2, and Tbl1x in WT, Erf-KO and Erf-KO_rescue lines in SR conditions and after 24 h of PD treatment. The resulting peaks were categorised into SR-specific, SR/PD-common, and PD-specific (Fig. 3a–c). The analysis revealed numerous regions that gained (“de novo”) binding of each subunit after PD treatment (PD-specific). We also observed, on average, increased signals in the SR/PD-common regions after PD treatment. These effects were lost in the Erf-KO and largely restored in the Erf-KO_rescue lines, indicating that Erf recruits the NCoR1/2 complex in differentiating TSCs (Fig. 3a–c and Supplementary Fig. 3e, f). Corroborating our findings, differential binding analysis mainly detected regions with impaired targeting of Ncor1, Ncor2, and Tbl1x in PD-treated Erf-KO line compared to WT and the phenotype was rescued in the Erf-KO_rescue line (Fig. 3d–g and Supplementary Fig. 3g). To survey the relationships between these regions, we loosened the analysis criteria because of the known underestimation of widespread changes by the differential binding software^21,22^. Exploration of the combinatorial log fold changes of Ncor1, Ncor2 or Tbl1x identified 17513 regions with reduced binding of all three factors in PD treated Erf-KO cells (TNN loss), whereas much fewer regions specifically lost single factors (Fig. 3h–j). Of note, Ncor2 binding was most strongly lost among these factors. The TNN loss regions were enriched for genes of the MAPK signalling pathway (Fig. 3k). Importantly, they included almost all ETNN regions (81.1%, Fig. 3j) and showed robust Erf binding in differentiating WT cells (Fig. 3i). Notably, we did not observe analogous changes in occupancy of Ncor1, Ncor2, and Tbl1x in Erf-KO compared to WT TSCs cultured in SR conditions (Supplementary Fig. 3h), in line with the cytoplasmic location of Erf in self-renewing TSCs. These findings further support the direct role of Erf in the establishment of the NCoR1/2 binding patterns upon TSC differentiation and demonstrate that the absence of Erf severely affects recruitment of the NCoR1/2 complex to the shared target regions as TSCs exit self-renewal upon attenuation of Fgf/Mek signalling.

**Fig. 3:**
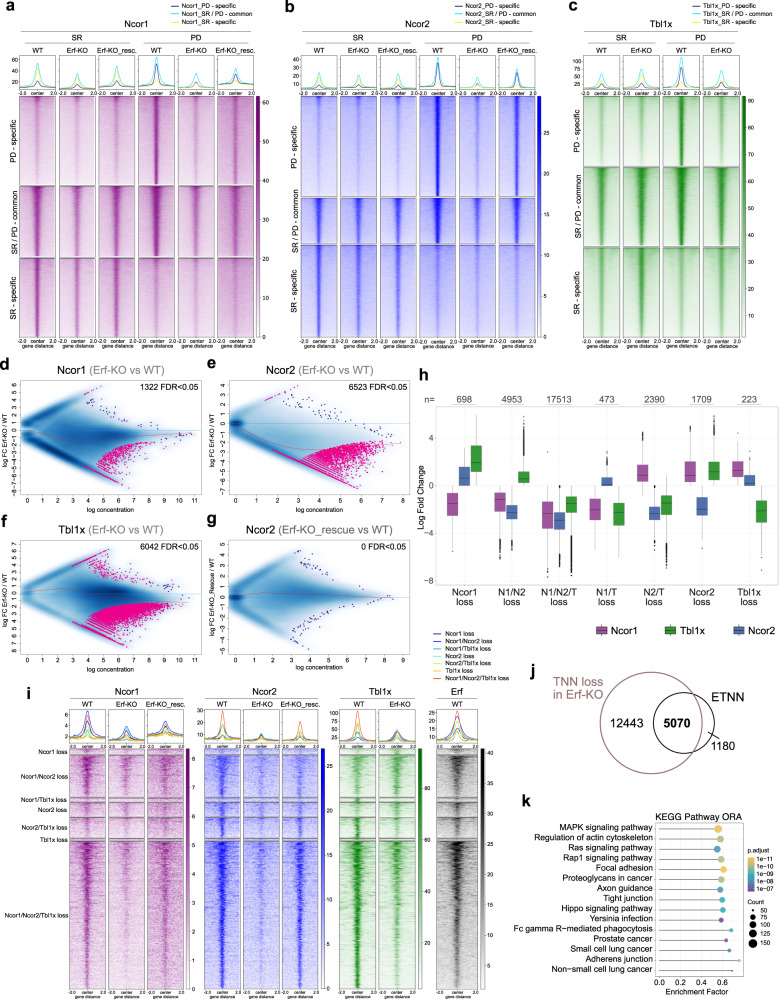
Erf recruits NCoR1/2 complexes to its target regions. **a**–**c** Heat maps of normalised Ncor1, Ncor2, and Tbl1x ChIP-seq signals in PD-specific, PD/SR-common, and SR-specific peaks for each factor, shown for WT, Erf-KO, and Erf-KO_rescue lines. **d**–**g** MA plots of differentially enriched regions for Ncor1 (**d**), Ncor2 (**e**, **g**), and Tbl1x (**f**) in Erf-KO vs WT (**d**–**f**) and Erf-KO_rescue vs WT (**g**) TSCs. Log2 fold change is plotted as a function of the log normalised ChIP-seq read counts. Regions with an FDR < 0.5 are indicated in magenta. All regions bound by any factor (based on the IDR filtered peak-sets) were included in the analysis. **h** Boxplot of the log2 fold changes of Ncor1, Ncor2, and Tbl1x signals in groups determined by combinatorial changes. Regions with FDR < 0.5 for at least one of the three factors were included. Box boundaries show the 25th to 75th percentile with the median as centre and whiskers representing the calculated maximum and minimum. Outliers are depicted by the dots. **i** Heat maps of the Ncor1, Ncor2, and Tbl1x ChIP-seq signal in regions with specific or combinatorial reduction of Ncor1, Ncor2, and/or Tbl1x binding in differentiating Erf-KO TSCs (as shown in **h**), displayed in differentiating WT, Erf-KO, and Erf-KO_rescue lines. **j** Euler diagram depicting the overlap of ETNN regions and regions with concomitant loss of signal of Ncor1, Ncor2, and Tbl1x (TNN loss) in differentiating Erf-KO cells. **k** KEGG Pathway enrichment of genes associated with TNN loss regions in differentiating Erf-KO TSCs. Fisher’s exact test with Benjamini–Hochberg correction was used.

### Erf/NCoR1/2 controls expression of key trophoblast genes

Since Erf interacts with and recruits the NCoR1/2 complex to the shared target regions, including key trophoblast regulators, we aimed to clarify which genes are bound and directly regulated by Erf/NCoR1/2. In addition to the Erf-KO and Erf-KO_rescue, we generated Tbl1x-KO and Tbl1x-KO_rescue lines using the CRISPR/Cas9 approach (Supplementary Fig. 4a–c). To determine the effects of Erf-KO and Tbl1x-KO on global gene expression patterns, we cultured WT, Erf-KO, Erf-KO_rescue, Tbl1x-KO and Tbl1x-KO_rescue TSC lines in SR conditions or treated them for 24 h with PD and performed 3' RNA sequencing (QuantSeq). 

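QuantSeq counts the 3' ends of polyadenylated transcripts. Mouse trophoblast stem cells (TSCs) were profiled in self-renewal medium (SR) or after 24 h in the same medium with 3 µM of the Mek inhibitor PD0325901 (PD), which stops Fgf signalling through ERK. The table holds 36 libraries, with 4 per state for WT, Erf-KO, Erf-KO_rescue and Tbl1x-KO and 2 per state for Tbl1x-KO_rescue. In each state, 2 WT libraries came from the parental line TSGFP-ErfV5 and 2 from the line TSGFP. The Erf-KO and rescue libraries came from clones 2 and 29 of the TSGFP-ErfV5 line, with 2 libraries each. The Tbl1x-KO libraries came from clone B3 of the TSGFP line, of which 2 per state carried an empty vector. By the paper's reporting summary, replicates were biological, from independent knockout lines where these existed and otherwise from independent culturing over passages. The legend of Supplementary Fig. 4h speaks of biological and technical replicates, so libraries of a line may be technical replicates and p-values measure the spread between libraries. The single Tbl1x-KO clone gives no spread between clones.

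The edited genes were read first. Erf lies on chromosome 7 from 25242561 to 25250761 of GRCm38 (minus strand). Its mean level in PD, as counts scaled to an equal library size (CPM), was 184 in the TSGFP-ErfV5 and 145 in the TSGFP libraries of WT, 1.12 in Erf-KO clone 2 and 133 in Erf-KO clone 29. In SR it was 92.8 and 93.2 in the WT lines, 1.53 in clone 2 and 69.6 in clone 29. The 3' tag therefore checks the labels of clone 2 and checks nothing for clone 29, whose edit is a deletion with an insertion (Supplementary Fig. 3b, c). Libraries of the Erf rescue kept the tag of their parent clone, 1.5 for clone 2 and 96.4 for clone 29 in PD, and the Erf-3xFlag construct is not told apart in the counts. Tbl1x (chromosome X from 77511013 to 77662983) gave 175 ± 11.5 CPM in Tbl1x-KO and 164 ± 21.4 in WT in PD (SD, n = 4 each), so its tag checks nothing for this edit. For the lines that the tag does not check, the paper shows protein by Western blot (Supplementary Figs. 3d and 4c).

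Total counts per library in SR were 876968 to 2214022 (median 2008784.5) for WT, 1523254 to 1899835 (median 1749255) for Erf-KO, 1557318 to 2574305 (median 1938705) for Erf-KO_rescue, 1948266 to 2160233 (median 2141566) for Tbl1x-KO and 2160660 to 2372698 (median 2266679) for Tbl1x-KO_rescue. In PD they were 1540758 to 2024444 (median 1845473) for WT, 1712973 to 2151103 (median 1877476) for Erf-KO, 1960205 to 2276546 (median 2133333.5) for Erf-KO_rescue, 2129205 to 2492425 (median 2301810) for Tbl1x-KO and 2554641 to 2713596 (median 2634118.5) for Tbl1x-KO_rescue. The authors trimmed the reads, aligned them to the mm10 genome with STAR and counted reads per gene with HTSeq, and the deposited values are these counts. The table lists 14684 genes with at least 36 counts each over all libraries, of which 11870 passed edgeR's low-count filter. From the counts, TMM-scaled CPM and edgeR's quasi-likelihood test over all groups of the table gave the folds, their standard errors and Benjamini-Hochberg adjusted p-values. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change above 1, the limits of the paper. Levels are given as mean CPM ± SD, with n = 4 per group unless stated.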

The principal component analysis (PCA) showed that all the SR samples clustered away from the PD-treated samples on PC1 (Fig. 4a). 

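In WT cells, 24 h of PD silenced the Fgf/ERK response and the self-renewal programme and raised early differentiation genes. Dusp6, a phosphatase that ERK induces as feedback, was at 1.37 ± 1.67 CPM in PD and 586 ± 120 in SR (log2 fold change -8.63), and the ERK inhibitor Spry2 fell as well (-7.68). Eomes, a T-box factor that trophoblast requires (-7.85), the nuclear receptor Esrrb (-7.48), Sox2 (-7.25), Sox21 (-7.04) and the trophectoderm factor Cdx2 (-4.43) fell (adjusted p from 8.4e-18 to 7.9e-29, edgeR). The syncytiotrophoblast (SynT) regulator Gcm1 rose from 1.04 ± 0.72 to 122 ± 20.1 CPM (log2 fold change 6.87, standard error 0.3, adjusted p = 2.2e-23). The cyclin-dependent kinase (CDK) inhibitor Cdkn1c rose by 2.48, Gata2 by 4.43, Gjb2 by 5.29 and the spongiotrophoblast (SpT) factor Ascl2 by 3.7. In all, 1447 genes rose and 1566 fell.

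All 20 measured genes of ERK feedback and immediate response fell (0 higher and 20 lower when adjusted over the list alone, camera adjusted p = 3.1e-11, and adjusted p = 0.00011 with an estimated correlation). Among 13 TSC self-renewal genes 10 fell and none rose (2 higher and 10 lower when adjusted over the list alone, camera adjusted p = 6.2e-07). Bmp4 (-5.8), the corepressor gene Ctbp2 (-4.99) and the cell cycle gene Ccnd1 (-5.73) fell. Of 11 imprinted genes 9 rose and 1 fell (10 higher and 1 lower when adjusted over the list alone), with Phlda2 at 2.22 and Peg10 at 2.08. Proliferation genes gave 8 lower and 0 higher of 18, among them Rrm2 at -1.66 and Ccnb1 at -1.06. The interferon response gave 5 higher of 6, such as Rsad2 (3.65) and Irf7 (3.45), with adjusted p = 0.14 with an estimated correlation.

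In a principal component analysis of the 500 genes of highest variance, PC1 held 79.7% of the variance and PC2 7.4%. The 18 SR libraries lay between -21.93 and -15.16 on PC1 and the 18 PD libraries between 3.87 and 30.69. WT libraries were at 29.3 ± 1.5 in PD and -19 ± 2.5 in SR (SD, n = 4 each; exact permutation test, two-sided p = 0.029, the smallest that 4 against 4 allow).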

Remarkably, while PD-treated WT, Erf-KO_rescue and Tbl1x-KO_rescue clustered together, the Erf-KO and Tbl1x-KO shifted towards SR samples along PC1, suggesting incomplete differentiation (Fig. 4a). 

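Erf-KO libraries in PD stood at 5.5 ± 1.4 on PC1, which is 50.8% of the way from WT in SR to WT in PD. Tbl1x-KO libraries stood at 17.7 ± 1.2 (76.1%) and Erf-KO_rescue libraries at 23.7 ± 0.5 (88.5%; SD, n = 4 each). Each of these groups lay below every WT library in PD (exact permutation test against WT, two-sided p = 0.029). The 2 Tbl1x-KO_rescue libraries were at 28.94 and 28.05. In SR, Erf-KO at -20.9 ± 0.3 (p = 0.34) and Tbl1x-KO at -21.6 ± 0.3 (p = 0.057) were not separated from WT by the same exact test. WT libraries in SR lay at -21.01 and -21.34 for TSGFP-ErfV5 and at -16.52 and -17.2 for TSGFP. Erf-KO libraries (-21.26 to -20.63) overlapped those of their own line TSGFP-ErfV5. All Tbl1x-KO libraries (-21.93 to -21.21) lay below both TSGFP libraries, their own line, so the missing separation rests on the other WT line. With all genes in place of 500, the Tbl1x-KO difference in SR was -4.3 (exact p = 0.029).

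The response to PD itself was tested as the interaction of genotype and treatment. It differed between Erf-KO and WT for 671 genes with a higher and 419 with a lower response. Eomes (6.16), Spry2 (5.66), the Notch target Hes1 (5.27), the BMP inhibitor Smad6 (5.09), Esrrb (4.74) and Cdx2 (4.41) fell less in Erf-KO, by these log2 differences. Myc differed by 4.28, Fgfr2 by 3.32 and the chromatin remodeller Atrx by 2.62. Gcm1 (-4.52, standard error 1.59, adjusted p = 0.033, edgeR), Cdkn1c (-2.73) and the iodide transporter gene Slc5a5 (-4.8) rose less. Summing the libraries of a line, chosen after seeing the data, gave 714 genes in all. For Gcm1 the interaction was not called with either clone alone (-3.81, adjusted p = 0.38 for clone 2 and -5.32, adjusted p = 0.074 for clone 29). Among self-renewal genes 10 had a higher response and none a lower one (10 higher and 1 lower when adjusted over the list alone, camera adjusted p = 2.5e-12, and adjusted p = 1.7e-05 with an estimated correlation). ERK feedback genes gave 10 higher and 1 lower of 20 (11 higher and 1 lower when adjusted over the list alone, camera adjusted p = 6.7e-05, and adjusted p = 0.011 with an estimated correlation), and imprinted genes 0 higher and 7 lower of 11.

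For Tbl1x-KO the response differed in 242 genes upward and 191 downward, and in 193 in all when libraries of a line were summed, chosen after seeing the data. Hes1 (3.89), Eomes (3.51), Smad6 (3.4), the ETS factor Elf5 (2.69), Wnt7b (2.65) and Cdx2 (2.61) fell less than in WT. Gata2 rose less (-2.09). The interaction of Gcm1 was -1.68 (adjusted p = 0.46) and that of Esrrb -0.79 (adjusted p = 0.44), which did not pass the test.

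**Figure D1:**
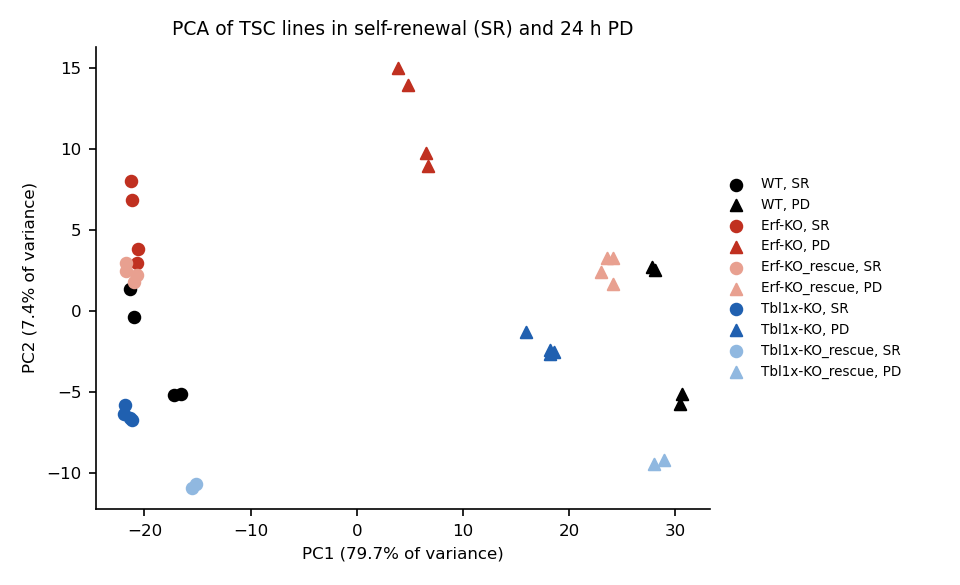
PC1 (79.7% of the variance) against PC2 (7.4%) of the 36 QuantSeq libraries, in component units. Circles are SR and triangles PD libraries, each point is 1 library, and Erf-KO in PD averages 5.5 and Tbl1x-KO in PD 17.7 on PC1 between WT in SR at -19 and WT in PD at 29.3.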

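In self-renewal medium Eomes was at 484 ± 30.8 CPM in Erf-KO and 371 ± 8.01 in WT (log2 fold change 0.38), Esrrb at 0.16, Tead4 at 0, Sox21 at -0.39 and Elf5 at -0.44, all under the fold limit. Cdx2 had a log2 fold change of 0.56 (standard error 0.14, adjusted p = 0.0045 from edgeR), also under it. None of 13 self-renewal genes was called (4 higher and 4 lower when adjusted over the list alone). The ERK feedback genes Etv5 (0.95, adjusted p = 0.001) and Dusp6 (-0.84, adjusted p = 0.0017) lay just under the limit. They passed it with clone 29 alone (1.04 and -1.43). Myc passed it, at 49.3 ± 31.5 against 120 ± 31.7 CPM (log2 fold change -1.28, adjusted p = 0.0014), though not with clone 2 alone (-0.61).

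Genes that did pass included Igf2bp3, which encodes an RNA-binding protein of Igf2 mRNA (6.61 ± 4.37 against 62 ± 19.6 CPM, log2 fold change -3.2, standard error 0.3, adjusted p = 7.5e-09). Lower in Erf-KO were also the CREB coactivator gene Crtc2 (-4.92), annexin A1 (Anxa1, -2.9), the respiratory complex gene Sdhd (-2.52), the cytokine receptor gene Csf2ra (-2.38), the metalloproteinase gene Adam9 (-2.15) and Gata2 (-1.32). Higher were the calcium channel subunit gene Cacna2d2 (1.56) and the linker protein gene Clip2 (1.42). Against WT of the same parental line Anxa1 (-1.81), Sdhd (-2.31), Csf2ra (-1.8), Gata2 (-0.81), Cacna2d2 (1.1) and Clip2 (1.05) did not pass. Over all genes 101 were higher and 367 lower.

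That count depends on the libraries. It was 71 (15 higher, 56 lower) against the 2 WT libraries of the same parental line, 93 for clone 2 and 899 for clone 29, and ran from 270 without clone 29 replicate 2 to 827 without WT TSGFP-ErfV5 replicate 2. It was 289 without clone 29 replicate 1 and 289 and 299 without WT TSGFP replicates 3 and 4, 77 with the replicate number as a block, 248 with only the 2 compared groups in the fit, and 3 when the libraries of a line were summed, a setting chosen after seeing the data.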

Comparison between WT and Erf-KO (cut off: |logFC | >1, p adj<0.05) revealed that in SR only 15 genes showed differential expression, confirming that Erf is dispensable in self-renewing TSCs (Supplementary Fig. 4d). In stark contrast, after 24 h of PD treatment, 719 genes were upregulated and 661 down-regulated in Erf-KO compared to WT (Fig. 4b). 

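After 24 h of PD, 876 genes were higher and 985 lower in Erf-KO than in WT. Genes of ERK feedback were prominent among those higher: Spry2 at 31.2 ± 2.84 against 0.746 ± 0.868 CPM (log2 fold change 5.35, standard error 0.33, adjusted p = 1.4e-16), Spred1 (3.45), Myc (3), Ier3 (2.31) and Phlda1 (1.4). Of 20 such genes 10 were higher, 1 lower and 9 not called (10 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.0043, and adjusted p = 0.053 with an estimated correlation). The Notch target Hes1 was at 73.6 ± 22.8 against 1.98 ± 1.51 CPM (log2 fold change 5.29, adjusted p = 3.1e-16 from edgeR). Also higher were the BMP inhibitor Smad6 (4.81), the Nodal inhibitor Lefty2 (4.27), the Wnt ligand Wnt7b (4.44), Stard8, a GTPase-activating protein of Rho (4.42), Pgam2 of glycolysis (4.39), Id2 (2.2), the intermediate filament gene Vim (1.99) and Dab2 (1.8).

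Lower in Erf-KO were the connexin gene Gjb2 (2.27 ± 1.57 against 120 ± 63.6 CPM, log2 fold change -5.62, adjusted p = 1.4e-14), Gata2 (32.9 ± 19.7 against 650 ± 86 CPM, log2 fold change -4.26, adjusted p = 1.6e-19), the organic cation transporter gene Slc22a3 (-5.29), the peptide hormone gene Apela (-5.13), the Wnt inhibitor Dkk1 (-4.86), Mbnl3 (-4.85), Slc5a5 (-4.83), the placental gene Plac1 (-4.67) and Vav3 (-4.46). Imprinted genes that limit placental growth were among them, Phlda2 at -2.1 and H19 at -3.7. Of 11 imprinted genes 4 were lower and none higher (0 higher and 9 lower when adjusted over the list alone, camera adjusted p = 3.2e-07, and adjusted p = 8.6e-05 with an estimated correlation). Proliferation genes moved upward: 2 of 18 were called, among them the helicase gene Mcm7 (1.54), with 13 higher and 0 lower when adjusted over the list alone (camera adjusted p = 3.6e-06, and adjusted p = 0.0086 with an estimated correlation). Among 6 CDK inhibitors 2 fell and none rose (0 higher and 5 lower when adjusted over the list alone), with Cdkn2b at -1.56. The BMP and TGF-beta targets split, 4 higher and 2 lower of 9, with Id1 at -2.2. Interferon response genes gave 3 lower of 6 (camera adjusted p = 0.059). ETS factors gave 4 higher and 3 lower of 17, primitive endoderm markers 2 and 2 of 7, ribosomal protein genes 4 and 5 of 122 and fibroblast markers 1 and 0 of 3. With no fold limit 5816 genes passed.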

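The regulators that hold TSCs in self-renewal remained far above WT in PD-treated Erf-KO cells. Eomes (ENSMUSG00000032446, GRCm38 chromosome 9 from 118478212 to 118486132) was at 151 ± 44.5 CPM in Erf-KO and 1.65 ± 1.25 in WT (log2 fold change 6.54, standard error 0.27, adjusted p = 5e-21, edgeR). Cdx2 (ENSMUSG00000029646, chromosome 5 from 147300805 to 147307270) was at 104 ± 15.8 against 3.35 ± 1.58 CPM (log2 fold change 4.97, standard error 0.23, adjusted p = 1.6e-19). Esrrb (ENSMUSG00000021255, chromosome 12 from 86361117 to 86521628) was at 43.9 ± 4.79 against 1.41 ± 0.96 CPM (log2 fold change 4.9, standard error 0.24, adjusted p = 3.2e-19). Elf5 (ENSMUSG00000027186, chromosome 2 from 103411688 to 103450989), an ETS factor that marks the trophoblast lineage, was at 26.6 ± 4.81 against 4.01 ± 4 CPM (log2 fold change 2.82, standard error 0.35, adjusted p = 2.5e-08). Tead4 (ENSMUSG00000030353, chromosome 6 from 128224288 to 128300823), a Hippo pathway factor of trophectoderm, was at 84.7 ± 10.1 against 22.6 ± 3.62 CPM (log2 fold change 1.91, standard error 0.13, adjusted p = 7.9e-15). Sox21 (ENSMUSG00000061517, chromosome 14 from 118233232 to 118237030) was at 13.5 ± 2.53 against 1.41 ± 1.83 CPM (log2 fold change 3.33, standard error 0.42, adjusted p = 3.2e-08), and Sox2 had a log2 fold change of 4.26. Of 13 self-renewal genes listed before the data were examined, 10 were higher, 0 lower and 3 not called (11 higher and 2 lower when adjusted over the list alone, camera adjusted p = 2.9e-07, and adjusted p = 0.00076 with an estimated correlation). The paper names several of them, such as Esrrb, Cdx2 and Eomes, as upregulated in these libraries, so the list is no independent evidence of its direction.

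Gcm1 (ENSMUSG00000023333, chromosome 9 from 78051924 to 78065624), the master regulator of labyrinth branching, was lower, at 2.36 ± 1.43 against 122 ± 20.1 CPM (log2 fold change -5.6, standard error 0.25, adjusted p = 4.2e-22). Cdkn1c (ENSMUSG00000037664, chromosome 7 from 143458339 to 143461050), which encodes the CDK inhibitor p57, was at 208 ± 18 against 1580 ± 204 CPM (log2 fold change -2.92, standard error 0.11, adjusted p = 4.2e-22). The labyrinth progenitor gene Dlx3 (-2.02) and the muscle actin gene Acta1 (-3.11) were lower. The SpT factor Ascl2 had a log2 fold change of -0.99 (adjusted p = 9.1e-07), just under the fold limit, and passed it against WT of the same parental line (-1.33). For Eomes, Cdx2, Esrrb, Elf5, Tead4, Sox21, Gcm1 and Cdkn1c no Erf-KO library in PD overlapped a WT library.

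**Figure D2:**
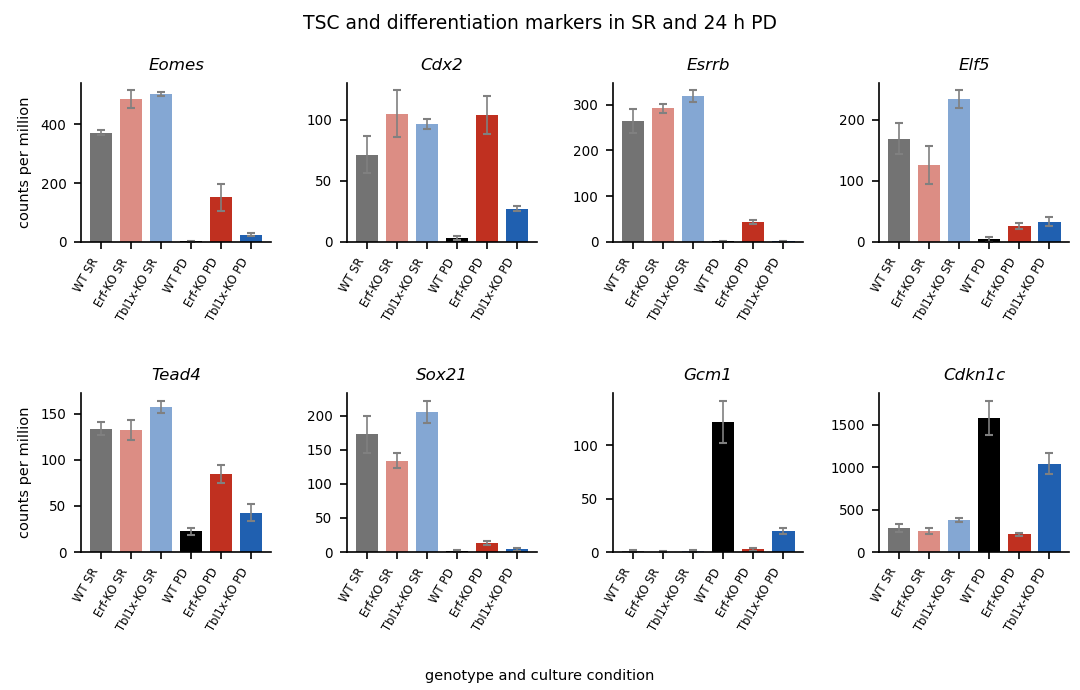
Mean CPM of 8 genes in WT, Erf-KO and Tbl1x-KO libraries in SR (paler bars) and PD, with error bars of 1 SD (n = 4 each). In PD, Eomes is at 151 in Erf-KO and 1.65 in WT, and Gcm1 at 2.36 and 122.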

The upregulated genes featured many self-renewal markers, including *Esrrb*, *Elf5*, *Cdx2*, *Sox21, Tead4*, and *Eomes*, while the down-regulated genes contained early differentiation markers e.g. *Gcm1* and *Cdkn1c* (Fig. 4b), in agreement with previous reports^10^. Next, we assessed differential gene expression between WT and Tbl1x-KO (cut off: |logFC | >1, p adj<0.05). In contrast to Erf-KO, the Tbl1x-KO showed gene deregulation in SR (214 upregulated and 122 downregulated), however the misregulated group included neither TSC self-renewal nor differentiation markers (Supplementary Fig. 4e). 

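In Tbl1x-KO cells in SR, adhesion genes as a list were lower than in WT, with 2 of 8 called lower and none higher (camera adjusted p = 0.0026, and adjusted p = 0.01 with an estimated correlation). Vim was at 47.8 ± 9.53 CPM against 511 ± 70.7 in WT (log2 fold change -3.41, standard error 0.14, adjusted p = 3.1e-20, edgeR), and the microtubule-stabilising Capn6 at 2.27 ± 0.773 against 111 ± 42.3 (log2 fold change -5.5). Fibronectin (Fn1, -1.86), the YAP target Ankrd1 (-3.57), the metalloproteinase inhibitor Timp1 (-3.08), the endocytic adaptor Dab2 (-2.45), the ERK inhibitor Spry1 (-2.15) and the imprinted amino acid transporter gene Slc38a4 (-2.49) were lower as well. Higher were the transcription factor Klf2 (250 ± 25.6 against 57.1 ± 9.82 CPM, log2 fold change 2.17, adjusted p = 1.5e-11), the TGF-beta coreceptor endoglin (Eng, 2.11), the nucleobase transporter gene Slc43a3 (2.33), Trp53i11 (2.13) and the ERK phosphatase Dusp5 (1.17). In all 185 genes were higher and 170 lower.

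No gene of the self-renewal list was called in this state (0 of 13; 8 higher and 0 lower when adjusted over the list alone; camera adjusted p = 2.1e-05, and adjusted p = 0.0083 with an estimated correlation). Cdx2 had a log2 fold change of 0.43 (adjusted p = 0.032), Eomes 0.43, Elf5 0.46, Esrrb 0.28 and Sox21 0.23. The differentiation genes Gcm1 (-0.95, adjusted p = 0.59) and Cdkn1c (0.42, adjusted p = 0.0062) were not called either. The count was 228 with the empty-vector libraries alone as Tbl1x-KO and 156 when the libraries of a line were summed, chosen after seeing the data.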

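PD-treated Tbl1x-KO cells retained part of the self-renewal programme. Eomes was at 24.9 ± 5.34 CPM in Tbl1x-KO and 1.65 ± 1.25 in WT (log2 fold change 3.95, standard error 0.37, adjusted p = 7.3e-11, edgeR), Cdx2 at 27.1 ± 2.13 against 3.35 ± 1.58 (log2 fold change 3.04, standard error 0.29, adjusted p = 1.2e-10) and Elf5 at 33.2 ± 6.92 against 4.01 ± 4 (log2 fold change 3.15, standard error 0.33, adjusted p = 1.5e-09). Sox21 was higher by 1.56 (adjusted p = 0.026), a call lost against WT of the same parental line (0.67, adjusted p = 0.37). Esrrb stayed low, at 0.989 ± 0.586 against 1.41 ± 0.96 CPM (log2 fold change -0.51, adjusted p = 0.51), and Tead4 had a log2 fold change of 0.94, under the fold limit. Gcm1 was at 19.7 ± 2.59 against 122 ± 20.1 CPM (log2 fold change -2.63, standard error 0.16, adjusted p = 5.9e-17). Of 13 self-renewal genes 5 were higher and none lower (9 higher and 0 lower when adjusted over the list alone, camera adjusted p = 7.5e-07, and adjusted p = 0.0013 with an estimated correlation).

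Over all genes 477 were higher and 455 lower. Among the higher ones were Hes1 (4.44), the Wnt and BMP antagonist Tsku (3.3), the glycosyltransferase gene B3gnt7 (3.02), Smad6 (2.9), Wnt7b (2.39), Wnt3 (2.1), Ier3 (2.36), the ERK inhibitor Spred2 (2.14), Id2 (2) and the glycogen cell marker Pcdh12 (2). ERK feedback genes gave 8 higher and 1 lower of 20 (camera adjusted p = 0.0058, and adjusted p = 0.053 with an estimated correlation). Lower were Apela (0.552 ± 0.684 against 25 ± 4.89 CPM, log2 fold change -5.37, adjusted p = 6.6e-12), Acta1 (-4.92), the smooth muscle gene Tagln (-4.12), the ERK-activated kinase gene Rps6ka6 (-3.87), the protease gene Prss23 (-3.55), the interferon-inducible Gbp2 (-3.49), the scaffold gene Akap5 (-3.36), Gjb2 (-3.23), Slc5a5 (-2.72), Gata2 (-2.29) and Cebpa, an early syncytiotrophoblast factor (-1.61). Among imprinted genes 3 of 11 fell and none rose (0 higher and 8 lower when adjusted over the list alone), with Slc38a4 at -3.19. The p53 targets had no called gene (8 higher and 0 lower when adjusted over the list alone, camera adjusted p = 0.0013, and adjusted p = 0.005 with an estimated correlation). With no fold limit 3468 genes passed.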

After 24 h PD treatment, we uncovered 526 upregulated and 389 downregulated genes, among them the key trophoblast regulators, including *Eomes*, *Elf5*, *Sox21, Cdx2, Gcm1*, and others (Fig. 4c). 

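Re-expression of Erf moved the markers of Erf-KO cells towards WT in PD. Erf-KO libraries exceeded those of the rescue in Eomes (log2 fold change 3.04), Cdx2 (2.13) and Esrrb (3.63) and fell short in Gcm1 (-6.14, adjusted p = 1.5e-24). Gcm1 in the Erf rescue was not lower than in WT (log2 fold change 0.54, adjusted p = 0.004), and Cdkn1c (-0.01), Gata2 (-0.25), Elf5 (0.33) and Tead4 (0.77) were not called. Eomes stayed at 18 ± 5.21 CPM (log2 fold change 3.5, standard error 0.39, adjusted p = 7e-08 against WT, edgeR) and Cdx2 at 23.5 ± 3.54 (log2 fold change 2.84), both well under their levels without the construct. Hes1 (3.79), Plet1 (2.2), Fgfr2 (2), Wnt7b (2.06) and Ccnd1 (2.56) also stayed above WT, and Esrrb did by 1.27 (adjusted p = 0.046), which DESeq2 did not call (adjusted p = 0.12). Apela was higher than in WT (2.45). Igf2bp3 (-3.1) and Anxa1 (-2.97), which were lower in the clones in SR, stayed lower. Between the Erf rescue and WT 151 genes were higher and 113 lower, and between Erf-KO and its rescue 534 and 742. Self-renewal genes gave 4 higher in the rescue than in WT and none lower (8 higher and 1 lower when adjusted over the list alone). The rescue count of 264 fell to 148 with only the 2 compared groups in the fit and to 88 when libraries of a line were summed, chosen after seeing the data. The 113 lower genes came to 62 and 61 without WT TSGFP replicate 3 or 4 and to 173 without WT TSGFP-ErfV5 replicate 1.

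The Tbl1x rescue raised Gcm1 to 46.3 ± 5.95 CPM (n = 2), above Tbl1x-KO (log2 fold change of the knockout against it -1.23) and still below WT (log2 fold change -1.41, standard error 0.18, adjusted p = 1.6e-07). Gjb2 (-0.5), Gata2 (-0.74) and Cdkn1c (0.21) were not called. Elf5 (3.02), Eomes (2.61), Cdx2 (1.57), Hes1 (2.34), Plet1 (2.76) and the lysosomal gene Cd68 (2.53) remained above WT. Vim (-2.64) and Col1a1 (-2.82) remained below it. Against TSGFP WT libraries alone Hes1 was not called (1.79, adjusted p = 0.06) and Gjb2 was (-1.06), and Cdx2 was not called without Tbl1x-KO_rescue replicate 2 (1.31). Against WT 416 genes were higher and 289 lower, and 400 were called when libraries of a line were summed. Between Tbl1x-KO and its rescue 225 were higher and 417 lower, with SynT-II markers at 4 lower and none higher of 7 (camera adjusted p = 0.032, and adjusted p = 0.066 with an estimated correlation) and self-renewal genes at 3 higher of 13 (camera adjusted p = 0.01, and adjusted p = 0.066 with an estimated correlation). Proliferation genes were not called singly there (16 higher and 0 lower when adjusted over the list alone, camera adjusted p = 2.1e-10, and adjusted p = 0.0013 with an estimated correlation).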

Importantly, both the Erf-KO and Tbl1x-KO differentiation phenotypes were largely rescued by ectopic expression of Erf and Tbl1x, respectively (Fig. 4a, Supplementary Fig. 4f–h). 

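The knockdown experiment is a separate QuantSeq table of 28 libraries. Lentiviral short-hairpin RNAs targeted Erf (construct V233; 3 libraries in SR and 2 in PD) or Tbl1x (constructs V182 and V183; 5 in SR and 6 in PD), and a hairpin against GFP (V188; 6 per state) served as control. PD lasted 24 h by the paper, while the sample labels give 25 h for 3 of the PD libraries. The controls fall into numbers 1 to 3 and 4 to 6. In SR 1416 genes and in PD 1083 differed between these sets, so several markers are also given against each set. On PC2 the Erf-KD libraries (-14.48 to -9.33) lay near controls 4 to 6 (-16.48 to -12.03), and the Tbl1x-KD libraries (7.72 to 14.13) lay nearer controls 1 to 3 (1.36 to 6.18). The labels do not state which controls were prepared with which knockdown, so the pooled values are given first. Pooled folds and tests include the difference between the control sets, and genes given with a single fold rest on all controls. The 25 h label falls only on number 3 of V182, V183 and V188, which ties Tbl1x-KD to controls 1 to 3. The most counted genes held 6.57 to 8.26% of counts in Erf-KD libraries and controls 4 to 6. They held 9.57 to 11.97% in Tbl1x-KD libraries and controls 1 to 3. By these shares and PC2, controls 4 to 6 group with Erf-KD and controls 1 to 3 with Tbl1x-KD. Total counts in SR were 8574297 to 20232753 (median 11869252.5) for the control, 7304005 to 11744981 (median 8829456) for Erf-KD and 6161562 to 9999663 (median 8517792) for Tbl1x-KD. In PD they were 8047962 to 16426935 (median 8654564), 12550291 to 15609771 (median 14080031) and 7268204 to 9498631 (median 8076434) in the same order. The authors' alignment and counting were as for the knockout lines. The table lists 17452 genes, of which 14064 were tested in the same model form. Erf fell from 236 ± 76.2 to 36.5 ± 0.776 CPM in PD (log2 fold change -2.69, standard error 0.35, adjusted p = 5e-06, edgeR) and its log2 fold change in SR was -3.02. Tbl1x fell from 128 ± 13.1 to 24.9 ± 6.62 CPM in PD (log2 fold change -2.36, standard error 0.16, adjusted p = 1.2e-10) and its log2 fold change in SR was -1.95.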

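In PD, Erf-KD libraries kept Esrrb at 13.3 ± 2.17 CPM against 0.983 ± 0.23 in controls (log2 fold change 3.7, standard error 0.27, adjusted p = 1.1e-09, edgeR, 4 against controls 1 to 3 and 3.51 against controls 4 to 6) and Eomes at 9.51 ± 0.658 against 1.81 ± 1.22 (log2 fold change 2.45, standard error 0.36, adjusted p = 3.2e-05, 1.88 against controls 1 to 3 and 3.05 against controls 4 to 6). Gcm1 was at 2.88 ± 0.552 against 23.1 ± 7.3 CPM (log2 fold change -3.01, standard error 0.43, adjusted p = 8.9e-06, -2.76 against controls 1 to 3 and -3.23 against controls 4 to 6). Tead4 (1.11, and 0.85 against controls 1 to 3, under the fold limit), Fgfr2 (1.27), Hes1 (2.39), Plet1 (1.9), Smad6 (3.14), Spry2 (1.95), Wnt7b (1.82), the giant cell factor Hand1 (1.75) and the phosphatase Dusp7 (2.72) were higher. Gjb2 (-1.67, not called when either Erf-KD library was left out), Acta1 (-4.56) and Tagln (-4.4) were lower. Cdx2 (1.17, adjusted p = 0.064), Elf5 (0.97, adjusted p = 0.058), Sox21 (1.52, adjusted p = 0.06) and Cdkn1c (0.02, adjusted p = 0.97) did not pass. Cdx2, Elf5 and Sox21 passed with the replicate number as a block (adjusted p = 0.033, 0.022 and 0.00072), but same-numbered libraries correlated there at only -0.15 to 0.03, so these calls carry little weight. Among 13 self-renewal genes 4 were higher and none lower (6 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.0046, and adjusted p = 0.066 with an estimated correlation), and of 7 SynT-II markers 4 were lower and none higher (0 higher and 5 lower when adjusted over the list alone, camera adjusted p = 6e-04, and adjusted p = 0.023 with an estimated correlation).

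In Tbl1x-KD libraries Eomes was at 42 ± 14.5 CPM (log2 fold change 4.59, standard error 0.28, adjusted p = 1.1e-11, 4.01 against controls 1 to 3 and 5.19 against controls 4 to 6) and Elf5 at 51.9 ± 23.3 against 11.1 ± 3.68 (log2 fold change 2.26, standard error 0.26, adjusted p = 6.4e-07, 2.16 against controls 1 to 3 and 2.35 against controls 4 to 6). Cdx2 had a log2 fold change of 1.11 (adjusted p = 0.018, 0.93 against controls 1 to 3 and 1.22 against controls 4 to 6), a call lost against controls 1 to 3 and with construct V183 alone (0.63). Hes1 (2.59), Fgfr2 (1.49), Plet1 (1.79), Ier2 (2.03), the Iroquois factor Irx3 (2.06) and Spred2 (1.78) were higher. Gcm1 was at 3.1 ± 2.31 CPM (log2 fold change -2.86, standard error 0.29, adjusted p = 2.5e-08, -2.61 against controls 1 to 3 and -3.07 against controls 4 to 6), and Gjb2 (-2.19), Col1a1 (-3.61), Fn1 (-1.64, and -0.77 against controls 1 to 3, not called), the Igf-binding Igfbp4 (-2.54) and Akap5 (-2.91) were lower. Esrrb (-0.02, adjusted p = 0.97) and Cdkn1c (0.66, adjusted p = 0.021) did not pass. The self-renewal list gave 4 higher and none lower (8 higher and 1 lower when adjusted over the list alone, camera adjusted p = 7.9e-05, and adjusted p = 0.011 with an estimated correlation).

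On PC2 the nearer control set was 4 to 6 for Erf-KD and 1 to 3 for Tbl1x-KD. Counts of called genes against all controls were 348 higher and 359 lower for Erf-KD and 316 and 489 for Tbl1x-KD in PD. For Erf-KD they came to 1796 genes against controls 1 to 3 and 692 against controls 4 to 6, to 2011 with the replicate number as a block, and to 326 without Erf-KD V233 replicate 3. For Tbl1x-KD they came to 293 and 2005 against these control sets, 356 for construct V182 alone and 460 with the block. In SR 156 and 215 genes were called for Erf-KD and 199 and 411 for Tbl1x-KD, where Eomes rose by 1.04 (adjusted p = 0.0026, 1.12 against controls 1 to 3 and 0.95 against controls 4 to 6, the latter under the fold limit) and Vim fell (-2.47). The SR count of Erf-KD came to 607, 185 and 190 without V233 replicates 1, 2 and 3, and that of Tbl1x-KD to 332, 392 and 334 without control replicates 4, 5 and 6 and 401 without V183 replicate 3. Against controls 1 to 3 the SR counts were 1539 for Erf-KD and 69 for Tbl1x-KD, and against controls 4 to 6 that of Tbl1x-KD was 2000.

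On PC1 of this table (61.7% of the variance) Erf-KD in PD stood at 68.6% of the way from control SR to control PD (n = 2 against 6; exact permutation test, two-sided p = 0.036, the smallest possible) and Tbl1x-KD at 79.2% (n = 6 each; p = 0.0022, the smallest possible). Neither knockdown was separated from the pooled controls in SR (exact p = 0.15 and 0.18). Tbl1x-KD in SR lay at -24.68 to -18.42 and controls 1 to 3 at -18.44 to -15.26, so these barely overlapped. Controls 4 to 6 lay at -21.96 to -16.4 and overlapped both knockdowns. Across 11743 genes the knockdown and knockout fold changes in PD correlated at r = 0.37 for Erf and 0.476 for Tbl1x. All controls were pooled there, and genes are not independent replicates. By sign alone, 652 of 858 genes higher in Erf-KO were also higher in Erf-KD, and 703 of 975 lower were lower. An adjusted p under 0.05 was reached in Erf-KD by 248 and 173 of these, and by 6 and 15 in the opposite direction. For Tbl1x the signs agreed in 358 of 467 and 388 of 441, with 199 and 240 under 0.05 and 10 and 3 opposite. From the similar shifts after acute depletion, the paper concludes that constitutive knockout and knockdown give the same phenotypes and excludes adaptation of the Erf-KO in SR.

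**Figure D3:**
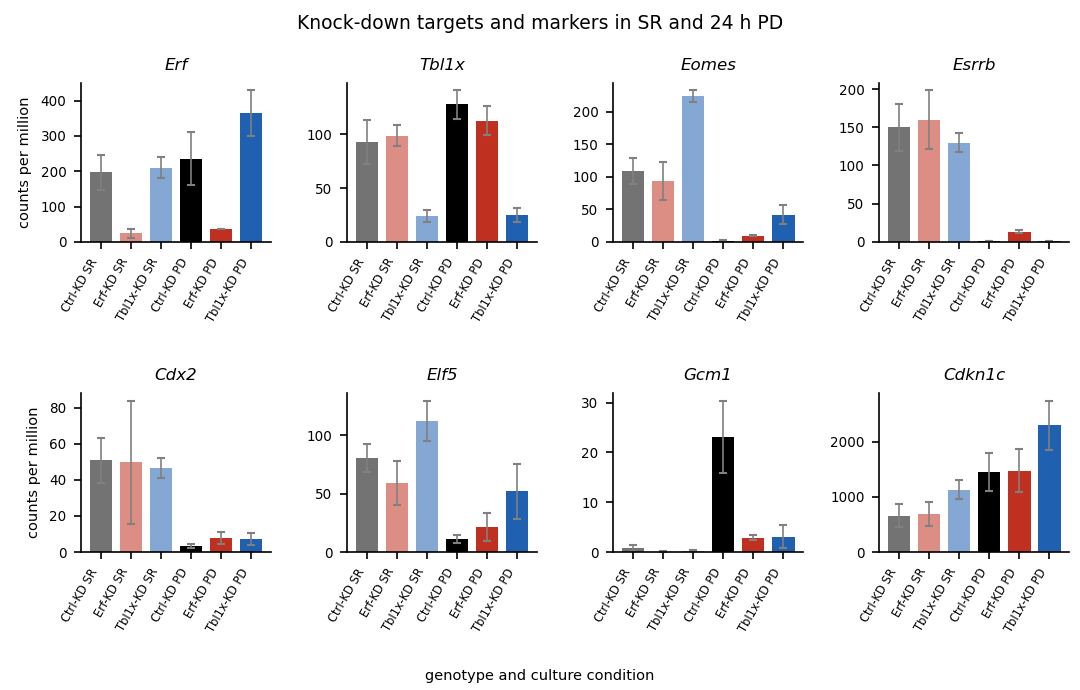
Mean CPM of 8 genes in Ctrl-KD, Erf-KD and Tbl1x-KD libraries in SR (paler bars) and PD, with error bars of 1 SD (n = 6 controls per state, 3 and 2 Erf-KD, 5 and 6 Tbl1x-KD in SR and PD). Eomes in PD is at 1.81 in controls, 9.51 in Erf-KD and 42 in Tbl1x-KD.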

Reassuringly, we saw similar differentiation shifts after immediate Erf and Tbl1x depletion by short-hairpin RNA (shRNA) mediated knock-down (KD) (Supplementary Fig. 4i–k), confirming the same phenotypes in constitutive KO and acute depletion of Erf and Tbl1x, and excluding any adaptation effects of the Erf-KO in SR. 

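Among genes called in PD, 271 were higher in both Erf-KO and Tbl1x-KO than in WT and 287 were lower in both. Independent lists of these sizes would share 35.2 and 37.8. Wnt7b was higher in both (log2 fold change 4.44 in Erf-KO and 2.39 in Tbl1x-KO). The Wnt ligand gene Wnt9a (-3.67) and the Wnt receptor gene Fzd5 (-1.41) fell in Erf-KO. Of 13 Wnt pathway genes 4 were higher and 5 lower in Erf-KO (4 higher and 6 lower when adjusted over the list alone), and 4 and 2 in Tbl1x-KO (5 higher and 4 lower when adjusted over the list alone). The labyrinth progenitor list gave 0 higher and 3 lower of 5 in Erf-KO and 0 and 0 of 5 in Tbl1x-KO. Neither list moved in 1 direction by camera (adjusted p = 0.43 and 0.89 for Wnt, 0.51 and 0.33 for labyrinth).

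A gene was higher in Erf-KO and lower in Tbl1x-KO in 8 cases, and lower in Erf-KO and higher in Tbl1x-KO in 13. Both comparisons use the same WT libraries. Unchanged groups simulated against them 20 times shared no calls, with a mean correlation of fold changes of 0.533 and covariance of 0.021, where the data gave a correlation of 0.623 and covariance of 0.394 over 11870 genes. With Erf-KO set against one WT line and Tbl1x-KO against the other, 229 genes were higher and 259 lower in both (30.5 and 29.4 by independent lists), the correlation was 0.531 and the covariance 0.378.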

The deregulated genes in both Erf-KO and Tbl1x-KO substantially overlapped, and their GO terms included placental development and Wnt signalling (Fig. 4d and Supplementary Fig. 4l). 

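Adhesion and matrix genes were lower in PD-treated Tbl1x-KO cells than in WT. Vim and Fn1 were already lower in SR, and Vim and Col1a1 stayed below WT in the Tbl1x rescue. A lasting difference of the single clone therefore cannot be told apart from an effect of the knockout. Col1a1 was at 3.3 ± 1.72 CPM against 65.1 ± 11.6 in WT (log2 fold change -4.26, standard error 0.32, adjusted p = 3.4e-13, edgeR), Fn1 at 20 ± 4.78 against 57.9 ± 8.67 (log2 fold change -1.52, standard error 0.18, adjusted p = 1.4e-08), N-cadherin (Cdh2) at 0.745 ± 0.375 against 3.16 ± 0.802 (log2 fold change -1.96, standard error 0.47, adjusted p = 0.0013) and Vim at 37.3 ± 4.98 against 111 ± 22.3 (log2 fold change -1.58, standard error 0.15, adjusted p = 1.9e-10). E-cadherin (Cdh1) had a log2 fold change of -0.68, under the fold limit. Of 8 adhesion and epithelial-mesenchymal transition genes 3 fell and none rose (0 higher and 5 lower when adjusted over the list alone, camera adjusted p = 0.0013, and adjusted p = 0.005 with an estimated correlation). In Erf-KO the same list gave 1 higher and 2 lower (3 higher and 4 lower when adjusted over the list alone, camera adjusted p = 0.89), and Fn1 had a log2 fold change of 0.6 under the limit. Fibroblast markers fell too in Tbl1x-KO, 2 of 3 (camera adjusted p = 0.036, and adjusted p = 0.053 with an estimated correlation). Tested directly in PD, Vim (3.58), Col1a1 (3.31) and Fn1 (2.12) were higher in Erf-KO than in Tbl1x-KO, which also differ in parental line. In that contrast the adhesion list gave 3 higher of 8 (camera adjusted p = 0.055) and the fibroblast markers 2 of 3 (camera adjusted p = 0.0071, and adjusted p = 0.025 with an estimated correlation).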

Uniquely regulated genes showed similar GO term enrichments in Erf-KO cells but distinct groups, like cell adhesion, in Tbl1x-KO cells (Supplementary Fig. 4l). These data suggest that Tbl1x and Erf depletion have a similar effect on gene expression in differentiating TSCs with a broader effect in Erf-KO cells. This might reflect additional functions of Tbl1x as reported^23,24^ or compensation of the phenotype by the related Tbl1xr1.

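Set directly against each other in PD, Erf-KO and Tbl1x-KO differed in 499 genes higher and 620 lower in Erf-KO. Erf-KO libraries came from the TSGFP-ErfV5 line and Tbl1x-KO libraries from a single clone of TSGFP. Differences between lines or clones therefore cannot be told apart from genotype in this contrast. Capn6, listed below, was already lower in Tbl1x-KO than in WT in SR. Self-renewal genes stood higher in Erf-KO: Esrrb at 43.9 ± 4.79 against 0.989 ± 0.586 CPM (log2 fold change 5.42, standard error 0.24, adjusted p = 4.5e-20, edgeR), Sox2 (5.04), Eomes (2.59), Cdx2 (1.93) and Sox21 (1.77). Elf5 did not differ past the test (log2 fold change -0.33, adjusted p = 0.24). Of 13 self-renewal genes 5 were higher and none lower (9 higher and 3 lower when adjusted over the list alone, camera adjusted p = 0.0018, and adjusted p = 0.025 with an estimated correlation). Gcm1 was lower in Erf-KO, at 2.36 ± 1.43 against 19.7 ± 2.59 CPM (log2 fold change -2.97, standard error 0.34, adjusted p = 2.3e-09), as were Cdkn1c (-2.32), Gata2 (-1.96), Phlda2 (-1.84) and Id1 (-2.55).

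Other genes higher in Erf-KO were Capn6 (5.61), Spry2 (4.54), Lefty2 (4.42), the scaffold gene Fry (4.07), Jade2 of histone acetylation complexes (3.89), apolipoprotein E (Apoe, 3.85) and the receptor gene Pdgfrb (3.02). Lower were Dkk1 (1.27 ± 0.358 against 35.3 ± 12.3 CPM, log2 fold change -4.69, adjusted p = 8e-14), the kallikrein gene Klk7 (-4.2), B3gnt7 (-3.54), the chemokine-like receptor gene Cmklr1 (-3.52), Plac1 (-3.48) and the Polycomb-related L3mbtl3 (-3.35). Imprinted genes gave 1 higher and 4 lower of 11, and the SpT list 2 lower of 3 (camera adjusted p = 0.00088, and adjusted p = 0.0069 with an estimated correlation).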

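Tbl1xr1 (ENSMUSG00000027630, GRCm38 chromosome 3 from 22076652 to 22216594), the paralog of Tbl1x in the NCoR complex, was not called in Tbl1x-KO cells. Its level was 57.3 ± 10.1 CPM against 63.2 ± 12.3 in WT in PD (log2 fold change -0.13, standard error 0.16, adjusted p = 0.57 from edgeR), and in SR 0.26 (adjusted p = 0.49). After Tbl1x-KD in SR its log2 fold change was 0.97 (adjusted p = 0.00016), under the fold limit, which it passed against controls 4 to 6 alone (1.12). In PD it did not differ past the test (0.23, adjusted p = 0.24). In WT it rose with PD, by 1.49 (adjusted p = 2.5e-08). In Erf-KO in PD Tbl1xr1 was lower, at 27.5 ± 2.08 CPM (log2 fold change -1.18, standard error 0.18, adjusted p = 1.4e-06). Of 8 NCoR/SMRT complex genes 0 were higher and 0 lower in Tbl1x-KO in PD (1 higher and 1 lower when adjusted over the list alone), and 0 and 1 in Erf-KO (1 higher and 2 lower when adjusted over the list alone). Ncor1 (-0.21), Ncor2 (-0.2), the deacetylase gene Hdac3 (0.14) and Gps2 (0.49) were not called in Erf-KO.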

**Fig. 4:**
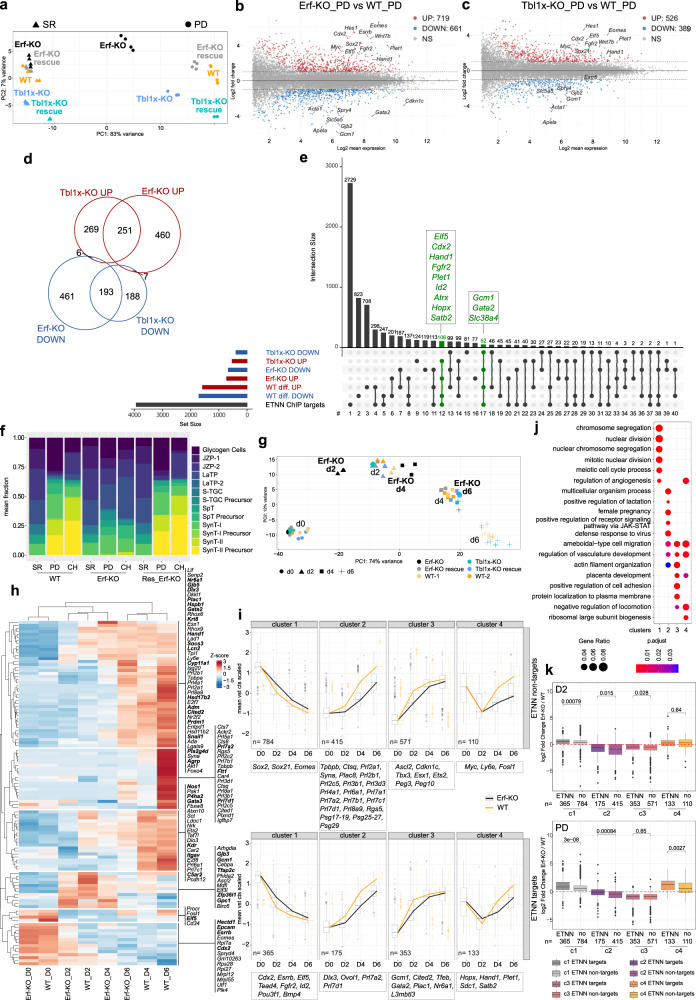
Erf/NCoR1/2 controls expression of key trophoblast genes. **a** Principal component analysis (PCA) based on global gene expression (QuantSeq) in WT, Erf-KO, Erf-KO_rescue, Tbl1x-KO, and Tbl1x-KO_rescue lines in self-renewal (SR, triangle) and after 24 h of PD0325901 treatment (PD, circle). **b** MA plot of differentially expressed genes between Erf-KO (*n* = 4 biological replicates) and WT (*n* = 4 biological replicates) lines treated for 24 h with PD. Analysis (cut-off: |log2FC | >1, p adj < 0.05, Wald-test with Benjamini–Hochberg correction) revealed 719 upregulated and 661 down-regulated genes in Erf-KO lines compared to WT. Significantly up- (UP, red) and downregulated (DOWN, blue) genes are indicated in red and blue, respectively. NS: not significant, grey. Important trophoblast-related factors are labelled. **c** MA plot of differentially expressed genes between Tbl1x-KO (*n* = 4 biological replicates) and WT (*n* = 4 biological replicates) lines treated for 24 h with PD. Analysis (cut-off: |log2FC | >1, *p* adj < 0.05, Wald-test with Benjamini–Hochberg correction) revealed 526 upregulated (UP, red) and 389 down-regulated (DOWN, blue) genes in Erf-KO lines compared to WT. NS: not significant, grey. Important trophoblast-related factors are labelled. **d** Euler diagram showing the intersection of up- and down-regulated genes (cut-off: |log2FC | >1, p adj <0.05 compared to WT) in differentiating Erf-KO and Tbl1x-KO cells. **e** Upset plot depicting the overlap between ETNN target genes, genes that were upregulated (red) and downregulated (blue) in Erf-KO and Tbl1x-KO lines after 24 h PD treatment and genes that were upregulated or down-regulated during wild-type differentiation (based on QuantSeq analysis). Groups of genes that are conversely regulated in WT and KOs are indicated as green lines in the matrix. **f** Fractions of cell type signatures found in deconvoluted bulk QuantSeq data of WT, Erf-KO, and Erf-KO_Rescue cells in SR, 24 h PD, and 48 h Fgf/CM withdrawal+CH^15^ based on a snRNAseq reference dataset from Marsh and Belloch^25^. The mean fraction (*n* = 4 biological replicates) is shown on the *y*-axis. **g** PCA based on global gene expression (QuantSeq) in WT, Erf-KO, Erf-KO_rescue, Tbl1x-KO, and Tbl1x-KO_rescue lines along a time course of Fgf/CM withdrawal (WD) for 6 days. d0: circle; d2: triangle; d4: square; d6: cross. **h** Heatmap showing the expression (Z-score) of previously identified markers^26,31,111–114^ of placental cell types in WT cells and in Erf-KO cells along the differentiation time course of Fgf/CM withdrawal for 6 days, clustered by row and column. ETNN targets marked in bold. **i** Aggregated gene expression (*n* = 3 biological replicates) in WT and Erf-KO cells during a 6-day WD differentiation time course of the 4 clusters identified by hierarchical clustering of the 3000 top variance genes (in WT WD and PD). Box boundaries show the 25th to 75th percentile with the median as centre and whiskers representing the calculated maximum and minimum. Outliers are depicted by the dots. **j** Gene ontology overrepresentation analysis of the 4 clusters (from **i**) identified by hierarchical clustering of the 3000 top variance genes. **k** Boxplots showing the log2 fold changes of the 4 clusters (from **i**) separated by ETNN and non-ETNN targets in differentiating Erf-KO compared to WT cells at d2 of WD (*n* = 3 biological replicates) and 24 h PD treatment (*n* = 4 biological replicates). *P*-values of the Wilcoxon test are indicated. Box boundaries show the 25th to 75th percentile with the median as centre and whiskers representing the calculated maximum and minimum. Outliers are depicted by the dots.

The intersection of genes bound by Erf/Ncor1/Ncor2/Tbl1x (ETNN) (Fig. 2a) with those deregulated in differentiating Erf-KO and Tbl1x-KO revealed the direct Erf/NCoR1/2 targets (groups #12, #27, #17, #31) that included key trophoblast regulators: *Cdx2*, *Elf5*, *Fgfr2*, *Atrx*, *Hopx*, *Gcm1*, and others (Fig. 4e, Supplementary Data 3 and 4). 

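Which of these genes the complex binds was not tested here, and the values are those of PD-treated knockout cells against WT. Fgfr2 (ENSMUSG00000030849, GRCm38 chromosome 7 from 130162451 to 133123350), the receptor through which Fgf acts on TSCs, was at 110 ± 26.4 CPM in Erf-KO (log2 fold change 2.76, standard error 0.18, adjusted p = 1.3e-15, edgeR), 72.4 ± 3.43 in Tbl1x-KO (log2 fold change 2.15, standard error 0.18, adjusted p = 8.2e-12) and 16.4 ± 3.01 in WT. Atrx (chromosome X from 105797615 to 105929403), a chromatin remodeller, was at 770 ± 135 in Erf-KO (log2 fold change 2.91, adjusted p = 4.6e-21), 334 ± 19 in Tbl1x-KO (log2 fold change 1.7, adjusted p = 4.5e-14) and 102 ± 23.8 in WT. Hopx (chromosome 5 from 77086988 to 77115121), a homeodomain protein without DNA binding, was at 8.53 ± 3.03 in Erf-KO (log2 fold change 3.04, adjusted p = 3.2e-05) and 5.43 ± 1.37 in Tbl1x-KO (log2 fold change 2.38, adjusted p = 0.0029), against 0.935 ± 0.803 in WT. Ctbp2 rose by 2.79 and 2.08 and Id2 by 2.2 and 2 in the same order. Acta1 (-3.11 and -4.92) and Gjb2 (-5.62 and -3.23) fell in both.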

Interestingly, genes in groups #12 and #17 were inversely regulated in both KOs (Erf-KO and Tbl1x-KO) compared to WT (i.e. genes that were upregulated in Erf-KO and Tbl1x-KO were usually downregulated in WT differentiation and vice versa) (Fig. 4e). These observations suggest that disruption of Erf or Tbl1x attenuates the exit from self-renewal and delays differentiation without deviating from the normal direction of trophoblast development.

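Genes moved in the knockouts against their own WT response. Of 271 genes higher in both knockouts in PD 86% fell in WT from SR to PD, 1 rose and 37 did not pass, where independent lists would give 35.8 that fell and 33 that rose. Of 287 lower in both 77% rose in WT, 4 fell and 62 did not pass, where independent lists would give 35 that rose and 37.9 that fell. Cdx2, Eomes, Elf5, Hes1, Fgfr2, Plet1 and Atrx belong to the former, and Gcm1, Gata2, Gjb2, Slc5a5, Cebpa and Acta1 to the latter. These counts were chosen after seeing the data, and they cover all genes tested, not those bound by Erf or NCoR1/2.

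The WT libraries in PD stand in both comparisons, which by itself makes folds oppose each other. Across 11870 genes the knockout and WT fold changes correlated at r = -0.674 for Erf-KO and -0.534 for Tbl1x-KO, with covariances of -0.775 and -0.456. Unchanged groups simulated 20 times gave correlations of -0.109 and -0.121 and covariances of -0.033 and -0.035, and no gene called in both. With the knockouts set against TSGFP-ErfV5 and the WT change taken from TSGFP, 189 of 266 (71.1%) and 153 of 202 (75.7%) genes ran opposite. With the lines exchanged, 221 of 346 (63.9%) and 226 of 435 (52%) did. From the inverse regulation of bound genes in both knockouts, the paper proposes that loss of Erf or Tbl1x attenuates the exit from self-renewal and delays differentiation along its normal direction.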

### ETNN targets are drivers of Erf-dependent differentiation

To further test the differentiation delay hypothesis, we decomposed our QuantSeq data into cell type fractions using a recently published mouse placental single-nuclei (sn)RNA-seq dataset^25^. 

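Markers of SynT-II, the syncytiotrophoblast layer next to the fetal vessels, were lower in PD-treated Erf-KO cells. Gjb2 was at 2.27 ± 1.57 CPM against 120 ± 63.6 in WT (log2 fold change -5.62, standard error 0.41, adjusted p = 1.4e-14, edgeR), Cebpa at 21 ± 3.31 against 42.4 ± 6.01 (log2 fold change -1.02, standard error 0.18, adjusted p = 1e-05, not called with clone 29 alone at -0.9) and the immune checkpoint gene Vtcn1 at 0.265 ± 0.307 against 5.24 ± 2.92 (log2 fold change -4.04, standard error 0.7, adjusted p = 7.2e-06). Of 7 measured SynT-II genes 4 fell, none rose and 3 were not called (1 higher and 5 lower when adjusted over the list alone, camera adjusted p = 0.017, and adjusted p = 0.03 with an estimated correlation), Gcm1 among them. In Tbl1x-KO 3 fell and none rose (1 higher and 4 lower when adjusted over the list alone, camera adjusted p = 0.0019, and adjusted p = 0.0056 with an estimated correlation). In WT the same list gave 4 higher and 0 lower with PD (camera adjusted p = 0.046, and adjusted p = 0.06 with an estimated correlation). Markers of the other syncytial layer, SynT-I, split in Erf-KO, 1 higher and 1 lower of 5 (1 higher and 3 lower when adjusted over the list alone), with the lactate transporter gene Slc16a1 at 1.3 and Glis1 at -2.11. Fractions of cell types by deconvolution with single-nucleus profiles were not estimated here.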

The analysis revealed a diminished fraction of SynT-II lineage signature in Erf-KO compared to WT cells after PD treatment (Fig. 4f). These observations are in line with findings that Erf is required for the SynT-II lineage specification and the labyrinth formation during mouse placental development^10^. To explore the effects of Erf depletion on other, more differentiated trophoblast subtypes, we cultured WT and Erf-KO cells in the absence of Fgf and CM for 6 days and monitored gene expression every other day. These conditions are known to preferentially induce TGCs and SpT, and limit SynT differentiation^1^. 

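The withdrawal experiment (WD) is a separate QuantSeq table of 72 libraries. Cells were kept in basal medium without Fgf2, heparin and conditioned medium (CM), and were sampled at days 0, 2, 4 and 6. Each day has 6 WT libraries, 3 of each parental line (TSGFP-ErfV5 and TSGFP), and 3 each of Erf-KO, Erf-KO_rescue, Tbl1x-KO and Tbl1x-KO_rescue. The labels name a single line for each mutant and rescue, so p-values here hold no spread between clones. By the low Erf tag given below, Erf-KO is like clone 2 of the knockout lines (1.53 CPM in SR) and unlike clone 29 (69.6). The legend gives n = 3, and the paper does not say which WT libraries it used, so all 6 are reported. The native Erf tag told Erf-KO from WT: Erf was at 92.1 ± 35.6 CPM in WT (n = 6) and 0.388 ± 0.375 in Erf-KO (n = 3) on day 0, and 0.697 or less in Erf-KO on every day. It does not tell Erf-KO from its rescue (1.91 or less), and neither Erf nor Tbl1x (67.7 in Tbl1x-KO, 64.9 in its rescue, 58.8 and 67 in the WT lines on day 0) checks the Tbl1x labels. Total counts for WT were 1631237 to 2625130 (median 2356942.5) on day 0, 2364443 to 2925667 (median 2526739.5) on day 2, 1450556 to 3296305 (median 2481902.5) on day 4 and 2148348 to 3327182 (median 2867743.5) on day 6. For Erf-KO they were 2346872 to 2584204 (median 2361011), 2063605 to 3047023 (median 2572639), 1347734 to 2967775 (median 2569554) and 2585396 to 3179246 (median 2623341) in the same order, and for Tbl1x-KO 1579871 to 2291945 (median 2161698), 2010672 to 2627781 (median 2300474), 1525421 to 3380882 (median 2969586) and 2265812 to 3866406 (median 2780225). Erf-KO_rescue libraries held 1906716 to 3219103 (median 1972896), 2085446 to 2823269 (median 2241636), 2116727 to 2930656 (median 2662038) and 2060953 to 2971000 (median 2315919) counts, and Tbl1x-KO_rescue libraries 1986037 to 2678257 (median 2344988), 1738896 to 3427286 (median 2106204), 1306275 to 3137546 (median 2337166) and 2548942 to 3659351 (median 3416510). The authors aligned and counted the reads as above. Of 55487 listed genes 30299 had counts and 12596 were tested, in 1 edgeR model over all groups. For genes of the Prl, Cts and Psg families, near-identical copies can split or lose reads in this counting, so their levels are uncertain.

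In WT, 9 of 13 self-renewal genes fell and 1 rose from day 0 to day 6 (3 higher and 10 lower when adjusted over the list alone, camera adjusted p = 0.00011, and adjusted p = 0.01 with an estimated correlation). Sox2 (-9.63), Spred1 (-7.99) and Dusp6 (-6.99) fell, while the SpT marker Tpbpa rose from 0.343 ± 0.549 to 1200 ± 349 CPM (log2 fold change 11.77, adjusted p = 2e-39, edgeR). Of 14 giant cell genes 13 rose (13 higher and 0 lower when adjusted over the list alone, camera adjusted p = 3.1e-07, and adjusted p = 0.0019 with an estimated correlation), of 9 SpT genes 8 (9 higher and 0 lower when adjusted over the list alone), and of 7 SynT-I genes 7 (7 higher and 0 lower when adjusted over the list alone). All 18 proliferation genes fell. In all 1385 genes rose and 1368 fell by day 2, 2359 and 2083 by day 4, and 2782 and 2519 by day 6.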

The PCA revealed a clear shift and differentiation delay of Erf-KO compared to WT (for instance d2-WT vs d4-Erf-KO) (Fig. 4g), similar to the PD treatment. 

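On PC1 of the withdrawal table (74.7% of the variance; PC2 11.7%), Erf-KO libraries lagged behind WT on days 2, 4 and 6. They stood at -24.3 ± 1.1 against -6 ± 2.6 in WT on day 2, at 3.6 ± 2.4 against 20.5 ± 1.1 on day 4 and at 24 ± 0.9 against 36.5 ± 1.7 on day 6 (SD, n = 3 Erf-KO and 6 WT; exact permutation test, two-sided p = 0.012 on each day, the smallest that this design allows). On day 0 the difference was -4.3 (exact p = 0.06, and 0.048 with log2 CPM). Replicate numbers pair the libraries on days 0 and 4, and permutation within numbers, chosen after seeing the data, gave exact p = 0.074 on day 0 and 0.037 on day 4, where 0.037 is the smallest possible. Genes called on day 2 included Cdx2 at 2.9, Apoe at 2.82 and Dab2 at 2.64, which were higher in Erf-KO. The receptor gene Epha4 at -5.21, Gjb2 at -4.73, the neural adhesion gene Ncam1 at -6.68 and Lonrf3 at -6.14 were lower (edgeR adjusted p = 2.1e-16 or less). Called genes numbered 6 higher and 29 lower on day 0, 234 and 669 on day 2, 297 and 744 on day 4, and 378 and 641 on day 6. The 35 of day 0 were 18 in a fit of only the 2 groups, 14 against the TSGFP-ErfV5 and 168 against the TSGFP libraries, and 22, 18 and 21 without Erf-KO replicate 1, 2 or 3. The 1041 of day 4 were 661 in a fit of only the 2 groups.

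On day 2 the interferon response was lower in Erf-KO, 4 of 9 genes (0 higher and 7 lower when adjusted over the list alone, camera adjusted p = 0.00032, and adjusted p = 0.078 with an estimated correlation), among them Stat1 (-1.9) and Rsad2 (-2.36). BMP and TGF-beta targets were higher, 3 of 7 with none lower (camera adjusted p = 0.0028, and adjusted p = 0.012 with an estimated correlation), such as Smad6 (2.5). From the position of Erf-KO libraries of a later day near WT libraries of an earlier day, the paper states a differentiation delay of Erf-KO.

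**Figure D4:**
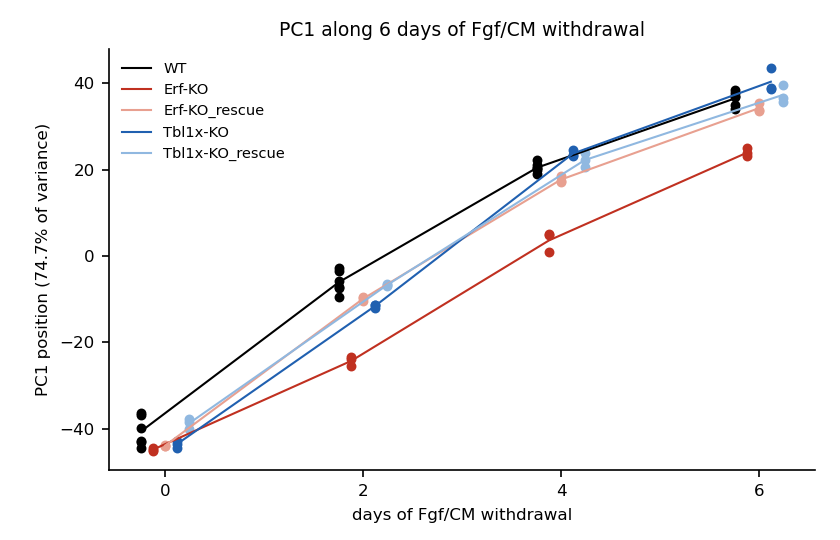
PC1 (74.7% of the variance) of 72 withdrawal libraries by day without Fgf2 and CM. Points are libraries, shifted sideways so that groups can be told apart, lines join group means, and Erf-KO on day 4 averages 3.6 where WT averages -6 on day 2 and 20.5 on day 4.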

Albeit delayed, the Erf-KO did not deviate from the differentiation path lined out by the WT cells (Fig. 4g). Importantly, such delays during embryonic development are often detrimental as evidenced by the lethal placental phenotype of Erf-KO mice^10^. Decomposition of our d0-d6 withdrawal dataset based on snRNA-seq data confirmed the preferential differentiation of WT cells toward SpT and TGCs. While Erf-KO cells seemed to exhibit an ~2-day differentiation delay, the trophoblast subtype fractions remained similar (Supplementary Fig. 4m). 

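Placed by PC1 on the line through the WT means of successive days, Erf-KO libraries of day 2 matched WT day 0.94 (range 0.87 to 0.99 over 3 libraries), those of day 4 matched day 2.73 (2.52 to 2.84) and those of day 6 matched day 4.43 (4.32 to 4.56). The interpolation assumes a straight line between sampled days and uses PC1 alone. On PC2, Erf-KO on day 2 lay at 12.85 to 13.98. WT there lay at -11.35 to -9.72 on day 0 and 13.12 to 17.74 on day 2, so PC2 places these libraries nearer day 2. The Erf rescue was placed at days 1.77, 3.79 and 5.72 (exact permutation test of PC1 against WT, two-sided p = 0.06, 0.012 and 0.083). Lineage markers that WT cells gained by day 6 were present in Erf-KO at lower levels. The placental lactogen gene Prl3b1 was at 46.2 ± 20.8 CPM on day 6 against 468 ± 129 in WT (log2 fold change -3.33, standard error 0.28, adjusted p = 6.6e-14, edgeR), Prl7d1 at -4.44 and Prl2c5 at -3.39. Proliferation genes stayed higher, 7 of 18 on day 6 with none lower (12 higher and 0 lower when adjusted over the list alone, camera adjusted p = 4.7e-09, and adjusted p = 0.022 with an estimated correlation), for example Mki67 (1.32). Cell type fractions were not estimated here.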

To gain a better understanding of these events, we used previously published lineage marker sets as a reference^26^. Hierarchical clustering revealed differential expression dynamics within marker sets. For instance, established TSC markers, like *Cdx2*, *Esrrb, Eomes*, and others identified by Han et al.^26^ showed a delayed differentiation response. 

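On day 2 of withdrawal Cdx2 was at 24.8 ± 6.49 CPM in Erf-KO and 3.39 ± 1.81 in WT (log2 fold change 2.9, standard error 0.38, adjusted p = 3.3e-08, edgeR). Eomes was at 23.1 ± 1.25 against 2.28 ± 1.44 (log2 fold change 3.32, standard error 0.43, adjusted p = 3.1e-08) and Esrrb at 5.73 ± 0.604 against 2.2 ± 0.979 (log2 fold change 1.35, standard error 0.37, adjusted p = 0.0063). Fgfr2 (1.64), Id2 (1.3), Hes1 (2.02), Wnt7b (1.61), the BMP inhibitor Smad6 (2.5) and Cited1 (1.54) were higher too. Elf5 was lower, at 6.41 ± 1.6 against 17.8 ± 5.84 CPM (log2 fold change -1.5, standard error 0.35, adjusted p = 0.0012). Esrrb was not called against the 3 TSGFP-ErfV5 libraries alone (0.94, adjusted p = 0.16). In the self-renewal list 6 were higher and 2 lower (8 higher and 3 lower when adjusted over the list alone, camera adjusted p = 0.0025, and adjusted p = 0.046 with an estimated correlation). No call remained on day 4 for Cdx2 (-0.13, adjusted p = 0.91) and Esrrb (-0.82, adjusted p = 0.52), while Eomes was at 1.34 (adjusted p = 0.079, and 0.028 with DESeq2) and Fgfr2 still higher at 2.03. On day 6 Cdx2 (-1.66, adjusted p = 0.03) and Esrrb (-2.9, adjusted p = 1.9e-05) were lower in Erf-KO than in WT, for Cdx2 not against the 3 TSGFP libraries alone (-0.75, adjusted p = 0.55).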

Transient markers, like *Gcm1*^27^ or *Cebpa*^28^ failed induction during early differentiation of Erf-KO cells as well as silencing at later phases (Fig. 4h), in line with a previous report^10^. 

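Gcm1 in WT was at 0.45 ± 0.274 CPM on day 0 and peaked on day 2 at 21.8 ± 11.3 (n = 6), when Erf-KO held 3.28 ± 0.634 (n = 3, log2 fold change -2.74, standard error 0.46, adjusted p = 6.2e-06, edgeR). It was at 4.92 ± 3.3 in Erf-KO and 6.15 ± 4.17 in WT on day 4 (adjusted p = 0.88), and at 1.08 ± 1.37 and 0.806 ± 0.758 on day 6 (log2 fold change 0.43, adjusted p = 0.83). Cebpa, a C/EBP factor required for the labyrinth together with Cebpb, was at 11.4 ± 2.81 in Erf-KO against 22.7 ± 7.19 in WT on day 2 (log2 fold change -1.02, standard error 0.27, adjusted p = 0.0045), and under the fold limit against the TSGFP libraries alone (-0.89). On day 6 the order was the opposite, 8.25 ± 1.32 against 3.53 ± 1.15 (log2 fold change 1.23, standard error 0.33, adjusted p = 0.0057). Among SynT-II genes on day 2 5 were lower and 1 higher of 8 (camera adjusted p = 0.013, and adjusted p = 0.078 with an estimated correlation). SynT-I genes gave 4 lower of 7 with none higher (0 higher and 6 lower when adjusted over the list alone, camera adjusted p = 1e-07, and adjusted p = 6.4e-05 with an estimated correlation), among them the growth factor gene Tgfa (-2.94) and the transferrin receptor gene Tfrc (-1.48). On day 4 they gave 5 lower and on day 6 3, with none higher.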

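Markers of the late trophoblast types were lower in Erf-KO on days 4 and 6 of withdrawal. Tpbpa, the marker of SpT, was at 0.236 ± 0.205 CPM in Erf-KO and 51 ± 6.46 in WT on day 4 (log2 fold change -7.25, standard error 0.59, adjusted p = 2e-15, edgeR), and at 57.5 ± 23.4 and 1200 ± 349 on day 6 (log2 fold change -4.38, standard error 0.28, adjusted p = 3.4e-20). The placental prolactins Prl2a1 (-5.28 on day 4 and -3.13 on day 6) and Prl6a1 (-4.47 on day 6) and the placental cathepsins Ctsj (-4 on day 4), Ctsr (-4.97 and -2.72) and Ctsq (-3.98 on day 6) were lower. Of 14 trophoblast giant cell (TGC) genes 8 were lower on day 4 (0 higher and 8 lower when adjusted over the list alone, camera adjusted p = 8.2e-08, and adjusted p = 0.0019 with an estimated correlation) and 10 on day 6 (0 higher and 11 lower when adjusted over the list alone, camera adjusted p = 1.4e-23, and adjusted p = 6.4e-08 with an estimated correlation), with none higher. SpT genes gave 4 lower of 9 on day 4 (camera adjusted p = 0.0029, and adjusted p = 0.034 with an estimated correlation) and 7 on day 6 (camera adjusted p = 2.4e-14, and adjusted p = 4.3e-07 with an estimated correlation), among them Psg18 (-5.51 and -2.78) and the VEGF receptor gene Flt1 (-2.28 on day 6). Genes that split reads with near-identical family members, such as these Prl, Cts and Psg genes, carry an uncertain level.

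Pcdh12, a protocadherin of glycogen cells, was at 9.18 ± 4.29 against 42.9 ± 20.6 CPM on day 4 (log2 fold change -2.31, standard error 0.51, adjusted p = 0.00055) and at 15.8 ± 3.39 against 55.1 ± 18.7 on day 6 (log2 fold change -1.81, standard error 0.43, adjusted p = 0.0013), the latter not called against the TSGFP libraries alone (-1.37, adjusted p = 0.055). Glycogen cell genes gave 4 lower of 6 on day 4 (camera adjusted p = 0.0058, and adjusted p = 0.14 with an estimated correlation) and 5 on day 6 (camera adjusted p = 2.1e-05, and adjusted p = 0.022 with an estimated correlation). Gjb3 had log2 fold changes of -0.49, 0.41 and 0.79 on days 2, 4 and 6 (adjusted p = 0.38, 0.44 and 0.089), and was called on day 6 only against the TSGFP libraries (1.25). Ascl2 had 0.15, 0.65 and -0.02 (adjusted p = 0.8, 0.14 and 0.99), and was not called on any day.

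**Figure D5:**
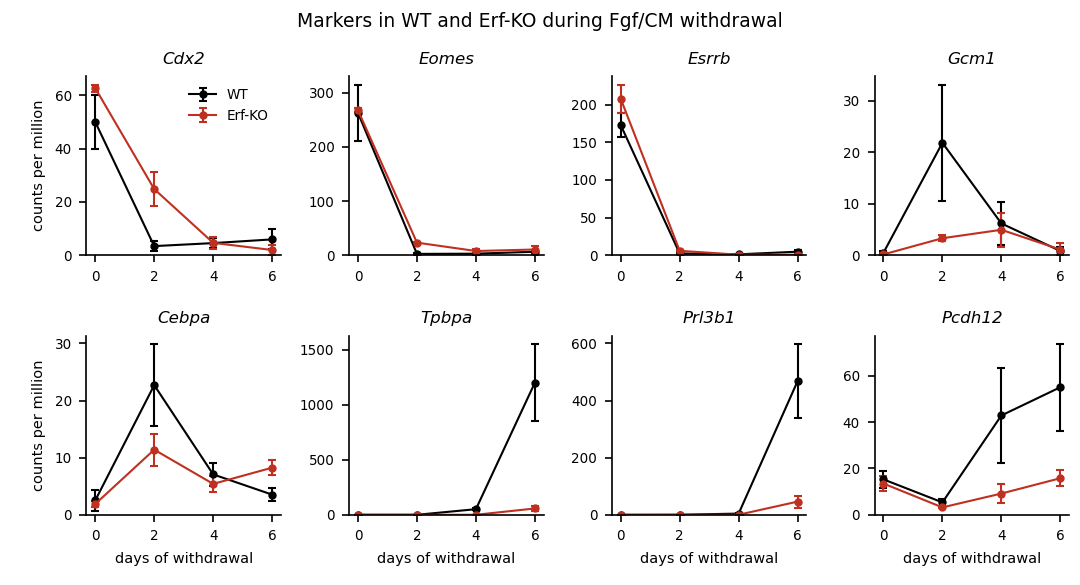
Mean CPM by day of withdrawal of 8 genes in WT (n = 6) and Erf-KO (n = 3), with error bars of 1 SD. On day 6 Tpbpa is at 1200 in WT and 57.5 in Erf-KO, and on day 2 Cdx2 is at 3.39 and 24.8.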

The three biggest gene groups, despite showing distinct kinetics (in WT cells) were also homogeneously delayed in Erf-KO and included markers for different types of TGCs (e.g. members of the *Prl* and *Cts* gene families), SpT (e.g. *Ascl2*, *Tpbpa*) and glycogen cells (e.g. *Pcdh12, Gjb3*) (Fig. 4h), indicating later manifestation of an early differentiation defect. Additionally, 37 of the 112 indicated markers were ETNN targets (Fig. 4h), confirming the importance of their proper and timely regulation for placental development.

To analyse the role of ETNN targets during differentiation in an unbiased manner, we identified the 3000 top variance genes of both the PD and Fgf/CM withdrawal regimes. Over one third, 1040 top variance genes were ETNN targets (Fig. 4i and Supplementary Fig. 4n). Hierarchical clustering segregated the 3000 genes into 4 clusters that reliably reflect the regulation of the subjected genes (Fig. 4i, Supplementary Fig. 4n, and Supplementary Data 4). 

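Hierarchical clustering with Z-scores and 4 clusters used the 3000 genes of highest variance over the WT withdrawal libraries, while the paper chose its 3000 over withdrawal and PD, and the clusters were named by their course in WT. Early falling genes (841) included Cdx2, Eomes, Esrrb, Elf5, Sox2, Sox21, Fgfr2, Bmp4, Hes1, Id2, Rbpj, Ctbp2, Etv5 and Wnt7b. Late falling genes (385) included the survivin gene Birc5, Gpc1 and Tbx3. Early rising genes (978) included Gcm1, Cebpa, Cdkn1c, Gata2, Ascl2, Gjb2, Gjb3 and Plac1. Late rising genes (796) included Tpbpa, Pcdh12, Flt1, Hopx and Plet1, and members of the Prl and Cts families.

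The clusters also differed in PD-treated Erf-KO against WT. Of 825 early falling genes tested there 287 were higher and 29 lower, and of 868 early rising genes 6 were higher and 360 lower. Late falling genes gave 51 higher and 17 lower of 383, and late rising genes 72 and 126 of 531. In Tbl1x-KO in PD the early falling genes gave 128 higher and 33 lower and the early rising genes 19 and 143. Its late falling genes gave 19 and 13, and its late rising genes 61 and 40, unlike the balance in Erf-KO.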

The upregulated gene clusters 2 and 3, enriched for the GO terms female pregnancy and positive regulation of lactation (Fig. 4i, j). Cluster 4 was transiently downregulated before expression increased during later stages of differentiation and enriched for placenta development. Cluster 1 included fast responders to attenuation of Fgf signalling, among them major regulators of TSC self-renewal (*Cdx2*, *Esrrb*, *Tead4*, and *Elf5*). Separation of clustered genes into ETNN targets and non-ETNN targets, showed a significantly greater Erf-KO-dependent deregulation among the ETNN targets in the cluster 1 (d2 and PD) and cluster 4 (PD) (Fig. 4i, k). These clusters were rapidly downregulated in WT and displayed delayed downregulation in Erf-KO cells (i.e. upregulated in Erf-KO vs WT) (Fig. 4i, k and Supplementary Fig. 4n; note the higher positive log2 fold change Erf-KO/WT in ETNN targets). This indicates that the “drivers” of the Erf-KO phenotype (i.e. self-renewal genes) reside among the ETNN targets of these early regulated clusters. 

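In WT the mean Z-score of early falling genes was already low on day 2, while Erf-KO lay 0.37 above it (0.21 against -0.16; exact permutation test, two-sided p = 0.024, n = 3 and 6). Late falling genes lay above WT by 0.17 on day 2, 0.46 on day 4 and 0.51 on day 6, and the last had an exact p = 0.012, the smallest possible. Early rising genes lay below WT by -0.78 on day 2 and -0.44 on day 4 (exact p = 0.012 each) and by -0.16 on day 6 (p = 0.036). With the 3000 genes taken by mean rank of variance over withdrawal and PD libraries, the day 4 difference was -0.17. That of day 6 was then 0.23, the opposite direction (exact p = 0.048). Late rising genes lay below by -0.76 on day 4 and -0.81 on day 6 (exact p = 0.012 each). Genes and clusters were chosen and scaled on these same WT libraries. That choice alone can place other libraries behind WT, and the p-values do not account for it. The Erf rescue also lay below WT in late rising genes on day 6.

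Gene by gene on day 2, 118 of the early falling genes were higher in Erf-KO and 15 lower, and 3 of the early rising genes were higher and 359 lower. The early falling set held Cdx2 (2.9) and Wnt7b (1.61), and the early rising set Plac1 (-2.94). Tbl1x-KO lay below WT in early rising genes on day 2 (-0.37, exact p = 0.012), in clusters chosen on the same WT libraries. A split of each cluster by binding of the complex was not analysed here.

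**Figure D6:**
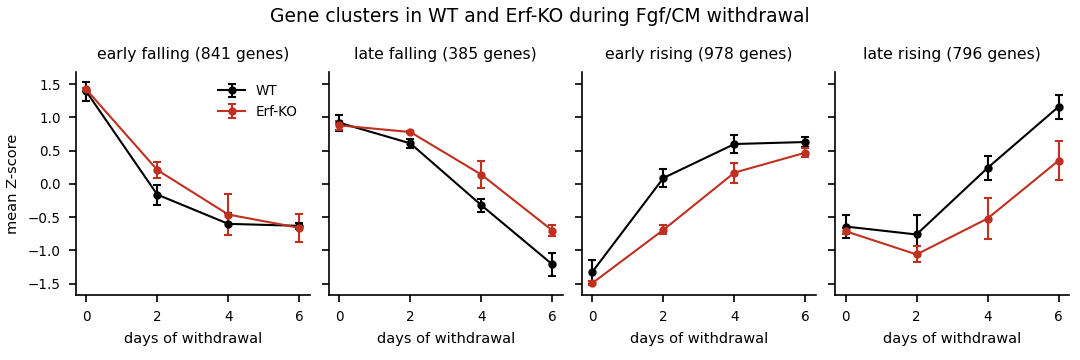
Mean Z-score by day of withdrawal of the 4 clusters in WT (n = 6) and Erf-KO (n = 3), with error bars of 1 SD over libraries. Early rising genes of Erf-KO differ from WT by -0.78 on day 2 and -0.44 on day 4.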

Consistent with this, in cluster 2 (d2, d4, d6, and PD) and cluster 3 (d2) (i.e. differentiation genes) that were upregulated in WT and whose activation was delayed in Erf-KO, the non-ETNN targets were significantly more responsive (Fig. 4i, k and Supplementary Fig. 4n, o; note lower negative log2 fold change Erf-KO/WT in non-ETNN targets). We concluded that Erf preferentially impacts the fast-responding “first wave” of genes silenced during early TSC differentiation, and indirectly affects gene expression patterns at later stages, in line with in vivo observations^10^. Additionally, our findings demonstrate the importance of ETNN targets for trophoblast specification and as “drivers” of Erf-mediated differentiation. Overall, we showed that Erf not only recruits the NCoR1/2 complex to its target regions but also cooperatively controls a shared set of key trophoblast regulators.

### Erf/NCoR1/2 controls H3K27ac during trophoblast differentiation

Stem cells undergo extensive chromatin changes during differentiation. To investigate the role of Erf/NCoR1/2 in rewiring chromatin during trophoblast differentiation, we performed H3K4me3 and H3K27ac ChIP-seq in WT, Erf-KO, and Erf-KO_rescue TSCs cultured in SR and PD. We used all IDR filtered regions (see Methods) found to be modified by H3K4me3 and H3K27ac, respectively, as a reference for each differential binding analysis. We found that during WT differentiation, of 34302 H3K27ac consensus peaks 17101 were differentially regulated, while of 22135 H3K4me3 consensus peaks only 3002 (Supplementary Fig.  5a, b). These observations indicate that gene regulation at the exit from multipotency relies on highly dynamic H3K27ac, whereas H3K4me3 levels remain more stable. This is in line with previous reports that H3K27ac triggers H3K4me3 but not vice versa^29^. The overall stronger loss than gain of the two active marks during WT differentiation (H3K27ac: 9563 loss versus 7538 gain; H3K4me3: 2268 loss versus 734 gain regions), may indicate a requirement to first shut down the multipotency programme before turning on differentiation (Supplementary Fig. 5a, b). Accordingly, in differentiating Erf-KO cells we identified a strong bias towards regions with increased H3K27ac and H3K4me3 compared to WT cells (Fig. 5a, b), supporting a mostly repressive role of Erf during the exit from TSC self-renewal. These changes in histone modifications were reversed to a large extent in the Erf-KO_rescue line, confirming causality (Supplementary Fig. 5c–e). Regions that displayed increased levels of H3K27ac in differentiated Erf-KO cells exhibited increased Erf binding in WT (Supplementary Fig. 5e, f), suggesting they are the preferential Erf targets. Comparison of the changes in histone modifications and gene expression in differentiating Erf-KO cells showed a better correlation of H3K27ac changes with gene expression compared to H3K4me3 (Fig. 5c, d), despite being significant for both histone modifications. When focussing on the ETNN bound regions with histone modification changes in Erf-KO, we found that in addition to the higher number of regulatory regions bound by ETNN, H3K27ac in the promoter and particularly in the regulatory regions showed higher correlation with gene expression changes compared to H3K4me3 (Fig. 5e–h). Our observations indicate that Erf/NCoR1/2 preferentially controls gene expression via regulation of H3K27ac. These findings were further corroborated by overlapping deregulated ETNN target genes with H3K27ac and H3K4me3 changes (Fig. 5i,j). Specifically, upregulation of ETNN target genes was accompanied by H3K27ac gain in Erf-KO cells (Fig. 5i). Overall, our results demonstrated H3K27ac-dependent regulation of Erf/NCor1/2 target genes at the exit from TSC multipotency.

**Fig. 5:**
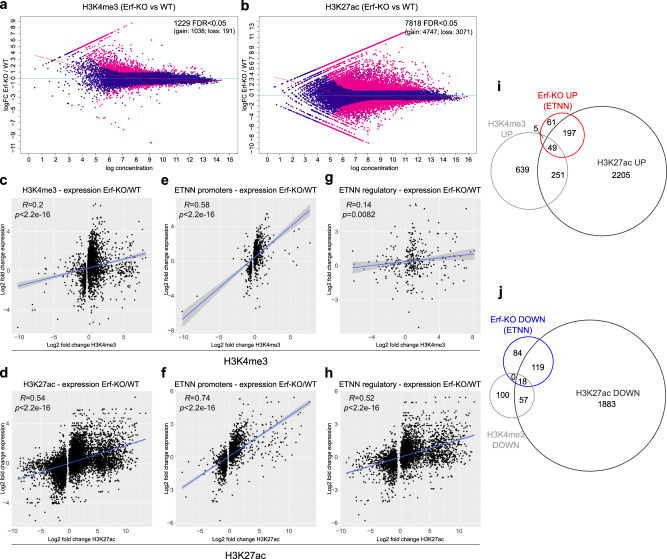
Erf depletion affects H3K27ac on target genes during differentiation. **a** MA-plot showing differentially trimethylated H3K4 on ETNN regions in differentiated Erf-KO TSCs (*n* = 2 biological replicates) compared to WT TSCs. Significant regions are indicated in pink (cut-off: |log2FC | >1, *p* adj < 0.05, Wald-test with Benjamini–Hochberg correction). **b** MA-plot showing differentially acetylated H3K27 on ETNN regions in differentiated Erf-KO TSCs (*n* = 2 biological replicates) compared to WT TSCs. Significant regions are indicated in pink (cut-off: |log2FC | >1, p adj < 0.05, Wald-test with Benjamini–Hochberg correction). **c**, **d** Correlation of differential gene expression and significant changes of H3K4me3 (**c**) and H3K27ac (**d**) in differentiated Erf-KO versus WT cells. Error bars indicate the 95% confidence limit of the linear regression model. Spearman correlation coefficient and *p*-value are indicated. **e**, **f** Correlation of differential gene expression and significant changes of H3K4me3 (**e**) and H3K27ac (**f**) on ETNN-bound promoter regions in differentiated Erf-KO versus WT cells. Error bars indicate the 95% confidence limit of the linear regression model. Spearman correlation coefficient and *p*-value are indicated. **g**, **h** Correlation of differential gene expression and significant changes of H3K4me3 (**g**) and H3K27ac (**h**) on ETNN-bound regulatory regions in differentiated Erf-KO versus WT cells. Error bars indicate the 95% confidence limit of the linear regression model. Spearman correlation coefficient and *p*-value are indicated. **i** Intersection of ETNN targets that are upregulated in Erf-KO with the respective significant changes in H3K4me3 and H3K27ac. **j** Intersection of ETNN targets that are downregulated in Erf-KO with the respective significant changes in H3K4me3 and H3K27ac.

### Erf/NCoR1/2 regulates key enhancers during TSC differentiation

Since Erf/NCoR1/2 exerts its repressive function by controlling H3K27ac, a modification commonly associated with enhancers, we sought to identify ETNN-dependent enhancers in TSCs. First, we ranked the H3K27ac regions found in SR and PD (ALL_enhancers) and categorised them into super-enhancers (SE) and regular enhancers (RE; RE = ALL_enhancers—SE) (Fig. 6a and Supplementary Fig. 6a, b) according to the ROSE algorithm. Next, the enhancer-associated genes (based on proximity mapping by ROSE) were intersected with genes misregulated in differentiating Erf-KO compared to WT. We found more RE- than SE-genes deregulated in differentiating Erf-KO cells, as expected from the sheer number of genes associated with RE (Fig. 6a). 

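By the paper's lists of genes at super-enhancers (SEs, 939 genes) and regular enhancers (REs, 1713 genes) bound by Erf, Tbl1x and NCoR1/2, 840 SE and 1342 RE genes were among those tested. In PD-treated Erf-KO cells 228 SE genes (27.1%) were called, 145 higher and 83 lower, and 301 RE genes (22.4%), 148 higher and 153 lower. Of 9688 other genes 1332 (13.7%) were called. The odds ratio of SE against RE genes was 1.29 (95% confidence interval 1.05 to 1.58; Fisher's exact test, two-sided p = 0.014). In Tbl1x-KO the share was 15% for SE and 10.1% for RE genes (odds ratio 1.56, interval 1.2 to 2.05, exact p = 0.00088). On day 2 of withdrawal it was 9% and 10.4% in Erf-KO (odds ratio 0.85, interval 0.62 to 1.14, exact p = 0.27). Fisher's test takes genes as independent, which co-regulated genes are not.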

Strikingly, restriction to ETNN-bound enhancers clearly shifted the ratio of regulated genes towards the SE-associated genes (Fig. 6b, and Supplementary Data 5 and 6). To determine the functional roles of the misregulated genes associated with ETNN-bound SEs (ETNN/SE) and ETNN-bound REs (ETNN/RE) (Supplementary Data 6), we measured enrichment of functional terms in these groups (Fig. 6c). Erf-dependent ETNN/SE-associated genes significantly enriched for DNA binding transcription activator activity (GO:MF), for pathways regulating pluripotency (KEGG and WP) and for the ID pathway (WP) (Fig. 6c). This group included the master regulators of TSC identity: *Esrrb*, *Cdx2*, *Hopx*, *Elf5*, and *Tead4*. 

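The 5 genes were higher in each Erf-KO clone taken alone against all WT libraries in PD. Log2 fold changes were 4.97 in clone 2 and 4.8 in clone 29 for Esrrb, 4.77 in clone 2 and 5.13 in clone 29 for Cdx2, 2.79 in clone 2 and 2.83 in clone 29 for Elf5 and 1.86 in clone 2 and 1.93 in clone 29 for Tead4 (edgeR, adjusted p = 3.6e-07 and 9.1e-07 for Elf5). Hopx gave 2.91 in clone 2 and 3.16 in clone 29 (adjusted p = 0.00055 and 0.00017), at a level of 8.53 ± 3.03 CPM in Erf-KO.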

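Rbpj (ENSMUSG00000039191, GRCm38 chromosome 5 from 53466152 to 53657362), the DNA-binding factor of Notch signalling, was at 112 ± 8.1 CPM in PD-treated Erf-KO cells against 41 ± 12.1 in WT (log2 fold change 1.44, standard error 0.14, adjusted p = 5.9e-11, edgeR). The corepressor gene Ctbp2 (ENSMUSG00000030970, chromosome 7 from 132987563 to 133124354) was at 28.6 ± 2.58 against 4.08 ± 1.05 (log2 fold change 2.79, standard error 0.23, adjusted p = 1.1e-12). The Wnt effector Tcf7l1 was at 310 ± 40.9 against 511 ± 34.2 (log2 fold change -0.72, adjusted p = 1.7e-07, under the fold limit), and the ETS factor Etv5 at 1.84 ± 1.34 against 1.63 ± 0.901 (adjusted p = 0.91). Of the 5 exit genes that the paper names, 3 were higher, 0 lower and 2 not called (3 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.059), a list that the study chose on these libraries and that is no independent evidence of its direction. In Tbl1x-KO Rbpj was not called (log2 fold change -0.2, adjusted p = 0.36).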

Interestingly, we also found several key regulators of the exit from naïve pluripotency in mouse embryonic stem cells (ESCs), including *Rbpj*, *Fgfr2*, and *Ctbp2* that are controlled by SEs in TSCs and upregulated in differentiating Erf-KO TSCs^30^, raising the possibility of reciprocal regulation of ESC and TSC self-renewal and differentiation.

**Fig. 6:**
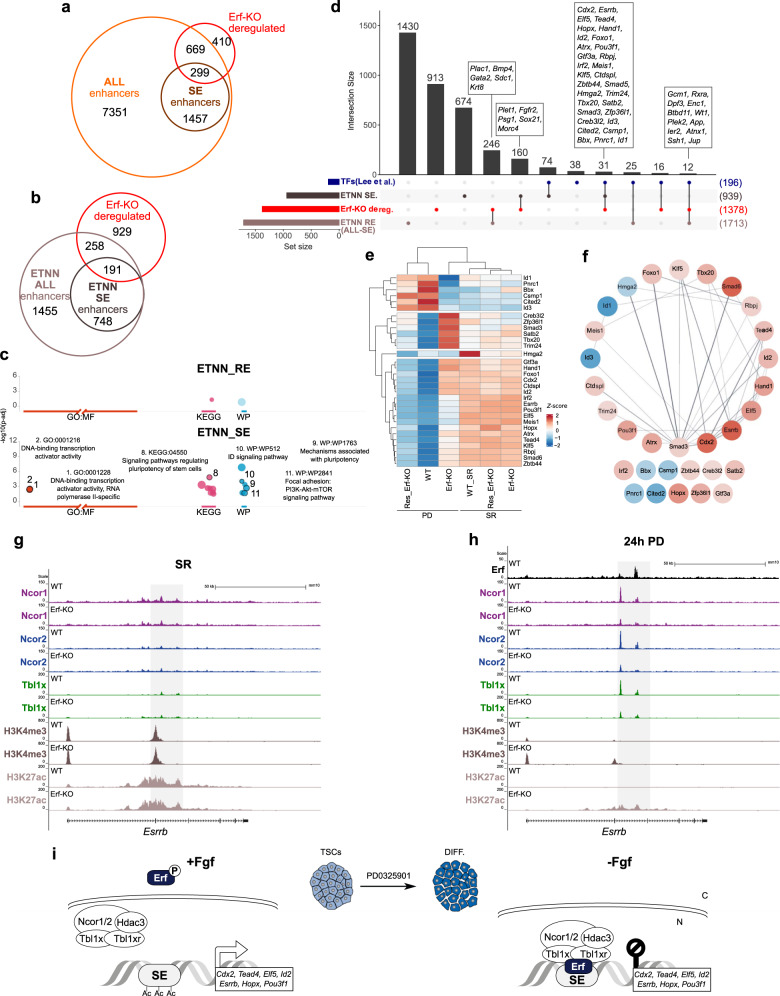
Erf/NCoR1/2 regulates key super enhancers during TSC differentiation. **a** Overlap of genes associated with enhancers (ALL_enhancers) including super enhancers (SEs) found in self-renewing and differentiating WT TSCs with genes that are deregulated in differentiating Erf-KO cells. **b** Overlap of genes associated with ETNN bound enhancers (ETNN_ALL_enhancers) including SEs (ETNN_SEs) found in self-renewing and differentiating WT TSCs with genes that are deregulated in differentiating Erf-KO cells. **c** Overrepresentation analysis of genes deregulated in differentiating Erf-KO and associated with ETNN_REs (top) and ETNN_SEs (bottom). Enrichment of GOMF, KEGG and WP database terms was measured by gProfiler2. Multiple testing was done with the internal gSCS algorithm. Only significant terms (padj ≤ 0.05) are shown. **d** Upset plot depicting intersections between genes associated with the ETNN_REs, genes associated with the ETNN_SEs, genes deregulated in differentiating Erf-KO and genes of TFs identified by Lee et al.^31^. **e** Heatmap of Z-score based on mean variance stabilised counts (*n* = 4) of the 31 ETNN_SE-associated TFs shared between this study and Lee et al.^31^ during differentiation induced by PD treatment. **f** Minimal Erf/Ncor1/2-targeted trophoblast TF network as determined by protein-protein interactions found in the STRING database. Colour scale indicates mean LFC of expression in PD treated differentiating Erf-KO compared to differentiating WT TSCs (blue, downregulated; red, upregulated, *n* = 4). **g**, **h** Genome browser tracks of Erf, Ncor1, Ncor2, Tbl1x, H3K4me3, and H3K27ac signal at the ETNN_SE-associated *Esrrb* locus in WT and Erf-KO cells in (**g**) self-renewing (SR) and (**h**) differentiating (PD) TSCs. **i** Model of Erf/NCor1/2 function in differentiating TSCs. In self-renewing TSCs, Fgf signalling leads to phosphorylation of Erf and its cytoplasmic location and expression of TSC SR marker genes. Upon abrogation of Fgf signalling, the unphosphorylated nuclear Erf recruits the NCoR1/2 complex to super enhancers (SEs) of TSC genes causing their transcriptional silencing and TSC differentiation. N:nucleus, C:cytoplasm.

A recent study by Lee et al. identified and partially verified a group of 196 SE-associated TFs involved in driving trophoblast stem cell identity and differentiation^31^. Since SEs represent agglomerations of “transcription factor hubs” driving master regulators of cell identity^32–34^, we used this set to filter and independently validate the Erf/NCoR1/2-dependent regulators. We intersected ETNN/SE- and ETNN/RE-associated genes with the TFs identified by Lee et al.^31^ (Lee_TFs), and with genes that were deregulated in differentiating Erf-KO cells. We found that 74 of the Lee_TFs were associated with ETNN/SEs but not responding to Erf depletion above the cut-off, indicating that they are not strictly Erf-dependent and might be regulated only in conjunction with other factors (Fig. 6d). We found an additional 160 ETNN/SE-associated genes (e.g. *Frfr2*, *Psg1*, *Plet1*, and *Sox21*) that were not included in the Lee_TFs, but misregulated in differentiating Erf-KO cells (Fig. 6d). 

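Plet1 (ENSMUSG00000032068, GRCm38 chromosome 9 from 50494525 to 50505482), a surface protein of trophoblast progenitors, was at 120 ± 17.7 CPM in PD-treated Erf-KO cells and 11.1 ± 8.55 in WT (log2 fold change 3.51, standard error 0.23, adjusted p = 3.5e-15, edgeR). In Tbl1x-KO it was at 67.2 ± 9.41 (log2 fold change 2.66, adjusted p = 6.8e-11), and WT in SR held 621 ± 84.6. The homeobox gene Satb2 was higher by 1.99 in Erf-KO and 1.26 in Tbl1x-KO. Psg1 was not analysed here.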

Strikingly, the group of 31 genes that were directly bound and regulated by ETNN/SE and overlapped with the Lee_TF contained the crucial regulators of TSC identity, including *Esrrb*, *Cdx2, Tead4*, and *Elf5* (Fig. 6d). These findings indicate that several SEs in TSCs can be destabilised by the activity of a single repressor. Of note, the intersection of Erf-KO deregulated genes with the Lee_TF and the 1718 ETNN-bound REs yielded only 12 additional regulators (Fig. 6d), indicating higher relevance of ETNN/SEs. The 31 key genes formed four clusters based on gene expression in differentiating Erf-KO compared to WT cells (Fig. 6e). While cluster 1 contained genes that were not properly upregulated during differentiation (downregulated in Erf-KO vs WT), cluster 2 included genes specifically upregulated in differentiating Erf-KO cells. Cluster 3 harboured genes that were not correctly silenced upon differentiation and included the crucial TSC self-renewal factors: *Cdx2*, *Esrrb, Tead4*, and *Elf5* (Fig. 6e). 

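In WT, Cdx2 went from 71.3 ± 15.2 CPM in SR to 3.35 ± 1.58 in PD, and Erf-KO in PD held 104 ± 15.8, at or above the level of WT in SR. Esrrb went from 264 ± 26.1 to 1.41 ± 0.96, and Erf-KO in PD held 43.9 ± 4.79, between these. Tead4 went from 134 ± 6.71 to 22.6 ± 3.62, against 84.7 ± 10.1 in Erf-KO. Elf5 went from 169 ± 25.1 to 4.01 ± 4, against 26.6 ± 4.81 (SD, n = 4 each). The WT response was a log2 fold change of -2.57 for Tead4 and -5.5 for Elf5 (edgeR adjusted p = 1.6e-19 and 9.8e-20). Erf-KO cells in SR differed from WT in SR by 0.56 for Cdx2 and -0.44 for Elf5, both under the fold limit.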

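The paper's lists of genes at bound enhancers that depend on Erf, chosen on the PD libraries, were read in the withdrawal table. On day 2 the 258 measured genes of the upregulated list had a median log2 fold change of 0.63 between Erf-KO and WT, with 219 higher and 38 lower. The 181 of the downregulated list had a median of -0.83, with 25 higher and 156 lower. On day 4 the medians were 0.29 and -0.3. Among single transcription factors, Tead4 had a log2 fold change of 0.33 on day 2 (adjusted p = 0.13, edgeR), Rbpj 0.79 (adjusted p = 1.3e-06, under the fold limit) and Sox21 1.04 (adjusted p = 0.14). None was called, though Sox21 was against the TSGFP-ErfV5 libraries alone (2.58). Sox2 had 1.66 (adjusted p = 0.11). Called factors on day 2 were the labyrinth factor Dlx3 (-1.85), the orphan receptor gene Nr6a1 (-1.71) and Cited2 (-1.54), which were lower. The 31 factors as a set were not tested, since they are named only in a figure.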

The 31 TF genes were also consistently misregulated in Erf-KO cells upon Fgf/CM withdrawal (Supplementary Fig. 6c), underscoring their general relevance in trophoblast differentiation. A STRING query of these TFs identified an ETNN/SE driven gene regulatory subnetwork (GRN) at the exit from TSC multipotency (Fig. 6f). Whereas vital trophoblast functions for many of these TFs have been demonstrated in vivo and in vitro^7,35–43^, others await functional testing. Taken together, we demonstrated a central role of the Fgf/Erf/NCoR1/2 axis in decommissioning of TSC SEs at genes encoding transcriptional regulators, like *Esrrb* and *Cdx2*, and a potential but less prominent role in establishment of gene expression by targeting SEs that are activated during differentiation.

In summary, our findings support a model, where Fgf signalling sustains the TSC state by phosphorylation and cytoplasmic retention of Erf. As exemplified by the *Esrrb* locus, in SR conditions, NCoR1/2 does not bind the SE marked by both H3K27ac and H3K4me3 (Fig. 6g, see also Supplementary Fig. 6d, e). Upon inhibition of the Fgf pathway (PD), unphosphorylated nuclear Erf recruits the co-repressor complex NCoR1/2 to the SE in WT but not Erf-KO cells (Fig. 6h, see also Supplementary Fig. 6d, e). H3K27ac is lost during this transition as the SE is decommissioned, resulting in transcriptional silencing in WT but not Erf-KO cells (Fig. 6g, h). Thus, we illuminated the molecular events controlling the exit from multipotency and discovered how the Fgf/Erf/NCoR1/2 axis bridges signalling and transcription in early trophoblast cell fate decisions (Fig. 6i).

## Discussion

Determination of cell fate decisions is controlled by signalling-mediated transcriptional activation and repression; however, the molecular mechanisms of how signalling inputs are translated to transcriptional outputs remain understudied. In particular, signalling-controlled transcriptional repression is less understood, despite its critical role in exiting self-renewal and restricting lineage options in differentiating multipotent progenitors. To gain a better understanding of how Fgf/Erk signalling governs TSC identity and lineage choice, we followed the global phosphoproteomic events downstream of Mek. Using this approach, we anticipated to identify both transcriptional activators and repressors regulated by Fgf/Mek/Erk phosphorylation. While several transcriptional activators were indeed present in our dataset, including Etv4 and Etv5, their genetic ablation in mouse embryos does not display a placental phenotype^44,45^. In contrast, Erf featured as a Fgf/Mek/Erk phosphorylation target with a known repressor function and a strong placental phenotype^8,10^. These findings suggest that murine trophoblast cell identity is, at least partially, determined by an Fgf-controlled repressive mechanism. Another prominent pathway controlling transcriptional repression, is canonical WNT signalling, where in the absence of β-Catenin, the Tcf3/Tcf7l1 transcriptional repressor forms complexes with Groucho/Tle co-repressors to regulate multipotency and cell identity in diverse contexts^46,47^. Tcf7l1 represses the key naive TFs *Esrrb*, *Tfcp2l1*, *Nanog*, and *Klf5* and has recently been implicated, together with another transcriptional repressor Rbpj (a Notch pathway effector) in reconfiguring the gene regulatory network in naïve ESCs to enable their transition to the formative state and subsequent lineage commitment^48^. Interestingly all three factors (*Tcf7l1*, *Rbpj*, and *Etv5*) are regulated by SEs in TSCs. Despite all three SEs being bound by Erf/NCoR1/2, only the *Rbpj* SE is downregulated during WT differentiation and deregulated in Erf-KO TSCs in line with the combinatorial nature of SEs and cooperation of signalling pathways to drive cell fate decisions^33,49,50^. This suggests that repression plays a similar role in ESC and TSC differentiation and extends even to conversely functioning signalling targeting the same factors. Since ESCs and TSCs require reciprocal signalling cues for their self-renewal, we would speculate that certain factors exert opposite functions during their differentiation. Indeed, in TSCs with differentiation delay caused by *Erf* deletion, we found many factors upregulated, whose depletion causes a delay of ESC exit from naive pluripotency^30^. This is in line with findings in ESCs that Erf depletion rescues an exit from pluripotency phenotype caused by the MAPK pathway disruption^51^. However, our data indicate the possibility of additional direct regulation of exit from pluripotency factors by Erf complementing the recently reported Dnmt3b regulation^52^.

While transcriptional repressors usually cooperate with chromatin remodelling, modifying, and co-repressor complexes to exert transcriptional silencing, no Erf interactors have been identified previously. Here, we showed that upon attenuation of the Fgf/Erk signalling, Erf interacts with components of the co-repressor complex NCoR1/2 (Ncor1, Ncor2, Tbl1x, Tbl1xr, Hdac3, Gps2). The NCoR1/2 co-repressor complex interacts with and is recruited by TFs (e.g. NFkb1, ETV6, BCL-6, c-Jun, Foxp1) and ligand-dependent nuclear receptors (e.g. thyroid hormone and retinoic acid receptors) in a sequence-specific manner to transcriptionally silence target genes^53,54^. Although the Erf/NCoR1/2 interaction has not been reported before, other Ets factors, including ETS1, ETS2 and ETV6 are known NCoR1/2 interactors in other contexts^55,56^. Additionally, upon reanalysis of published ChIP-seq datasets together with our data, we found several factors that show a correlative binding pattern with NCoR1/2 (Supplementary Fig. 7a). These factors, including Sox2 and Elf5, are potential NCoR1/2 collaborators in self-renewal and could be replaced by Erf, providing a molecular switch during the TSC exit from multipotency. NCoR1/2 was not found to interact with neither Elf5^43^ nor Sox2 in SR TSCs (Supplementary Fig. 7b); however, the lack of a direct interaction does not exclude cooperative regulation of target genes. On the other hand, protein interactions do not necessarily imply recruitment and cooperation at target genes. Integration of the genomic binding patterns of Erf/NCoR1/2 subunits and transcriptomics data of Erf-KO cells demonstrated Erf-dependent recruitment of NCoR1/2 and regulation of its targets.

Genetic ablation of *Erf* results in a differentiation block of chorionic trophoblast, lack of chorioallantoic fusion and embryonic lethality at E10.5. Mouse TSCs derived from these KO embryos show a differentiation defect and a delay in specification^10^. Consistently, our Erf-KO and Erf-KD lines exhibited persistent expression of self-renewal markers and failed to induce the differentiation marker *Gcm1* upon a 24 h PD treatment. Similarly, withdrawal of Fgf and CM for 6 days also resulted in an Erf-KO differentiation delay, affecting later lineage-specific (e.g., TGCs and SpT) markers. This suggests that delaying the exit from multipotency as a very early event of trophoblast development leads to severe defects in subsequent lineage progression in vitro and embryo development in vivo. Strikingly, deletion of the NCoR1/2 component *Tbl1x* resulted in a highly similar phenotype, corroborated by a massive overlap of misregulated genes between Erf-KO/-KD and Tbl1x-KO/-KD, including key trophoblast TFs driven by Fgf signalling^7^ and *Gcm1*. Importantly, a high proportion of these misregulated genes were bound by both Erf and NCoR1/2 components, confirming their direct regulation.

NCoR1/2 has been implicated in transcriptional regulation of cell fate decisions in diverse cellular contexts, including ESC differentiation, haematopoiesis, adipogenesis but also in lungs and muscles^57,58^. During murine embryonic development Ncor1 and Ncor2 are critical for development of the CNS, maintenance and differentiation of neural stem cells^59–62^, haematopoiesis and heart development, and ablation of these genes results in embryonic lethality at E14.5 and E16.6, respectively^59,60^. Importantly, flawed NCoR1/2 activity has been linked to various diseases, including several types of leukaemia and other cancers^63^. Thus, our reported control of trophoblast cell fates by the Erf-driven recruitment of NCoR1/2 to target genes and their silencing is consistent with the function of NCoR1/2 as a transcriptional regulator of cell identity. In a broader context, several other co-repressor and chromatin remodelling complexes, including NuRD, Sin3a, and SWI/SNF, have been demonstrated to govern self-renewal and differentiation^64–66^.

While NCoR1/2 predominantly exerts transcriptional silencing, it has also been involved in transcriptional activation^24,57^. Indeed, our analysis revealed a subset of Erf/NCoR1/2 target genes that were down-regulated in Erf-KO and Tbl1x-KO, suggesting that Erf/NCoR1/2 may drive their activation during TSC differentiation. Among them was the SynT-II master regulator *Gcm1* that requires Wnt/β-Catenin signalling for its activation. Interestingly, the activator roles of NCoR1/2 components Tbl1x/Tbl1xr1 have been linked to Wnt signalling, and they have been shown to interact with β-Catenin and activate transcription^23,67^. Importantly, Wnt7b-KO, Rspo3-KO (ligands of the Wnt pathway), Gcm1-KO, and Erf-KO mice exhibit highly similar placental phenotypes resulting in embryonic lethality by E10.5^10,68–70^ and Erf-KO and Tbl1x-KO showed similar TSC differentiation defects. Taken these findings together, it is tempting to speculate that the Erf/NCoR1/2 could act as a molecular effector of Fgf/Wnt signalling that drives chorioallantoic fusion during placental development. Specifically, upon abrogation of Fgf signalling, nuclear Erf would recruit the NCoR1/2 complex to the *Gcm1* promoter. Next, upon activation of the Wnt pathway, Tbl1x/Tbl1xr would cooperate with β-Catenin to drive *Gcm1* transcription. Consistent with this model, in vitro SynT-II differentiation requires activation of Wnt signalling in the absence of Fgf^15^. However, additional experiments are required to test this hypothesis.

Since we postulate that Erf together with the NCoR1/2 complex cooperatively regulates trophoblast development, and since Erf-KO impairs it, it would be expected that ablation of NCoR1/2 would also result in trophoblast defects. The lack of a reported placental phenotype in single Ncor1- and Ncor2-KO may result from compensatory mechanisms due to their high similarity. The Ncor1/Ncor2-dKO and the Hdac3-KO embryos are lethal before the placenta is formed, while the Tbl1xr1-KO and Tbl1x-KO mice have not been analysed. Thus, the role of NCoR1/2 in trophoblast development in vivo remains to be fully determined. Importantly, here we showed that genetic ablation of Tbl1x in TSCs resulted in differentiation defect and the phenotype was highly similar to the Erf-KO, supporting the functional Erf/NCoR1/2 link. It will be interesting to test whether the Erf/NCoR1/2 interaction operates in developmental contexts other than trophoblast. Observations that ablation of Ncor1 or Erf in the embryo proper resulted in a shared phenotype involving impaired haematopoiesis, severe anaemia and lethality around E14.5^59,71^, indicate that the Erf/NCoR1/2 axis may play a more general role.

Similar to other stem cell systems^33,34,72,73^, TSCs harbour SEs associated with TFs vital for development^31^. How and if such trophoblast SEs are regulated by signalling pathways remained elusive. We observed global H3K27ac redistribution upon TSC exit from self-renewal, prompting us to determine REs and SEs based on H3K27ac. The SE-associated genes were enriched in TFs, among them the key regulators of TSC self-renewal including *Elf5*, *Tead4*, *Cdx2*, *Esrrb*, *Tfap2c*, and *Tead1*. Importantly, a high proportion of these SEs was targeted by the Erf/NCoR1/2 complex in differentiating TSCs and associated with genes misregulated in the Erf-KO. This is in line with the recent finding that NCoR1/2 antagonises enhancer activation by modulating/removing H3K27ac in macrophages and during adipogenesis^12,74^ and could be translated in a role of Erf/NCoR1/2 in actively shutting down a TF subset of the TSC GRN. In TSCs, Erf-mediated recruitment of NCoR1/2 seems to be a crucial step to initiate enhancer decommissioning. Many ETNN/SE-associated genes were not misregulated upon Erf depletion, owing to their combinatorial nature and indicating that the regulation of only a subset of ETNN/SEs was strictly Erf/NCoR1/2-dependent at the exit from TSC multipotency. However, this subset included several master regulator genes, such as *Cdx2* and *Esrrb*, which lose differentiation cues in Erf-KO TSCs as there were no signs of enhancer decommissioning or downregulation upon PD treatment. Consistently, *Cdx2* overexpression induces conversion of ESCs into TSCs and its retained expression fortifies the self-renewal and polar characteristics of TSCs^74,75^. *Esrrb* has been shown together with *Sox2*, to render TSC self-renewal Fgf-independent when overexpressed^76^. The expression of other factors that are implicated in lineage specific differentiation were even upregulated above WT self-renewal levels in differentiating Erf-depleted TSCs. Interestingly, *Hand1*, *Satb2*, *Creb3l2*, *Trim24*, and *Smad3* were shown to be downregulated during the very early phase of TSC differentiation^31^ (Fig. 6e and Supplementary Fig.  6c). This indicates a role of these factors in TSC self-renewal and the necessity of a complete exit from multipotency to gain competence for differentiation and responsiveness to developmental cues before lineage choice in the placenta, similar to ESCs^77^. Differentiation-specific enhancers showing attenuated H3K27ac deposition in differentiating Erf-KO TSCs, indicated involvement of Erf/NCoR1/2 in activation or release of repressive mechanisms on key regulators of differentiation. Further experiments are needed to complete our view on these activated enhancers.

Taken together, we propose a model where Fgf sequentially controls TSC self-renewal and differentiation by direct transcriptional activation and repression mechanisms, respectively. This model is also consistent with our observations that Erf-KO and Tbl1x-KO TSCs exhibit a delayed exit from self-renewal. Thus, we uncovered a highly dynamic Fgf/Erf/NCoR1/2 axis that integrates signalling cues and the downstream molecular effectors at regulatory elements of master regulators of trophoblast identity (Fig. 6i), governing trophoblast cell fate decisions during murine placental development.

## Methods

### Cell culture

Mouse TS cells (TS EGFP line, a kind gift of Prof. Janet Rossant, University of Toronto, Canada) were cultured as described previously^78^. Briefly, TS cells were grown in a standard TS medium (RPMI 1640 supplemented with 20% foetal calf serum, 2 mM L-Glutamine, 2 mM sodium pyruvate and 100 mM 2-mercaptoethanol) containing 70% mouse embryonic fibroblast -conditioned medium (CM) and 100 ng/ml Fgf2 and 1 µg/ml heparin. Cells were split every 3^rd^ day using trypsin. Transfections were performed for 6 h in OptiMEM media supplemented with Fgf2 and heparin using 1% Lipofectamine 3000 (Life Technologies) on nonadherent dishes. After 24 h, cells were selected with 300 μg/ml G418 (A1720, Sigma). To induce differentiation, TSCs were either exposed to 3 µM PD0325901 (Tocris) in full TSC media for the indicated length of time (usually 24 h) or cultured in the TS basal media (RPMI 1640 supplemented with 20% foetal calf serum, 2mM L-Glutamine, 2 mM sodium pyruvate, 100 mM 2-mercaptoethanol, no heparin, no Fgf2, no CM) for the indicated length of time (usually 2, 4, or 6 days).

### Genetic manipulations

To generate Tbl1x-KO 12 µg Tbl1x_g1 and 12 µg of Tbl1x_g2 gRNAs were mixed with 5 µg of the recombinant Cas9 protein in a cleavage buffer (200 mM Hepes pH7.5, 1.5 M KCl, 5 mM DTT, 1 mM EDTA) and incubated for 5 min at RT. The Cas9/Ribonucleoproteins were electroporated into 1 × 10^6^ TS-GFP cells with 1400 V and three pulses of 10 ms width using the Neon^TM^ transfection system. Single clones were picked and genotyped. Generation of CRISPR/Cas9 Tbl1x-KO was performed in collaboration with the VBCF Protein Technologies Facility. To generate the Erf-KO constructs, we cloned the Erf_g1 and Erf_g2 gRNAs into the *BbsI* site of the pX459 vector. 2 × 10^5^ TS-GFP cells were transfected with 1.5ug of each construct using the Neon^TM^ transfection system. Following 400 µg/ml G418 selection, single clones were picked and genotyped. The Erf-KO_Erf and Tbl1x-KO_Tbl1x rescue lines were generated by transfection of the Erf-KO and Tbl1x-KO lines with the PiggyBac-CAG-Avi-Erf-3xFlag-ires-Neo and PiggyBac-CAG-Avi-Tbl1x-3xFlag-ires-Neo constructs, respectively, and transposase, followed by selection with 350 µg/ml G418. The endogenously tagged Erf-V5 line was generated using tracrRNA, crRNA, and ssODN (Integrated DNA Technologies) as described^79^. For details see Supplementary Table 1. Erf phospho-mutants were generated using primers listed in Supplementary Table 1 and carried following mutations: M5 (S21A, S185A, S190A, S534A, S327A); M6 (S161A, T529A, S246A, S251A, T357A, T148A). M5, M6 and WT Erf were cloned into a doxycycline (dox) inducible PiggyBac-Tre-Dest-rTA-HSV-neo vector (a kind gift from Dr. Joerg Betschinger, Friedrich Miescher Institute for Biomedical Research, Basel, Switzerland). Erf-KO TSGFP cells were transfected with each construct, selected with 300 μg/ml G418, and expression was induced with 1 μg/ml dox for 24 h. To knock down Erf and Tbl1x, we generated pLKO.1-based constructs containing shRNA against Erf (TRCN0000109356 and TRCN0000109359), Tbl1x (TRCN0000084155 and TRCN0000084156), and an shRNA against GFP as a control by cloning annealed oligos into the AgeI/EcoRI sites of pLKO.1-neo (13425, Addgene). The plasmids were simultaneously transfected into HEK293T cells: pLKO.1 (individual constructs containing different shRNA), psPAX2 (encodes Gag and Pol sequences to package the lentivirus), and pMD2.G (encodes the G protein envelope protein) using lipofectamine 3000 (Thermo Fisher Scientific). Supernatant was collected after 48 h and used to transduce TSC for a minimum of 16 h. Cells were selected using 350 μg/ml G418 (A1720, Sigma-Aldrich). To generate Erf- and Tbl1x expression/rescue constructs, Erf- and Tbl1x-coding sequences were cloned to result in PiggyBac-CAG-Avi-Erf-3xFlag-ires-Neo and PiggyBac-CAG-Avi-Tbl1x-3xFlag-ires-Neo constructs, respectively. TSGFP cells were transfected with each construct along with the empty vector control using Lipofectamine 3000 (Invitrogen) and selected with G418 350 μg/ml G418 (A1720, Sigma).

### Chromatin immunoprecipitation

Chromatin immunoprecipitations were carried out as described^7,30^. Erf-V5 and WT TSC lines (1–2 × 10^8^ cells, each) were fixed in 2 mM Di(N-succinimidyl) glutarate (DSG) (80424, Sigma) in PBS at room temperature (RT) for 45 min. After washing with PBS, cells were fixed again in 1% formaldehyde (28908, Sigma) in TS base media at RT for 12 min. Fixation was stopped by adding glycine to a final concentration of 0.125 M. Cells were washed twice with PBS and resuspended in wash buffer 1 (10 mM Hepes pH7.5, 10 mM EDTA, 0.5 mM EGTA, and 0.75% Triton X-100) and incubated at 4 C for 10 min. After pelleting, cells were resuspended in wash buffer 2 (10 mM Hepes pH7.5, 200 mM NaCl, 1 mM EDTA and 0.5 mM EGTA) and incubated at 4 °C for 10 min. After pelleting, cells were lysed in the lysis/sonication buffer (150 mM NaCl, 25 mM Tris pH 7.5, 5 mM EDTA, 0.1%Triton, 1% SDS and 0.5% sodium deoxycholate) with cOmplete^TM^ EDTA-free Protease Inhibitor Cocktail (11873580001, Sigma) on ice for 30 min. Chromatin was sonicated 15 s on /30 s off for 23-25 cycles using the UW2070 sonicator (Bandelin) to the average 300-bp fragments. Chromatin was diluted 1/10 with the dilution buffer (150 mM NaCl, 25 mM Tris pH 7.5, 5 mM EDTA, 1% Triton X-100, 0.1% SDS and 0.5 % sodium deoxycholate) containing complete protease inhibitors. IP was performed with pre-washed anti-V5 Agarose Affinity Gel (Sigma-Aldrich, A7345) overnight at 4 °C with rotation. Beads were washed at 4 °C with buffer A three times, buffer B (50 mM Tris pH 8.0, 500 mM NaCl, 0.1% SDS, 0.5 % sodium deoxycholate, 1% NP-40 and 1 mM EDTA), buffer C (50 mM Tris pH 8.0, 250 mM LiCl, 0.5% sodium deoxycholate, 1% NP-40 and 1 mM EDTA) and rinsed with TE buffer. DNA was eluted from beads in the elution buffer. Samples were treated with RNAse A and Proteinase K and reverse-crosslinked overnight by incubation for 2 h at 37 °C, followed by 12 h at 65 C. DNA was purified on the PCR purification columns (Qiagen). To generate a library, DNA from 2-4 IPs was pooled and the NEB Next Ultra II DNA library preparation master mix (New England Biolabs, E7645) was used according to the manufacturer’s instructions. Libraries were sequenced on an Illumina HiSeq 2500 sequencer in 100-base and 50-base pair (bp) single-end mode. For Tbl1x, Ncor1, Ncor2, H3K27ac, and H3K4me3 ChIP-seq on WT and Erf-KO TSC lines, cells were fixed in 1% FA for 10 min and fixation was quenched by 0.125 M glycine at RT. Cells were scraped in PBS, centrifuged at 500 g for 5 min and pellet was resuspended in an ice-cold IP-buffer, a 2:1 mixture of SDS-buffer (100 mM NaCl, 50 mM Tris-Cl pH 8.0, 5 mM EDTA pH 8.0, 0.5% SDS) and Triton-X-buffer (100 mM NaCl, 100 mM Tris-Cl pH 8.6, 5 mM EDTA pH 8.0, 5% Triton X), containing complete protease inhibitor tabs (11873580001, Sigma). After 30 min incubation on ice chromatin was sonicated 15 s on (pulsed, with 90% actual sonication time) /30 s off for 20 cycles using the UW2070 sonicator (Bandelin) at ~40% power. 30 µg and 10 µg chromatin (DNA equivalent) were diluted to 500 µl and precipitated at 4 °C overnight using the following antibodies: anti-Ncor1 (Abcam, ab3482), anti-Ncor2 (Abcam, ab5802), anti-Tbl1x (Proteintech, 13540-1-AP), anti-H3K27ac (Diagenode, C15410196), anti-H3K4me3 (Diagenode, C15410003). For ChIP of histone modifications, we added 0.8 µg Spike-In antibody (61686, Active Motif) and 25 ng Spike-In chromatin per ChIP (53083, Active Motif). 50 µl Dynabeads Protein G (10004D, Invitrogen) equilibrated in IP-buffer, blocked with 1 mg/ml BSA and tRNA at 4 °C for 1 h and washed with IP-buffer were added to the IP reaction and incubated for 3 h at 4 °C. ChIPs were washed three times with Low Salt Buffer (50 mM HEPES pH 7.5, 140 mM NaCl, 1% Triton X), once with High Salt Buffer (50 mM HEPES pH 7.5, 500 mM NaCl, 1% Triton X) and once with TE buffer before elution with 200 µl Elution Buffer (1% SDS, 100 mM NaHCO_3_) per reaction. Eluate was separated from the beads and decrosslinked over night at 65 °C. After RNaseA and proteinase K treatment 5 ng of DNA were subjected to library preparation (see above). Libraries were sequenced paired-end 50 bp on an Illumina NovaSeq 6000 SP1 flowcell.

### QuantSeq

RNA was extracted using the RNeasy mini kit (Qiagen) and treated with DNaseI (Qiagen). Indexed libraries were prepared with 500 ng or 250 ng RNA using QuantSEQ 3' mRNA-Seq Library Prep Kit FWD for Illumina (015.96, Lexogen) according to manufacturer’s recommendations. The barcoded libraries were pooled and sequenced with a 100-base-pair single-read and 50-base-pair single-read protocol on an Illumina HiSeq 2500 sequencer.

### Co-immunoprecipitation/western blotting

Cells were lysed using Hunt-Buffer (20 mM Tris-HCl pH 8, 100 mM NaCl, 1 mM EDTA, 0,5% NP-40) with a protease inhibitor (Roche). To 1500 µg of protein 7 µg of the antibody (anti-Tbl1x, 13540-1-AP, Proteintech and anti-IgG, NI0, Sigma-Aldrich) was added and incubated overnight at 4 °C with rotation. Next, 50 µl of pre-washed and pre-blocked (1 µg/µl BSA) magnetic protein G Dynabeads (Thermo Fischer Scientific, 10765583) were added and incubated at 4 °C on a rotor at 20 rpm for 3 h. Samples were washed 3x 15 min with rotation using Hunt-Buffer/protease inhibitor and eluted from beads in 30 µl of 2x Laemmli buffer and used for western blotting with the following antibodies: anti-V5 (Sigma-Aldrich, V8012), anti-Tbl1x (Proteintech, 13540-1-AP), anti-Ncor1 (Abcam, ab3482), anti-Ncor2 (Abcam, ab5802), anti-Hdac3 antibody (Abcam, ab7030), and anti-Sox2 (R&D, AF2018).

### Western blotting

Whole cell lysates were prepared with TG buffer 20 mM Tris-HCl pH 7.5, 137 mM NaCl, 1 mM EGTA, 1% Triton X-100, 10% glycerol and 1.5 mM MgCl_2_. Following primary antibodies were used: anti-Flag (Sigma-Aldrich, F1804), anti-V5 (Sigma-Aldrich, V8012), anti-Tbl1x (Proteintech, 13540-1-AP), anti-Erf (Santa Cruz, sc-398269), anti-Tubulin (Abcam, ab6160), anti-Erk1/2 (Cell Signalling, 4695), anti-phosphoErk1/2 (Cell Signalling, 9106), anti-LaminB1 (Santa Cruz, sc-374015). Following secondary antibodies were used: anti-rabbit IgG(L)-HRPP (Dianova, 211-032-171) and anti-mouse IgG(L)-HRP (Dianova, 115-035-174); note both antibodies detect light but not heavy chains.

### Mass spectrometry analysis

Phosphoproteome: TSGFP cells were treated with 3 µM PD0325901 in standard TS media for 0, 1, 5, 15 and 30 min, lysed for 15 min at room temperature in a lysis buffer (8 M Urea, 20 mM Hepes, 15 mM DTT) supplemented with phosphatase inhibitor cocktail 2 and 3, (Sigma-Aldrich), and sonicated (20 cycles: 10 s ON, 30 s OFF). The lysates containing 1.5 mg of protein in 1 ml were supplemented with 250 units of Benzonase (250 U/µl, purity grade I, Merck) and incubated at 37 °C for 1 h. The alkylation was performed by adding 30 mM Iodoacetamide and incubating for 30 min in the dark. The reaction was quenched by addition of 7.5 mM DTT and incubation at room temperature for 30 min. The samples were diluted to 6 M urea by addition of 100 mM Ammoniumhydrogencarbonate (ABC) and the proteins were digested with Lys-C at an enzyme to protein ratio of 1:50 for 2 h at 37 °C. Subsequently, the samples were further diluted to 4 M urea with 100 mM ABC, and trypsin was added in a ratio of 1:75. After incubation for 2 h at 37 °C, the samples were further diluted to 2 M, trypsin was added another time in a ratio of 1:75 and the incubation at 37 °C was continued overnight. The samples were acidified by addition of Trifluoroacetic acid (TFA) to reach pH 2. Peptides were desalted using C18 cartridges (Sep-Pak Vac 3cc (200 mg), Waters). Peptides were eluted with 70% Acetonitrile (ACN) and 0.1% Formic Acid (FA), followed by freeze-drying. TMT labelling: the lyophilised peptides were dissolved in 240 μl of 100 mM Triethylammonium bicarbonate. TMT10-plex labelling reagents (Three vials per label) were dissolved in 41 μl of anhydrous acetonitrile. Three vials per label (2.4 mg of reagent) were added to the peptide samples (1.5 mg peptide per sample) and incubated for 1 h. After quenching with 5% hydroxylamine, the samples were mixed in several steps to achieve a correct mixing ratio of 1:1:1:1:1:1:1:1:1:1. (median of Top 500 proteins). Following labelling, peptides were again freeze-dried, dissolved in TFA 0.1%, and desalted using C18 cartridges (Sep-Pak Vac 6cc-500 mg, Waters). Peptides were eluted with 70% ACN and 0.1% FA, followed by freeze-drying. Phosphopeptide enrichment and fractionation: phosphopeptides were enriched using TiO_2_ by first dissolving the dried peptide mixture in 4 ml of TiO_2_ loading buffer (300 mg/ml lactic acid (Sigma-Aldrich), 80% ACN, 0.1% TFA) and incubating them with 120 mg of TiO_2_ resin (Titansphere bulk media, 5 micron, GL Science) for 60 min at room temperature with over end rotation. For washing and elution the bead suspension was split and transferred to 8 Mobicol (MoBiTec) spin columns with a 10 µm pore filter at the outlet. The TiO_2_ beads in each spin column were washed with 8 × 500 µl of TiO_2_loading buffer, 8 × 500 µl of 80% ACN, 0.1% TFA, 4 × 500 µl of 1% ACN, 0.1% TFA, 4 × 500 µl of 1% ACN, 0.1% FA. Bound peptides were eluted from the resin by addition of 3 × 200 µl 0.3 M NH_4_OH, 2 × 200 µl 0.7 M NH_4_OH and 2 × 150 µl 0.4 M NH_4_OH and 40% ACN, eluates were unified and freeze-dried. The lyophilised peptide sample was dissolved in SCX buffer A (5 mM phosphate buffer pH 2.7, 15% ACN). The SCX fractionation was performed on an Ultimate system (Thermo Fisher Scientific) using a TSKgel SP-25W (ToSOH) column (5 μm particles, 1 mm i.d. x 300 mm) at a flow rate of 35 μl/min. For the separation, a ternary gradient was used, starting with 100% buffer A for 10 min, followed by a linear increase to 10% buffer B (5 mM phosphate buffer pH 2.7, 1 M NaCl, 15% ACN) and 50% buffer C (5 mM phosphate buffer pH 6.0, 15% ACN) in 60 min, to 25% buffer B and 50% buffer C in next 10 min, to 50% buffer B and 50% buffer C in next 5 min and an isocratic elution for further 15 min. The flow-through was collected as a single fraction, along the gradient fractions were collected every minute and stored before analysis.

APMS experiment: Erf- and Tbl1x-coding sequences were cloned to result in PiggyBac-CAG-Avi-Erf-3xFlag-ires-Neo and PiggyBac-CAG-Avi-Tbl1x-3xFlag-ires-Neo constructs, respectively. TSGFP cells were transfected with each construct along with the empty vector control using Lipofectamine 3000 (Invitrogen), selected with 350 μg/ml G418 and expanded in 10 15-cm dishes. Co-immunoprecipitation was performed as described before^7^. Cells were washed in PBS, harvested, resuspended in Buffer A (10 mM Hepes pH 7.6, 1.5 mM MgCl2, and 10 mM KCl) and disrupted by 10 strokes in a dounce homogenizer. Extracts were spun down and the pellet resuspended in Buffer C (20 mM Hepes pH 7.6, 25% Glycerol, 420 mM NaCl, 1.5 mM MgCl2, and 0.2 mM EDTA), passed through a 19-G needle and dialysed to Buffer D (20 mM Hepes pH 7.6, 20% Glycerol, 100 mM KCl, 1.5 mM MgCl2, and 0.2 mM EDTA) using dialysis cassettes (Fisher Scientific). Anti-FLAG M2 agarose beads (Sigma-Aldrich, A2220) equilibrated in buffer D were added to 1.5 ml of nuclear extract in No Stick microcentrifuge tubes (Alpha Laboratories) and incubated for 3 h at 4 C in the presence of Benzonase (Novagen). Beads were washed five times for 5 min with buffer D containing 0.02%NP-40 (C-100*) and six times with (20 mM Hepes, 10% Glycerol, 100 mM KCl, 1.5 mM MgCl_2_). Next, the beads were resuspended in 60ul of 100 mM ammonium bicarbonate (ABC), supplemented with 400 ng of lysyl endopeptidase (Lys-C, Fujifilm Wako Pure Chemical Corporation) and incubated for 4 h on a Thermo-shaker with 1200 rpm at 37 °C. The supernatant was transferred to a fresh tube and reduced with 0.5 mM Tris 2-carboxyethyl phosphine hydrochloride (TCEP, Sigma) for 30 min at 60 °C and alkylated in 3 mM methyl methanethiosulfonate (MMTS, Fluka) for 30 min at room temperature. Subsequently, the sample was digested with 400 ng trypsin (Trypsin Gold, Promega) at 37 °C overnight. The digest was acidified by addition of trifluoroacetic acid (TFA, Pierce) to 1%. A similar aliquot of each sample (30%) was analysed by LC-MS/MS.

HPLC-MS: the system used was an UltiMate 3000 RSLC nano system coupled to a Q Exactive HF or an Orbitrap Exploris 480 mass spectrometer, equipped with a Proxeon nanospray source (all from Thermo Fisher Scientific). Peptides were loaded onto a trap column (Thermo Fisher Scientific, PepMap C18, 5 mm × 300 μm ID, 5 μm particles, 100 Å pore size) at a flow rate of 25 μL/min using 0.1% TFA as mobile phase. After 10 min, the trap column was switched in line with the analytical column (Thermo Fisher Scientific, PepMap C18, 500 mm × 75 μm ID, 2 μm, 100 Å). Peptides were eluted using a flow rate of 230 nl/min, starting with the mobile phases 98% A (0.1% formic acid in water) and 2% B (80% acetonitrile, 0.1% formic acid) and linearly increasing to 35% B over the next 60 min (TMT SCX fractions) or 180 min (APMS experiments), followed by a gradient to 90% B in 5 min, staying there for 5 min and decreasing in 2 min back to the gradient 98% A and 2% B for equilibration at 30 °C. The Q Exactive HF mass spectrometer was operated in data-dependent mode, using a full scan (m/z range 350–1650, resolution of 120 000, target value 3E6 for TMT fractions, m/z range 380–1500, resolution of 60 000, target value 1E6 for APMS) followed by MS/MS scans (resolution of 60000, target value 1E5, maximum injection time 250 ms for TMT fractions, resolution of 30000, target value 1E5, maximum injection time 105 ms for APMS) of the 10 most abundant ions. MS/MS spectra were acquired using normalised collision energy 35% (TMT) and 27% (APMS) and an isolation width of 1.2 m/z (TMT) and 1.4 m/z (APMS). For the detection of the TMT reporter ions a fixed first mass of 115 m/z was set for the MS/MS scans. Precursor ions selected for fragmentation were put on a dynamic exclusion list for 30 s (TMT) and 60 s (APMS). The intensity threshold was set to 4E4. The Orbitrap Exploris 480 mass spectrometer was operated in data-dependent mode, performing a full scan (m/z range 350-1200, resolution 60,000, normalized AGC target 100%) at 3 different compensation voltages (CV −45, −60, −75), followed each by MS/MS scans of the most abundant ions for a cycle time of 0.9 s per CV. MS/MS spectra were acquired using HCD collision energy of 30, isolation width of 1.0 m/z, orbitrap resolution of 30.000, normalized AGC target 200%, minimum intensity of 25.000 and maximum injection time of 100 ms. Precursor ions selected for fragmentation (include charge state 2–6) were excluded for 45 s. The monoisotopic precursor selection (MIPS) filter and exclude isotopes feature were enabled.

### Immunostaining

Cells were fixed in 4% paraformaldehyde/PBS for 20 min at 4 °C, permeabilised and blocked for 30 min in 4% donkey serum and 0.1% Triton X-100/PBS. The following primary antibodies were used: anti-Flag (F1804, Sigma-Aldrich), anti-V5 (Sigma-Aldrich, V8012). Alexa Fluor-conjugated secondary antibodies (Invitrogen) were applied at 1:1000 in 4% donkey serum and 0.1% Tween-20 in PBS blocking solution. Cells were counterstained with 4,6-diamidino-2-phenylindole (DAPI) and imaged using Zeiss Imager A2 confocal microscope with the Zen2012 software.

### RT-QPCR

RNA was extracted using the RNeasy mini kit (Qiagen) and treated with DNaseI (Qiagen) according to the manufacturer’s protocol. cDNA was synthesised using 1.5–3 µg RNA primed with random hexamers according to the RevertAid Reverse Transcriptase protocol (Thermo Scientific EP0442). DNA was diluted and qPCR performed using GoTaq qPCR Master Mix (A6002, Promega). Results are shown as means of indicated number of biological replicates (*n*) +/− S.E.M. Statistical significance was determined using a two-tailed, unpaired *t*-test with or without Welch’s correction. ****p < 0.0001, ***p < 0.001, **p < 0.01, *p < 0.05, ns: not significant. Primer sequences are provided in Supplementary Table 1.

### Bioinformatic data analysis

Statistical analysis: Established standard tests (e.g., for differential expression testing, gene set enrichment) were used throughout. Correction for multiple testing was performed where stated. Details of individual statistical tests are provided in the respective method sections.

Proteomics data analysis: Raw MS data from IP experiments was loaded into Proteome Discoverer (PD, version 2.1.0.81, Thermo Scientific). All MS/MS spectra were searched using MSAmanda v2.1.5.9849^80^. Trypsin was specified as a proteolytic enzyme cleaving after lysine and arginine (K and R), allowing for up to 2 missed cleavages. Mass tolerances were set to ±5 ppm at the precursor and ±15 ppm at the fragment mass level. Peptide and protein identification was performed in two steps. An initial search was performed against the SwissProt database using taxonomy mouse (release 2017_09; 16,903 sequences; 9,540,942 residues), with common contaminants appended. Here, beta-methylthiolation of cysteine was searched as fixed modification, whereas oxidation of methionine, deamidation of asparagine and glutamine and glutamine to pyro-glutamate conversion at peptide N-termini were defined as variable modification. Results were filtered for a minimum peptide length of 7 amino acids and 1% FDR at the peptide spectrum match (PSM) and the protein level using Percolator^81^. Additionally, an Amanda score of at least 150 was required as well as a minimum PSM-count per protein in at least one sample of 2. Identified proteins were exported and subjected to a second step search considering additional variable modifications. These were: phosphorylation of serines, threonines, and tyrosines, acetylation of lysines and N-termini, ubiquitination (GG) of lysines, mono-, di- and tri-methylation of lysines as well as mono- and di-methylation of arginines. Identifications were filtered using the filtering criteria described above and subjected to label-free quantification using IMP-apQuant^82^. Statistical significance of differentially expressed proteins was determined using a two-sided limma test^83^ (moderated *t*-test with Benjamini–Hochberg correction for multiple testing). TMT fractions of time-resolved phosphoproteomics samples after Mek inhibition were processed similarly but with the following differences in the analysis workflow. Here, mascot^84^ (version 2.2.7, Matrix Science, UK) was used as a database search engine. Up to 3 missed cleavages were considered. Mass tolerance was set to 30 mmu at the precursor and 10 ppm at the fragment mass level. TMT-10plex at lysine and peptide N-termini as well as carbamidomethylation of cysteines was set as fixed modification. Oxidation of methionine, phosphorylation of serine, threonine and tyrosine, deamidation of asparagine and glutamine as well as acetylation of protein N-termini were set as variable modifications. Identified peptides were filtered for 1% FDR at PSM, peptide and protein level using Percolator^81^ and a minimum Mascot Score of 10 was required. ptmRS^85^ was used for phospho site localisation. Spectra were quantified based on reporter ion intensities using the “Reporter Ions Quantifier” node in PD. Identified spectra were exported to R for further processing. All spectra with 5 or more missing reporter ion intensities or when signal intensity of all reporters was below 2000 were removed. Resulting spectra were grouped to peptides based on sequence and phospho site localisation considering phosphorylation sites with >95% site localisation probability as confidently localised. All peptides with at least two-fold regulation compared to untreated samples were subjected to k-means^86^ clustering.

AlphaFold2 interaction screen: All sequences used in the AlphaFold2 interaction screen were retrieved from UniProt and full-length Erf (UniProt: P70459) was used as bait for all models. See Supplementary Data 2 for details on the iPTM and PTM values of each model. Due to memory limitations of our GPU servers, with sequence pairs >1500 amino acids, the second sequence was split according to domain structures as indicated in the UniProt entry. AlphaFold2-Multimer predictions were performed with ColabFold v.1.3.0 using default parameters and databases, as described in detail by Mirdita et al.^87^ and Evans et al.^17^. ColabFold offers an accelerated prediction of protein structures and complexes by combining the fast homology search of MMseqs2 with AlphaFold2 or RoseTTAFold. ColabFold is an open-source software available at https://github.com/sokrypton/ColabFold, and its environmental databases are available at https://colabfold.mmseqs.com.

RNA quantification (QuantSeq): Libraries generated with the QuantSeq FWD kit (Lexogen) were sequenced on an Illumina HiSeq2500v4 at single read 50 bp. Reads were trimmed with bbduk (version 38.86). Quality control was performed using fastQC (0.11.9)^88^. Transcripts were mapped to the mouse reference genome mm10 using STAR (2.7.3a)^89^. After indexing with samtools (1.10) reads in genes were counted using htseq (version 0.11.2)^90^. Differential expression analysis was conducted using DESeq2 (1.24.0)^91^. DESeq2 was performed using the Wald test and Benjamini–Hochberg correction for multiple testing. MA plots were generated with ggplot2 (3.3.3) and the heatmaps using pheatmap (1.0.12)^92^. Z-scores of variance-stabilised counts were used for the heatmaps. Variance-stabilisation transformed expression data were scaled by row and distances were measured by dist from the stats package (4.1.0). fviz_nbclust of the factoextra (1.0.7) package was used to determine optimal cluster number by the elbow method. Agnes of the cluster (2.1.4) package was used for hierarchical clustering by the “ward” method. dendsort (0.3.4) was used to re-sort heatmaps. Median expression line plots and boxplots were generated with ggplot2 using previously computed scaled vst counts and log2fold changes (both based on DESeq2 output). Significance levels in boxplots were computed using ggplot2 stat_compare_means with Wilcoxon rank sum test.

Chromatin Immunoprecipitation Sequencing: Libraries were sequenced on the Illumina HiSeq2500 v4 at single read 50 bp or on the Illumina NovaSeq 6000 SP1 at paired-end 50 bp aiming for a sequencing depth of 20–40 million reads/sample. Raw reads were trimmed with CUTADAPT (2.8) and aligned to the mouse reference genome mm10 with bowtie 2 (2.3.5.1)^93^. Alignments were further processed using samtools (1.10). Peaks were called using MACS2 (2.2.7.1) with a *p*-value cutoff of 0.1^94^. Separate replicated inputs were used for Ncor1, Ncor2 and H3K27ac, H3K27me3 and H3K4me3 ChIP-seq, respectively. For paired-end sequencing all software was run in paired-end mode. High confidence peaks were generated by IDR filtering (1.2), using a cut-off of FDR < 0.05 across all replicates via the ChIPpeakAnno package (3.26.0)^95^. IDR filtered peaks were used for downstream analysis. Motif enrichment analysis was done with HOMER using findMotifGenome.pl using the cumulative binomial probability method^96^. Overlaps between ChIP-seq peaks were computed by findOverlapsOfPeaks and makeVennDiagram. For visualization we generated RPKM normalised coverage files for Tbl1x, Erf-V5 with deeptools (3.5.0) and bamCoverage^97^, while ChIP-seq data for histone modifications, Ncor1, and Ncor2 were additionally normalised by Drosophila spike-in reads. Scaling factors for the spike-in were calculated as in^98^. ChIP-seq tracks were visualised using Galaxy and UCSC genome browser custom tracks^99,100^. Published ChIP-seq data sets of Lee et al., Latos et al., and Adachi et al. were mapped to mm10 as described above^31,43,76^. For the data of Lee et al. the replicates were merged after mapping as in the original study. After peak calling with MACS2 default parameters, a consensus peak-set including all detected peaks was generated with DiffBind. Bigwig scores in the consensus peak-set were counted with multiBigwigSummary and Spearman correlation was computed with plotCorrelation of deeptools. Datasets passing a correlation cutoff of 0.4 with any ChIP of Ncor1, Ncor2 or Tbl1x were regarded as potential coregulators of TNN. The correlation matrix derived by deeptools was visualised with pheatmap (1.0.12).

Differential ChIP enrichment analysis: Differential ChIP enrichment analysis was done using DiffBind (3.2.3)^101^. Peaks passing the IDR cut-off of 0.01 were used to generate a merged peak-set including the peaks of all factors in all tested conditions (SR and PD) by the dba.peakset consensus retrieval function as a reference peak-set for the differential binding analysis of Ncor1, Ncor2, and Tbl1x. Pre-calculated spike-in scaling factors were used for normalization (see above). DiffBind was run in DESeq2 mode with a Wald test and Benjamini–Hochberg multiple testing correction. To reduce the impact of conservative significance cut-offs, which underestimated the near global changes of NCoR1/2 binding after Erf depletion, we removed the significance cut-off (FDR < 0.05) for the initial output of the LFC matrix of all factors. Then, we first filtered by LFC for specific behaviour in Erf-KO vs WT during differentiation (e.g. TNN loss = Ncor1 & Ncor2 & Tbl1x LFC < 0) and second filtered by FDR < 0.5 for at least one factor. The remaining regions were included in the boxplot of Fig. 3h and in the heatmap of Fig. 3i. For histone modifications IDR filtered peaks were used as reference. Correlation heatmaps of reads in ChIP-seq peaks were generated using DiffBind considering all peaks found in at least one IDR filtered peak-set. MA plots showing differential enrichment of ChIP-seq signals were constructed using the internal DiffBind function.

Integration of ChIP-seq and QuantSeq data: Feature distribution was determined, and peaks were annotated with ChIPseeker (1.26.0) with the following priorities: Promoter, 5'UTR, 3'UTR, Exon, Intron, Downstream, Intergenic^102^. Gene symbols were retrieved using biomaRt^103^ and gene overlaps between ChIP-seq and/or QuantSeq data were plotted using Eulerr (6.1.0) or UpSetR (1.4.0)^104,105^. After extraction of specific gene sets functional enrichment analysis was conducted as described below. For Spearman correlation analysis (Fig. 5), LFC of the ChIP-seq signal over peaks was computed with DiffBind (3.2.3)^101^ and matched with up and downregulated genes, respectively.

Functional Enrichment Analysis: Over-representation analysis (ORA) for GO terms and KEGG related terms was conducted with clusterProfiler^106^ and plotted with the internal plotting function or ggplot (3.3.3). ClusterProfiler uses a one-sided Fisher’s exact test for ORA. *P*-values of enrichment analyses were adjusted for multiple testing by the Benjamini–Hochberg method and only terms with an adjusted *P*-value <0.05 were considered. Gprofiler2 was used to test for enrichments across GO, KEGG, ReactomePA, and WikiPathway databases by a one-sided Fisher’s exact test corrected for multiple testing by the tailored g:SCS algorithm^107,108^. Data was plotted with the built-in plotting function “gostplot”.

(Super) enhancer analysis: H3K27ac replicates and inputs were merged and peaks in self-renewal and differentiation were called using MACS2 with default parameters. Enhancers in self-renewal and differentiation were identified using ROSE^34,109^ with a stitching distance of 12.5 kb and TSS exclusion size of 2.5 kb and ranked based on their H3K27ac signal. For each enhancer the closest gene, as determined by ROSE_geneMapper.py, was used for downstream analyses. Enhancers were split into super enhancers (SEs) and regular enhancers (REs) based on ROSE classification. For the ETNN/enhancer overlaps, all enhancers were overlapped with ETNN peaks and split into SEs and REs based on ROSE classification. The resulting gene sets were overlapped with expression data from Fig. 4, the regulated enhancers (in differentiated Erf-KO compared to WT cells) of each group were considered as Erf-dependent enhancers.

Bulk QuantSeq decomposition: Bulk QuantSeq data (this study) and downloaded snRNAseq data from Marsh and Blelloch^25^ were converted into ExpressionSet objects and decomposed by BisqueRNA with the default parameters of Reference based decomposition. Resulting fractions of identity were averaged between replicates and plotted with ggplot2.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Supplementary Dataset 5

Supplementary Dataset 6

Reporting Summary

## Data Availability

Accession codes. The raw and processed next-generation sequencing datasets were deposited at the NCBI Gene Expression Omnibus (GEO) repository under accession number: GSE199024 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE199024]. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via PRIDE^110^ partner repository with the dataset identifier PXD037892. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: The Fgf/Erf/NCoR1/2 repressive axis controls trophoblast cell fate
**Source:** Nat Commun. 2023 May 4;14:2559. doi: 10.1038/s41467-023-38101-8
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

Lackner et al.,

The Fgf/Erf/NCoR1/2 repressive axis controls trophoblast cell fate

List of Material provided:

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure 4

Supplementary Figure 5

Supplementary Figure 6

Supplementary Figure 7

Supplementary Figure 8 full-size WB scans

Supplementary Table 1

Supplementary Figure 1

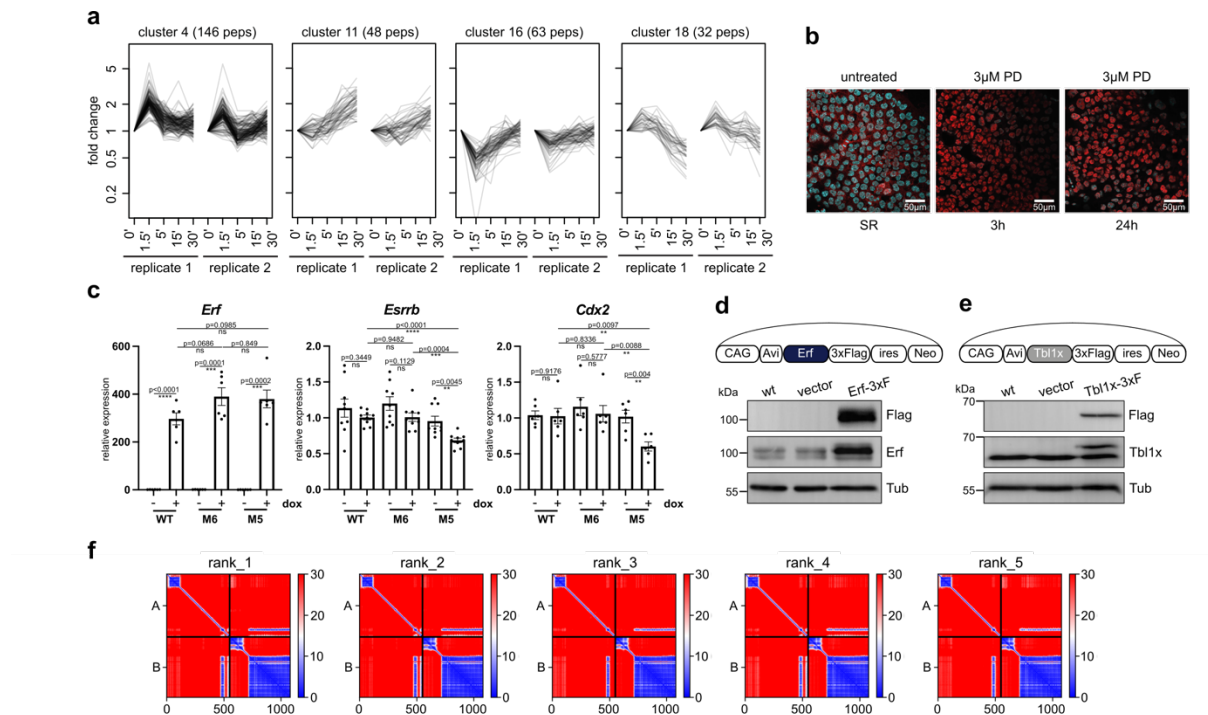

Supplementary Figure 1. Erf interacts with the NCoR1/2 complex in differentiating TSCs.

(a) Selected clusters resulting from the phosphoproteomic analysis of TSCs treated for 1.5, 5, 15, and 30 minutes with 3μM Mek inhibitor PD0325901 (PD), compared to the untreated (0') and displayed as fold change. Analysis based on two biological replicates (n=2). (b) Immunofluorescence (n=1) showing localisation of Erf (red) in self-renewal (SR) and after 3h and 24h of PD treatment. DAPI (blue) marks the nuclei. (c) RT-QPCR analysis of Erf-KO cell lines carrying doxycycline (dox) inducible transgenes of Erf WT, M5 (S21A, S185A, S190A, S534A, S327A), and M6 (S161A, T529A, S246A, S251A, T357A, T148A) phospho-mutants cultured in self-renewal conditions for 24h in the presence (+dox) or absence (-dox) of dox. The bars represent a mean of three biological replicates (n=3) with S.E.M., expression in WT Erf +dox was set to 1. Statistical significance was determined using unpaired two-tailed t test with Welch's correction: ****p<0.0001, ***p<0.001, **p<0.01, *p<0.05, ns: not significant. (d,e) Schematic depiction of the Erf-3xFlag and Tbl1x-3xFlag expression vectors and Western blot analysis of WT, Erf-3xFlag, Tbl1x-3xFlag and vector control lines probed with indicated antibodies. Representative of three (n=3) biological replicates. (f) Predicted aligned error (PAE) plots for the five AlphaFold2 prediction models for the Erf-Tbl1x interaction. The PAE corresponds to the expected error in the position of one residue with respect to another residue in a model (in Angstroms). A short C-terminal region of Erf at around position 480-490 shows

low PAE values (high confidence) to the WD40 domain of Tbl1x (position 780-1070 in the combined sequence), indicated by the blue bar.

Supplementary Figure 2

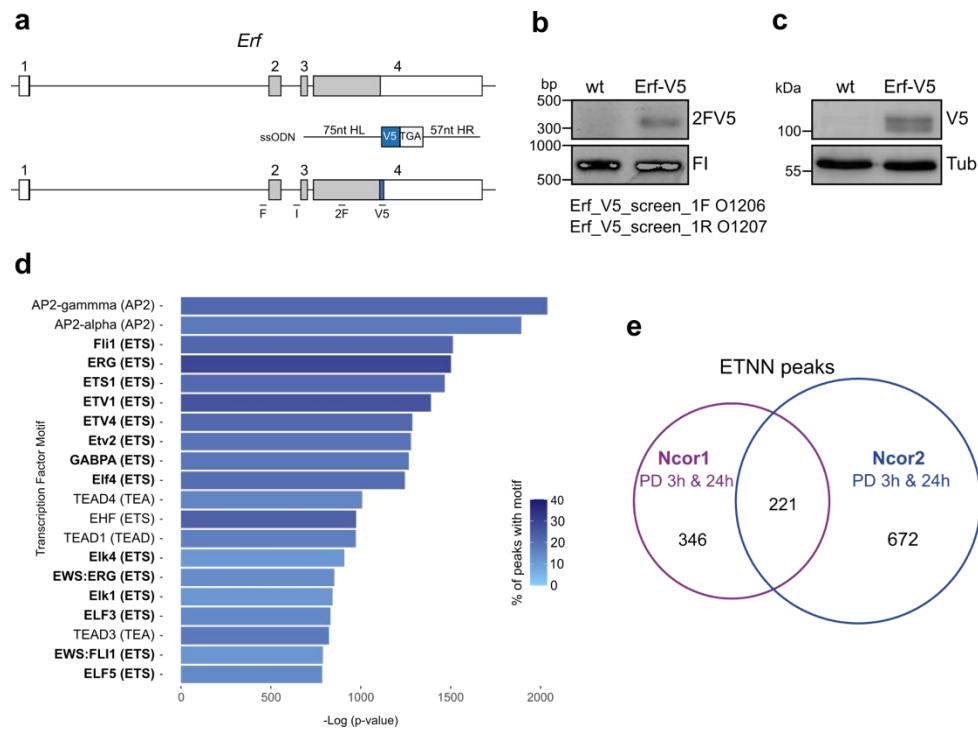

Supplementary Figure 2. Erf co-occupies NCoR1/2 target regions.

(a) Generation of the *Erf*-V5 knock-in allele. *Erf* locus with exons (rectangles), coding sequence (grey) and genotyping primers is depicted. Single-stranded oligodeoxynucleotide (ssODN) donor template contained 75 nucleotide-(nt)-long left homology (HL), 57nt right homology (HR) and the V5 sequence followed by a stop (TGA) codon. (b) PCR genotyping of WT and Erf-V5 lines using indicated primer pairs (see (a)). Representative of two (n=2) biological replicates. (c) Western blot analysis of WT and Erf-V5 protein lysates probed with anti-V5 and anti-Tubulin (Tub) antibodies. Representative of three (n=3) biological replicates. (d) Known motifs enriched in the Erf ChIP-seq peaks identified by HOMER. Note that Erf belongs to the ETS family of factors. (e) Overlap of PD-specific (called in PD_3h and PD_24h but not in SR) Ncor1 and Ncor2 ETNN target regions.

Supplementary Figure 3

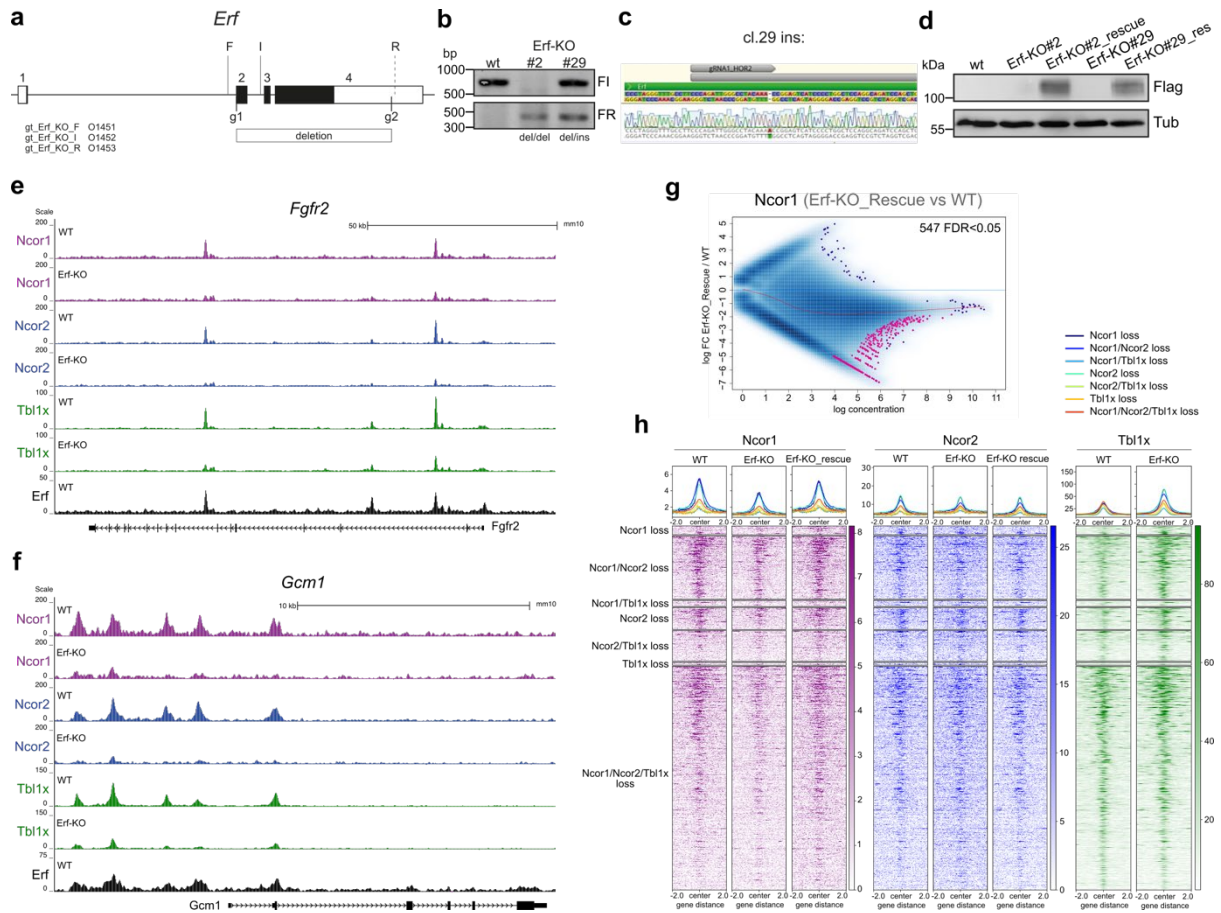

Supplementary Figure 3. Erf recruits the NCoR1/2 complex to its target regions.

(a) Generation of the Erf-KO line. Schematic representation of the *Erf* locus with exons (rectangles), coding sequence (black), genotyping primers and guide (g)RNAs. (b) PCR genotyping of Erf-KO clone 2 (#2, homozygous deletion between g1-g2) and clone 29 (#29, deletion and insertion) along WT control with indicated primer pairs. Representative of two (n=2) biological replicates. (c) Sanger sequencing verification of an insertion in Erf-KO#29. (d) Western blot analysis of protein lysates from WT, Erf-KO#2, Erf-KO#2_rescue (Erf-KO#2 rescued with Erf-3xFlag construct from S1d), Erf-KO#29, Erf-KO#29_rescue probed with indicated antibodies. Representative of three (n=3) biological replicates. (e, f) Genome browser tracks of Erf, Tbl1x, Ncor1, and Ncor2 signal at the *Fgfr2* (e) and *Gcm1* (f) locus in WT and Erf-KO TSCs after 24h of PD treatment. (g) MA plot of Ncor1 binding sites differentially enriched in Erf-KO_rescue vs WT TSCs after 24h PD treatment. Log2 fold change is plotted as a function of the log normalised ChIP-seq reads. (h) Heat maps of Ncor1, Ncor2 and Tbl1x ChIP-seq signal in regions with specific or combinatorial reduction of Ncor1,

Ncor2, and Tbl1x binding in differentiating Erf-KO (as shown in main Figure 3a-c), displayed in self-renewing WT, Erf-KO, and Erf-KO_rescue lines.

Supplementary Figure 4

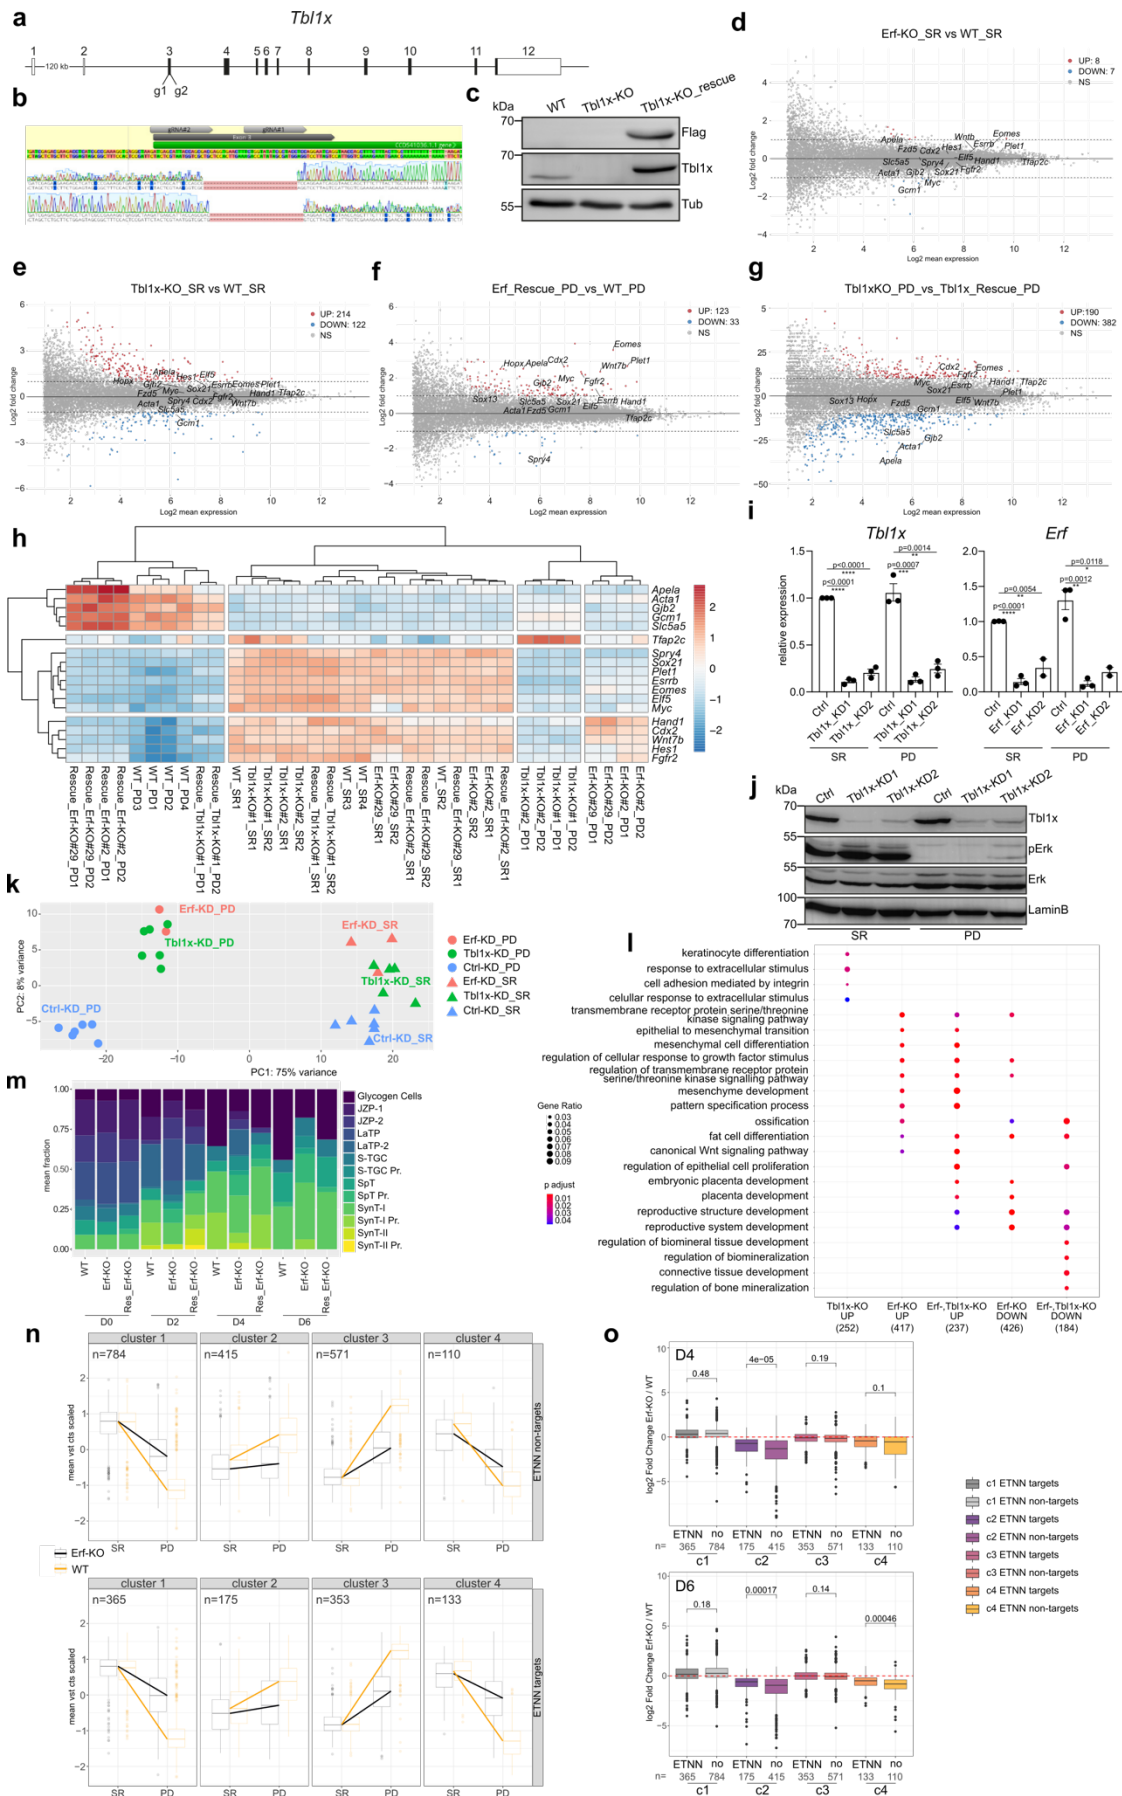

Supplementary Figure 4. Erf/NCoR1/2 controls expression of key trophoblast genes.

(a) Generation of the Tbl1xKO line. *Tbl1x* locus with exons (rectangles), coding sequence (black), and guide (g) RNAs indicated. (b) Sanger sequencing verification of Tbl1x-KO. (c) Western blot analysis of protein lysates from WT, Tbl1x-KO and Tbl1x-KO_rescue (Tbl1x-KO rescued with the Tbl1x-3xFlag construct from S1e) lines probed with indicated antibodies. Representative of three (n=3) biological replicates. (d) MA plot of differentially expressed genes between Erf-KO (n=4) and WT (n=4) lines in self-renewal (SR) conditions. Analysis revealed 8 up-regulated and 7 down-regulated genes in Erf-KO lines compared to WT. (e) MA plot of differentially expressed genes between Tbl1x-KO (n=4) and WT (n=4) lines in self-renewal (SR) conditions. (f) MA plot of differentially expressed genes between Erf-KO_rescue (n=4) and WT (n=4) lines in differentiation (PD) conditions. (g) MA plot of differentially expressed genes between Tbl1x-KO_rescue (n=2) and WT (n=4) lines in differentiation (PD) conditions. (d-g) Analysis cut-off: $|\log_2FC| > 1$, $p_{adj} < 0.05$, Wald-test with Benjamini-Hochberg correction. Significantly up- (UP, red) and down-regulated (DOWN, blue) genes are indicated in red and blue, respectively. NS: not significant. (h) Clustered heatmap based on the QuantSeq analysis, depicting row z-score of the variance-stabilised transformed expression values of selected genes in WT, Erf-KO, Erf-KO_rescue, Tbl1x-KO, and Tbl1x-KO_rescue lines in self-renewal (SR) and after 24h PD0325901 (PD) treatment. Numbers indicate biological and technical replicates, respectively. (i) RT-QPCR expression analysis for Erf and Tbl1x of control (Ctrl), Erf-depleted (Erf-KD1 and Erf-KD2), and Tbl1x-depleted (Tbl1x-KD1 and Tbl1x-KD2) lines in self-renewal (SR) and after 24h of PD treatment. The bars represent a mean of either two (n=2, Erf-KD2) or three (n=3) biological replicates with S.E.M. Statistical significance was determined using unpaired two-tailed t test: **** $p < 0.0001$, *** $p < 0.001$, ** $p < 0.01$, * $p < 0.05$. (j) Western blot analysis of protein lysates of control (Ctrl) and Tbl1x-depleted (Tbl1x-KD1 and Tbl1x-KD2) lines in self-renewal (SR) and after 24h of PD treatment probed with indicated antibodies. Representative of three (n=3; anti-Tbl1x, anti-LaminB) and one (n=1; anti-pErk, anti-Erk) biological replicates. (k) Principal component analysis plot based on global gene expression (QuantSeq) in WT, Erf-KD, and Tbl1x-KD lines in self-renewal (SR, triangle) and after 24h of PD treatment (circle). (l) Gene ontology overrepresentation analysis of the uniquely and commonly deregulated genes in 24h differentiated (PD) Erf-KO and Tbl1x-KO cells compared to WT. (m) Fractions of cell identities of deconvoluted bulk RNA-seq data of WT and Erf-KO cells along a 6-day time course after withdrawal of Fgf/CM (WD). Fractions were determined with BisqueRNA by reference-based decomposition using data from Marsh and Belloch¹. Each bulk RNA-seq sample gets a fraction of similarity with all placental cell types earlier defined by the clustering in Marsh and Belloch¹. (n) Aggregated gene expression (median) of the 4 top variance clusters in WT and Erf-KO

cells along the 6-day WD differentiation time course. Box boundaries show the 25th to 75th percentile with the median as centre and whiskers representing the calculated maximum and minimum. Outliers are depicted by the dots. (o) Box plots showing the log2 fold changes of clusters separated by ETNN and non-ETNN targets in differentiating Erf-KO compared to WT cells at d4 and d6 of WD. P-values of the Wilcoxon test are indicated. Box boundaries show the 25th to 75th percentile with the median as centre and whiskers representing the calculated maximum and minimum. Outliers are depicted by the dots.

Supplementary Figure 5

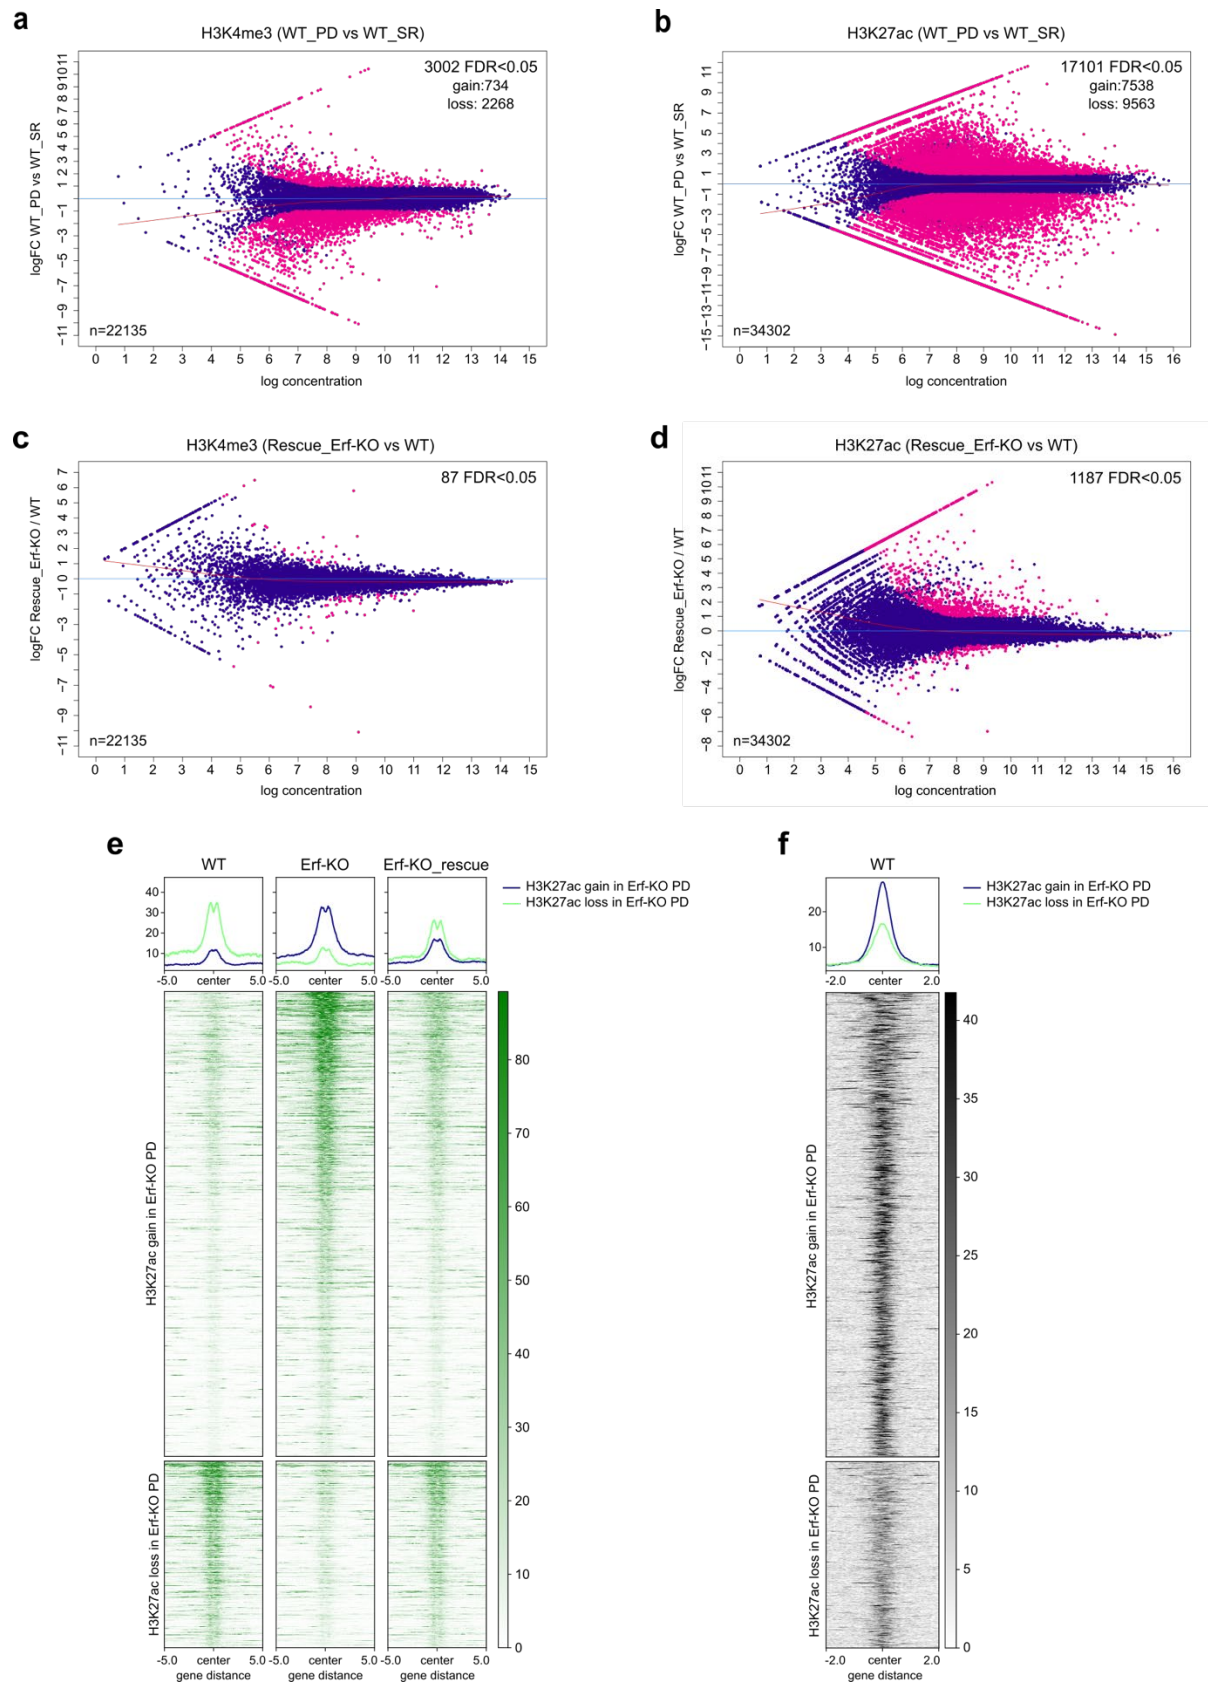

Supplementary Figure 5. Erf disruption affects H3K27ac on target genes upon TSC differentiation.

(a) Differentially enriched H3K4me3 regions in differentiated (PD) TSCs (n=2) compared to self-renewing (SR) WT TSCs (n=2). (b) Differentially enriched H3K27ac regions in differentiated (PD) TSCs (n=2) compared to self-renewing (SR) WT TSCs (n=2). (c) Differentially enriched H3K4me3 regions in differentiated (PD) Erf-KO_rescue TSCs (n=2) compared to WT TSCs. (d) Differentially enriched H3K27ac regions in differentiated Erf-KO_rescue TSCs (n=2) compared to WT TSCs (n=2). (a-d) Cut-off: $|\log_2FC| > 1$, $p_{adj} < 0.05$, Wald-test with Benjamini-Hochberg correction. (e) Heatmap and average plot of the H3K27ac ChIP-seq signal on the Erf/Tbl1x/Ncor1/Ncor2 (ETNN)-bound regions differentially enriched in H3K27ac in differentiated Erf-KO cells compared to differentiated WT cells. (f) Heatmap and average plot of the Erf-V5 ChIP-seq signal on the ETNN regions differentially enriched in H3K27ac in differentiated Erf-KO cells compared to differentiated WT cells (PD).

Supplementary Figure 6

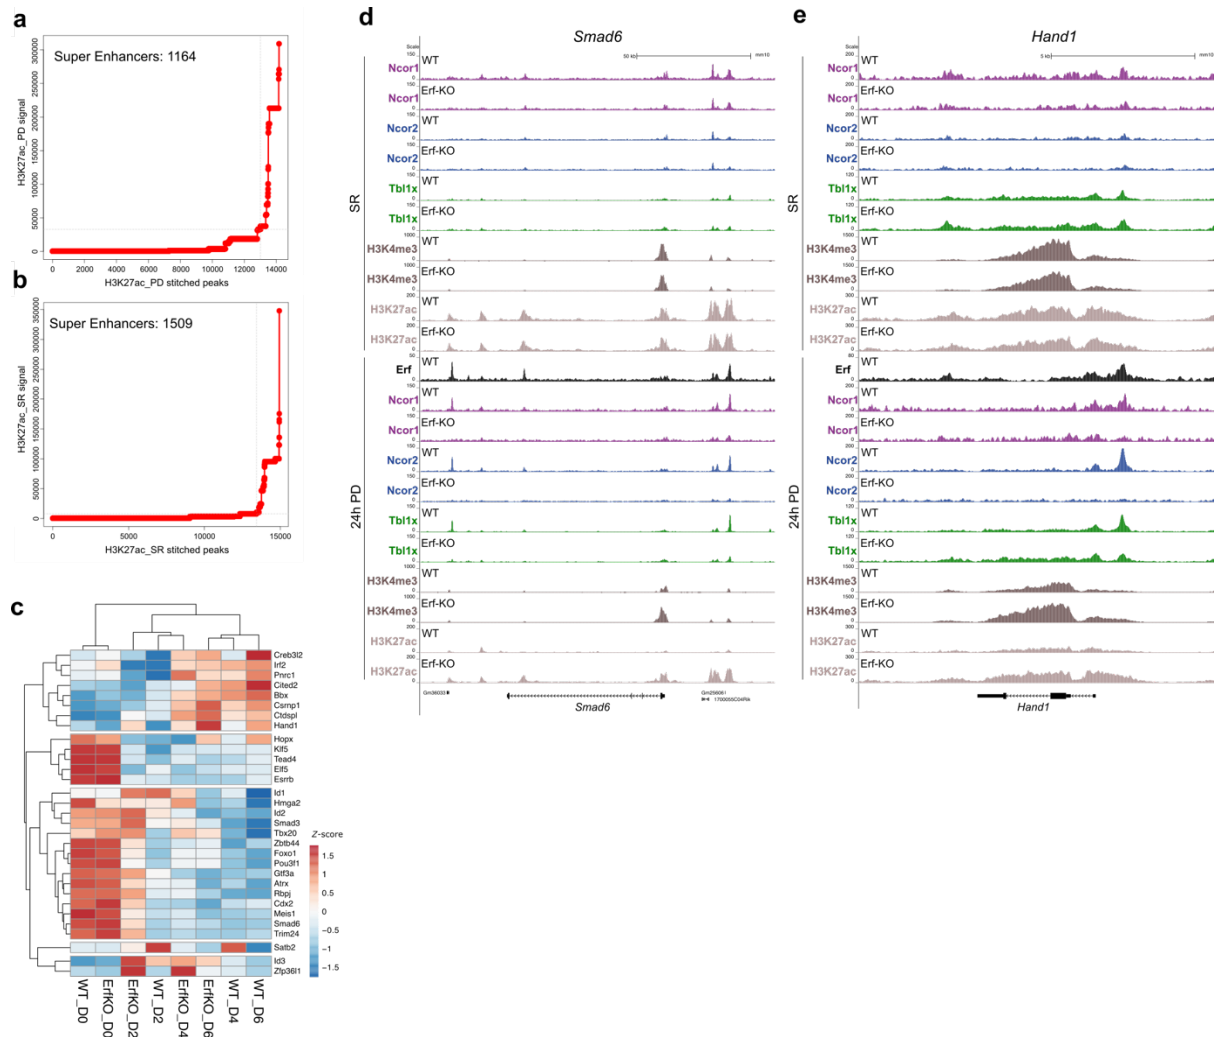

Supplementary Figure 6. Erf/NCoR1/2 regulates key super enhancers during TSC differentiation.

(a,b) Line plot showing the H3K27ac signal in (a) differentiating and (b) self-renewing WT TSCs as a function of length of stitched H3K27ac peaks. (c) Heatmap of Z-scores based on mean variance stabilised counts ($n=3$) of the 31 ETNN/SE-associated TFs shared between this study and Lee et al.² during differentiation induced by withdrawal of Fgf/CM. (d,e) Genome browser tracks of Erf, Ncor1, Ncor2, Tbl1x, H3K4me3 and H3K27ac signal at the SE-associated loci (d) *Smad6* and (e) *Hand1* in self-renewing (SR) and differentiating (PD) TSCs.

Supplementary Figure 7

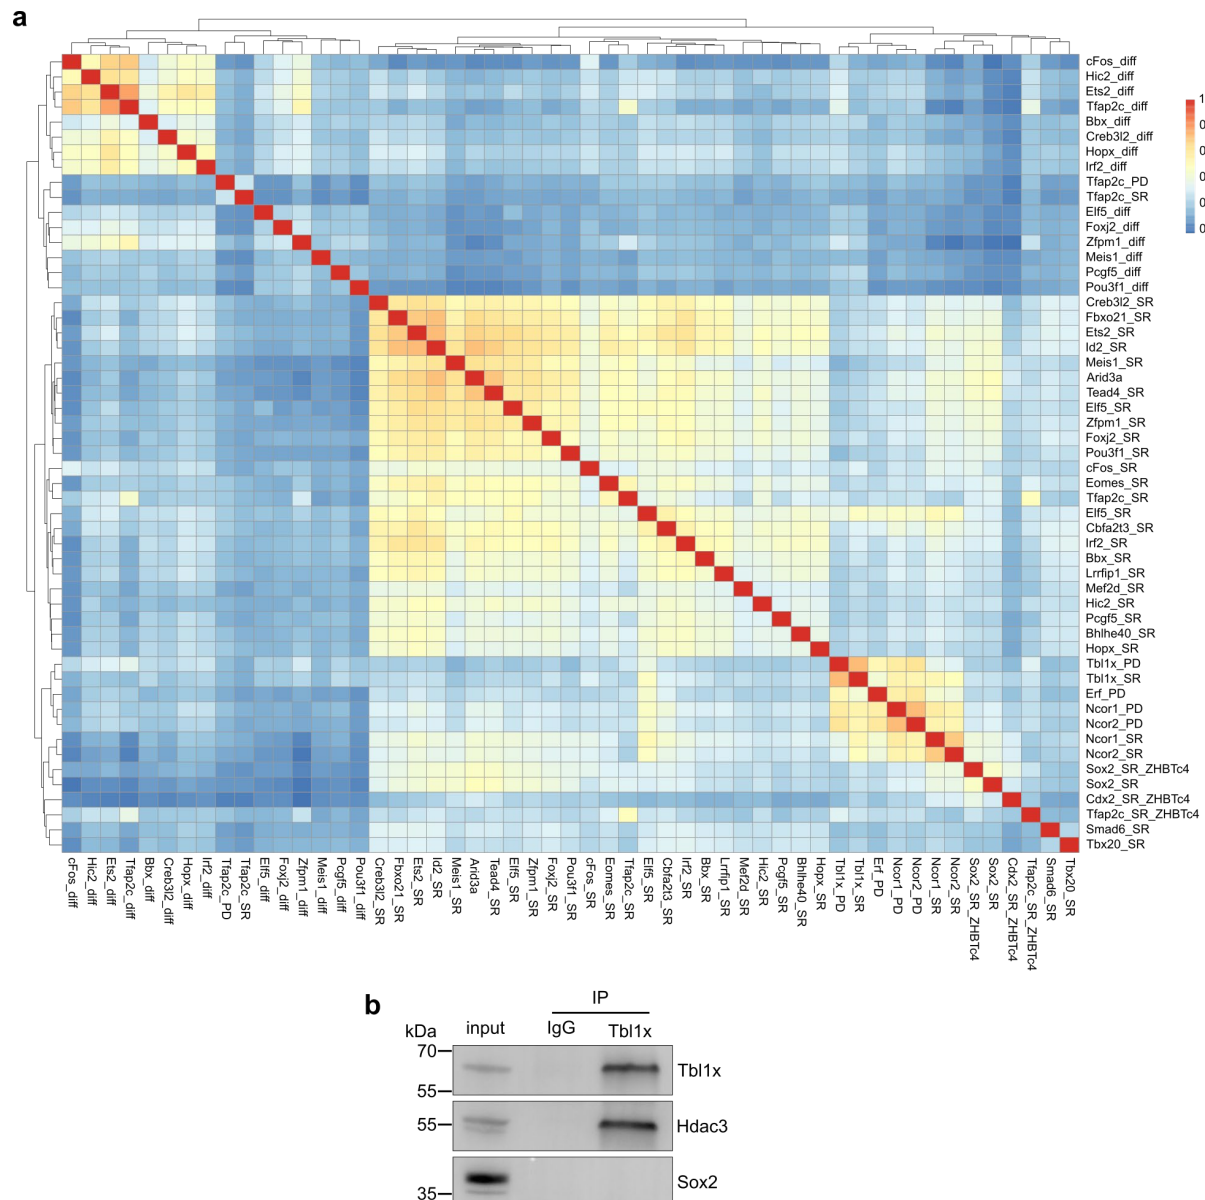

Supplementary Figure 7

(a) Heatmap showing a Spearman correlation matrix of the normalised signal of published ChIP-seq data sets (Adachi et al.³, Latos et al.⁴, Lee et al.²) and all data sets of this study within the peaks that were identified in all data sets. (b) Endogenous Tbl1x immunoprecipitates from TSCs cultured in SR, analysed by Western blot with indicated antibodies. IgG serves as a negative control. Representative of two (n=2) biological replicates.

Supplementary Figure 8

a

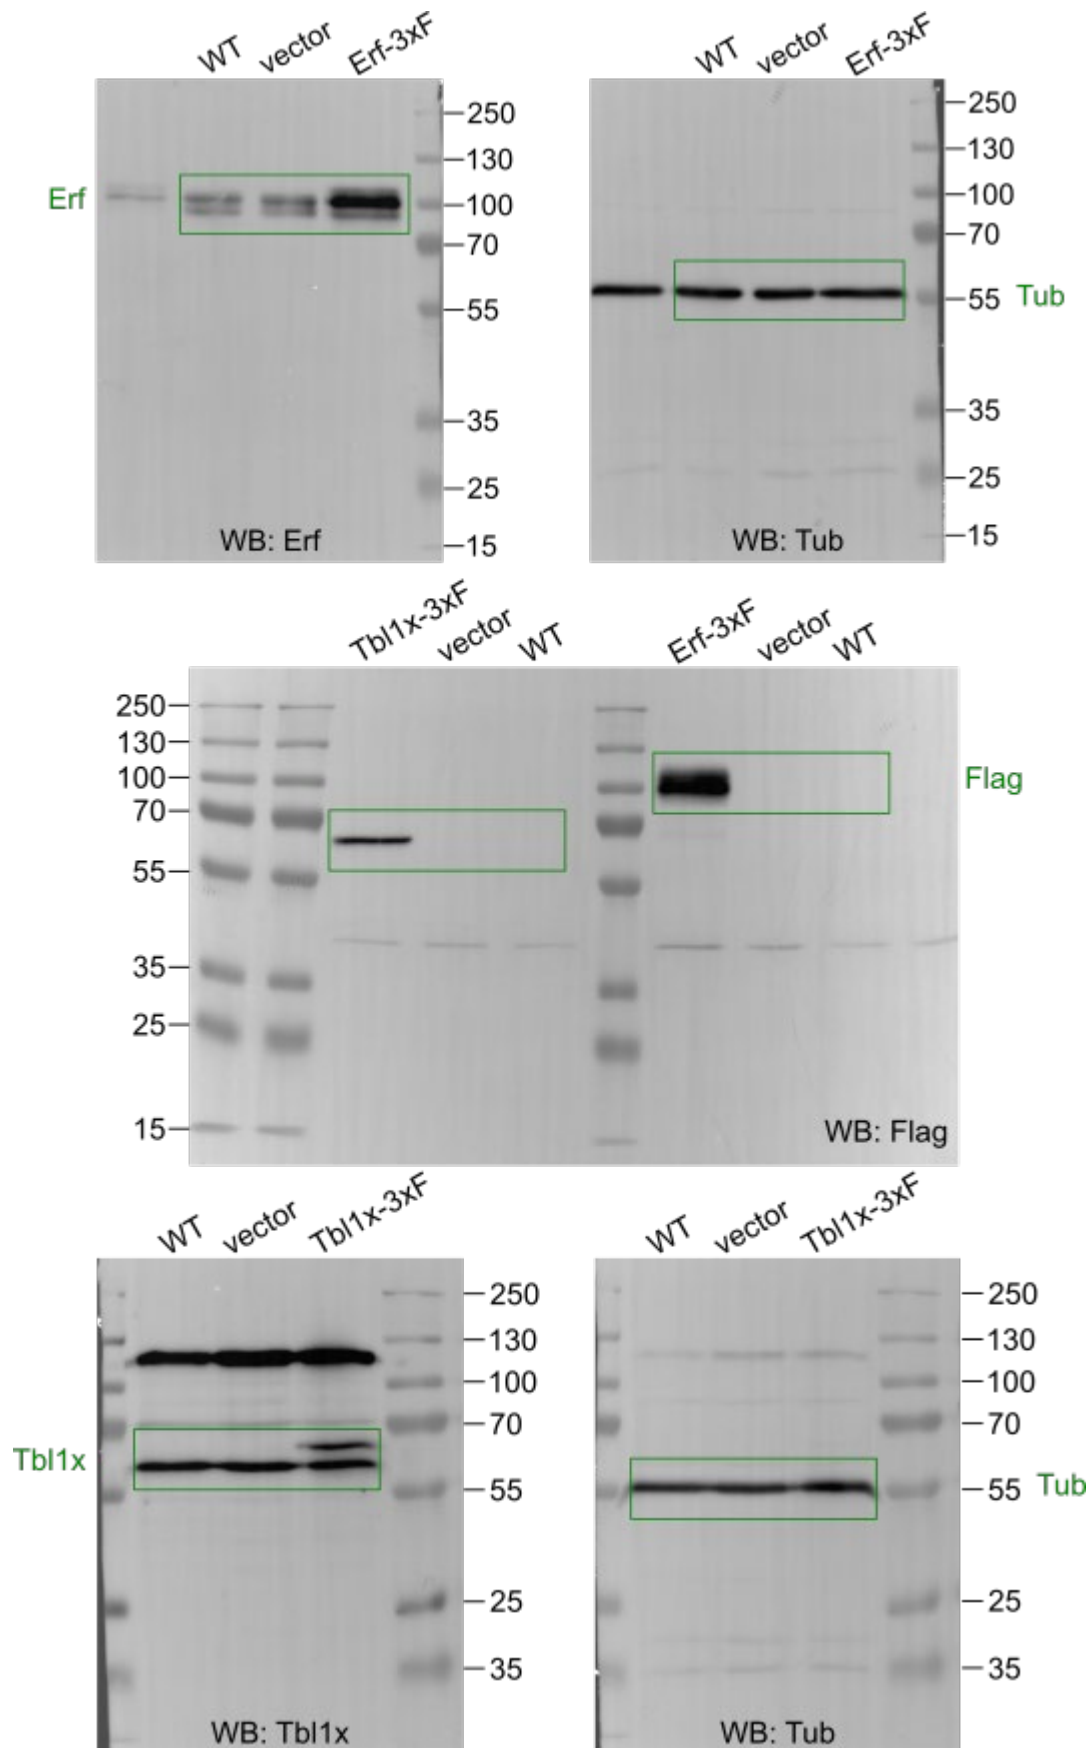

b

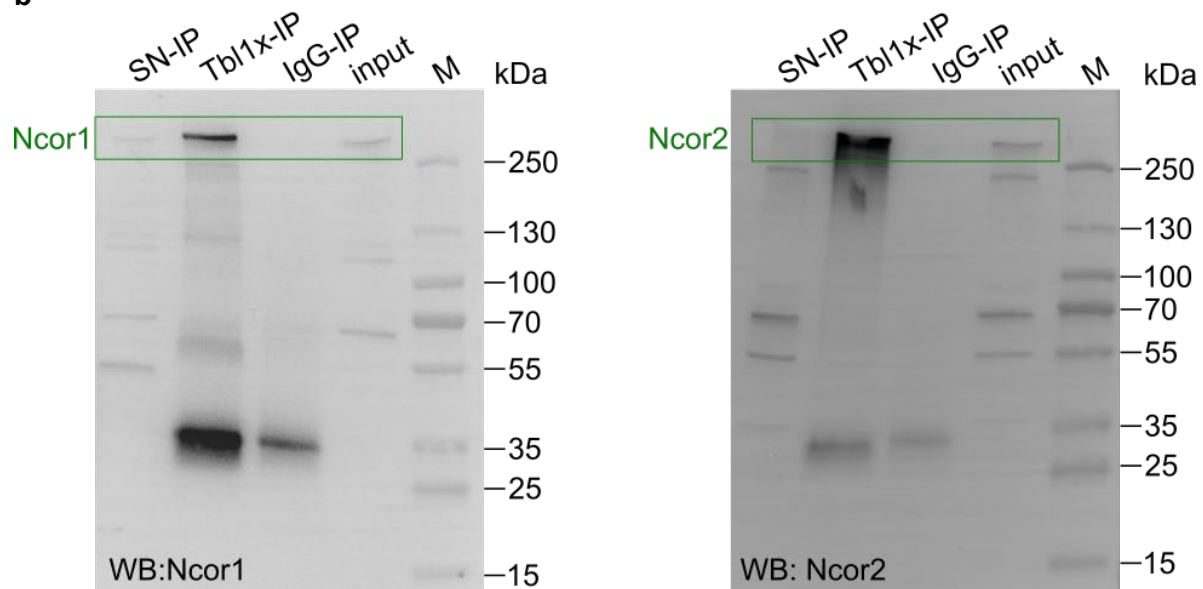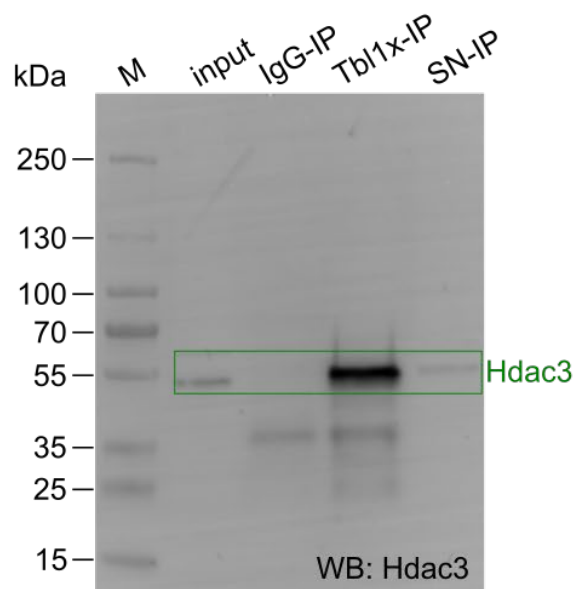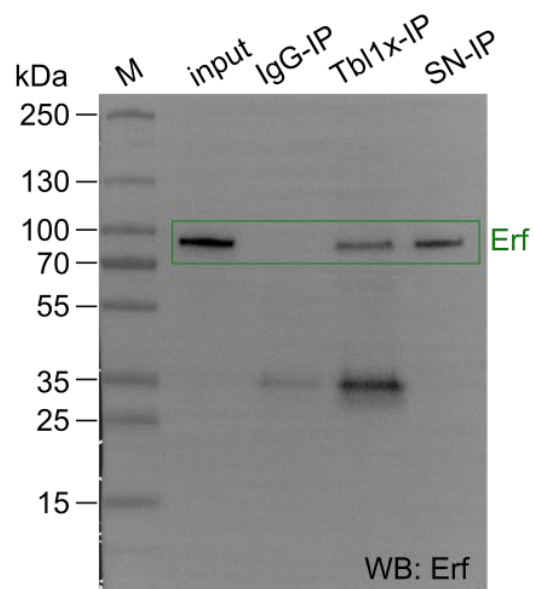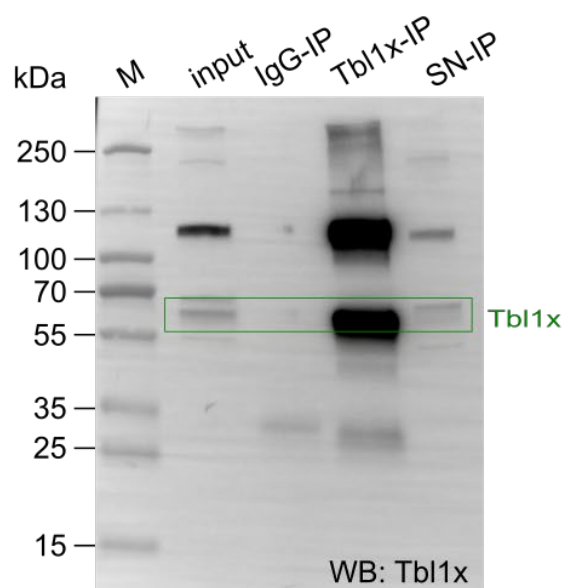

c

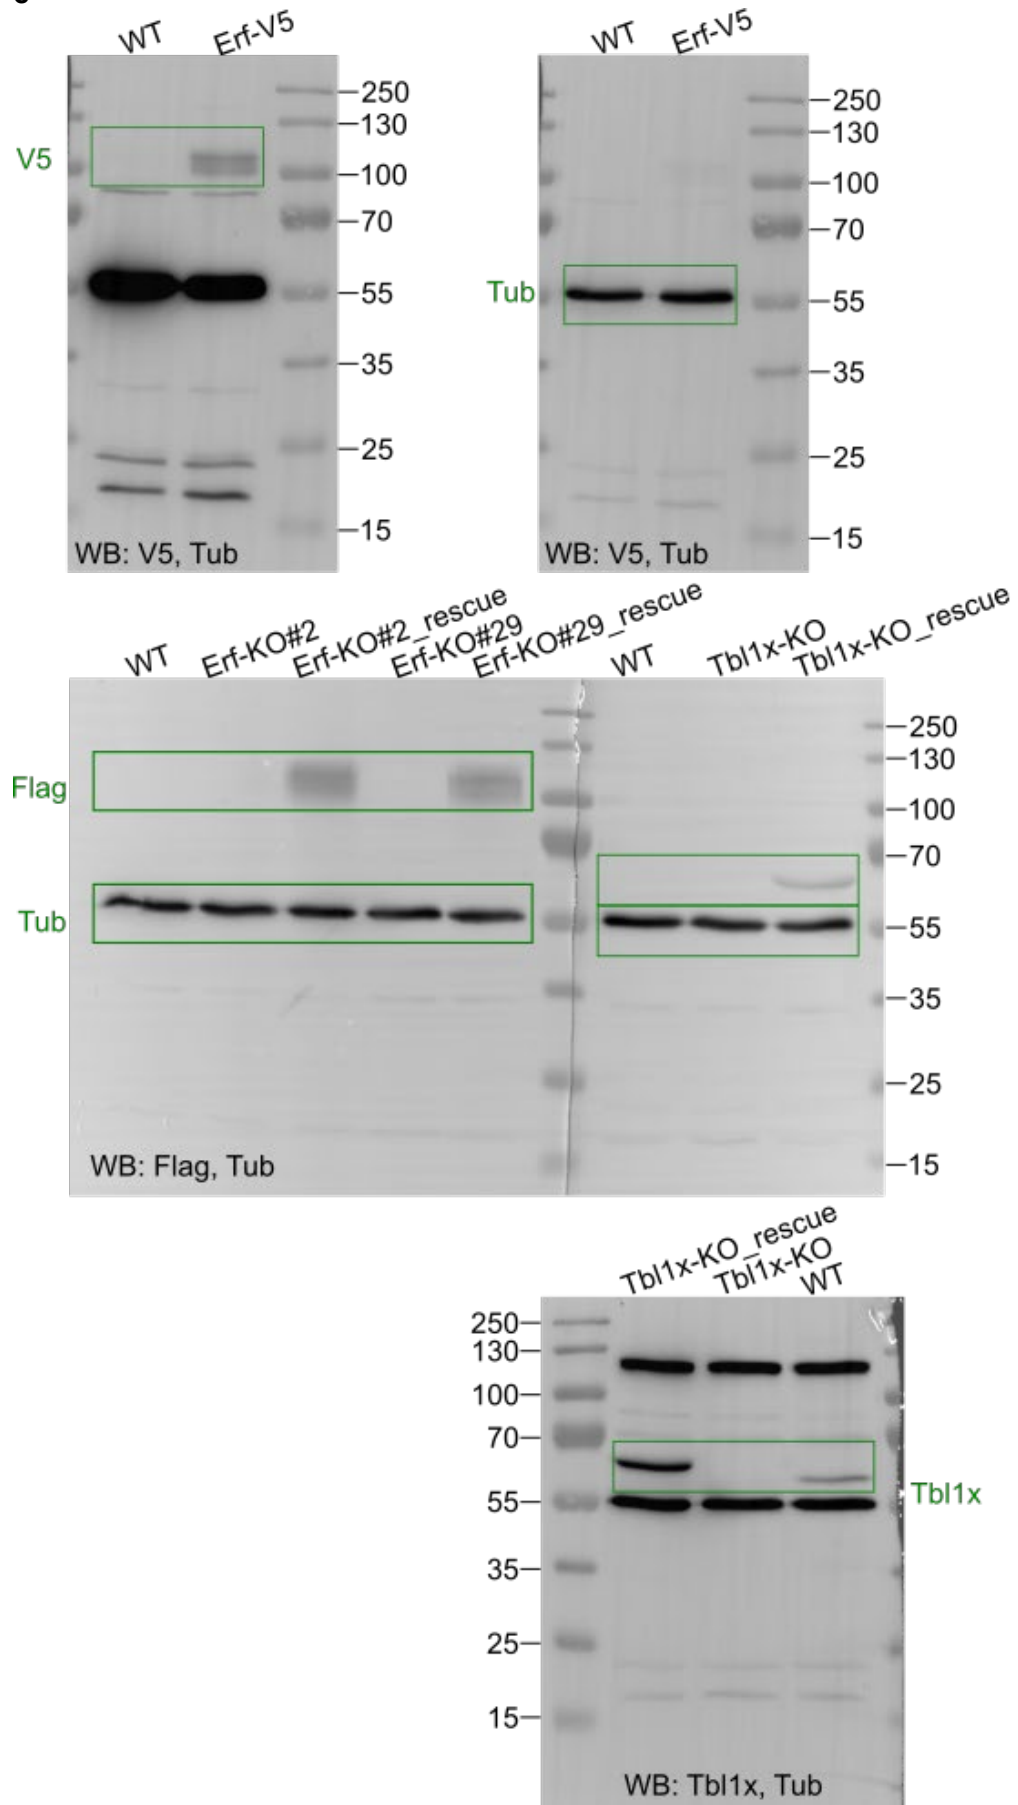

d

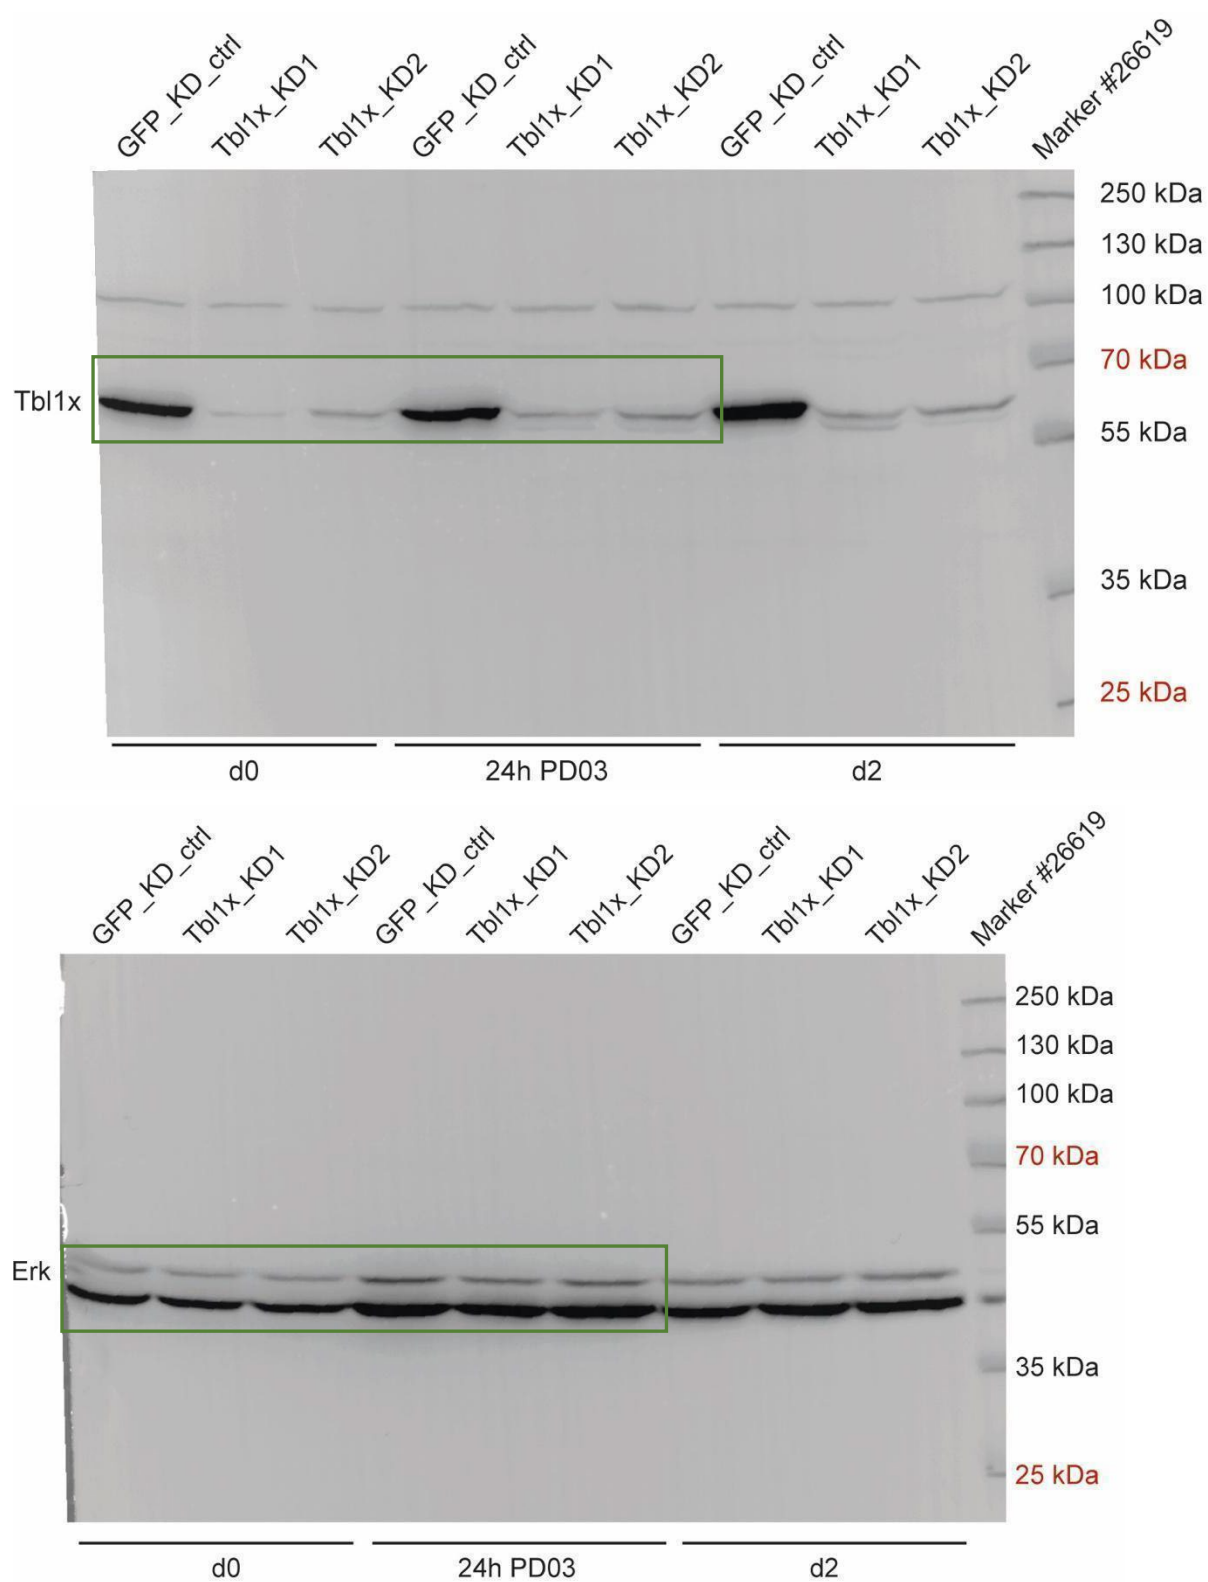

e

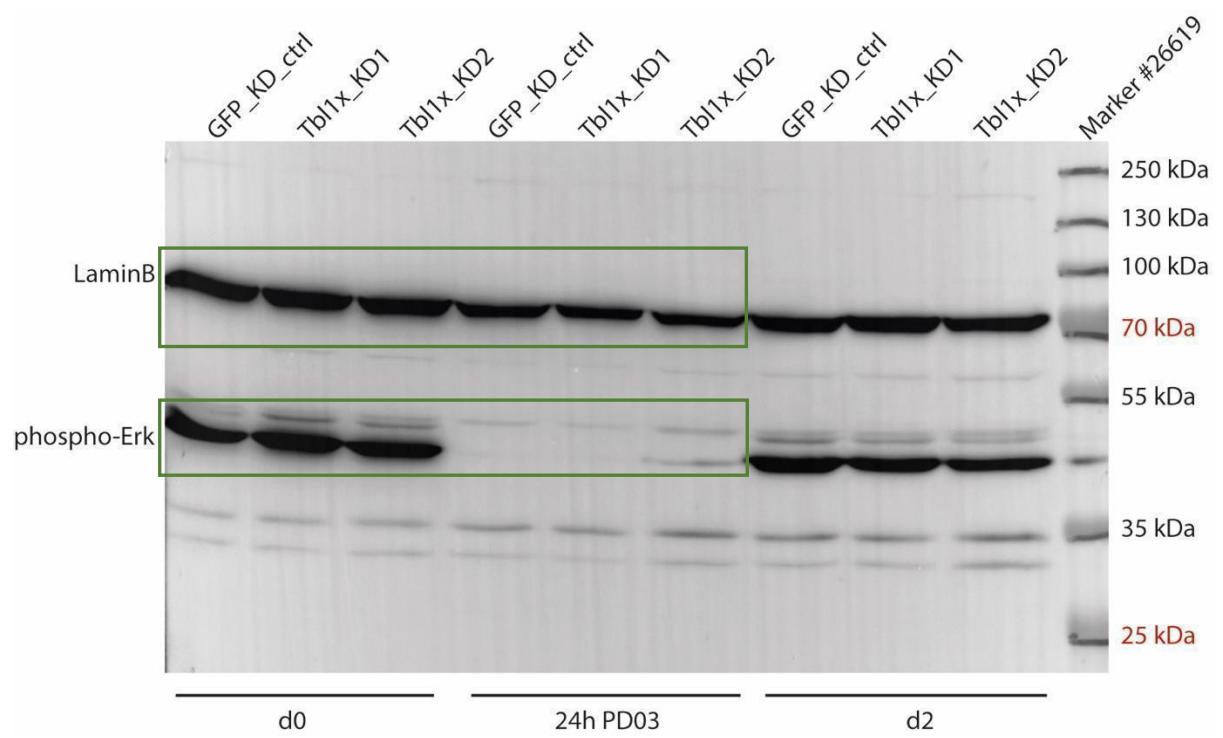

f

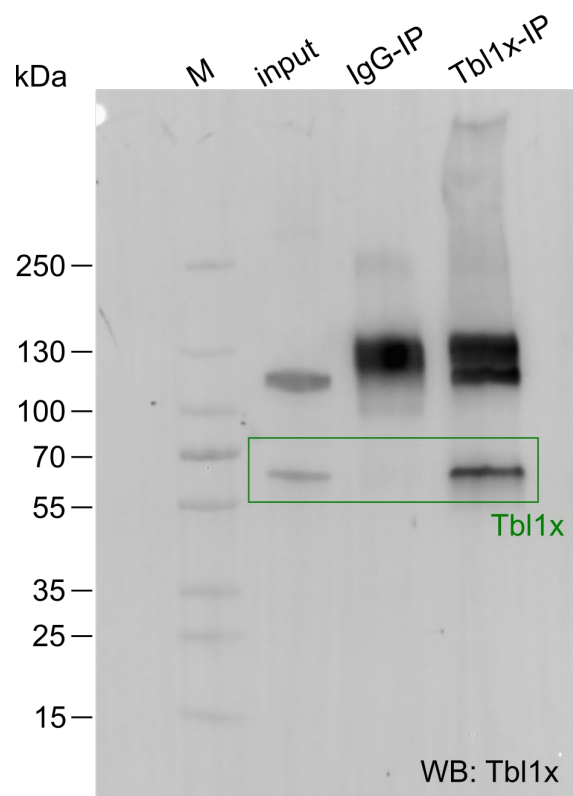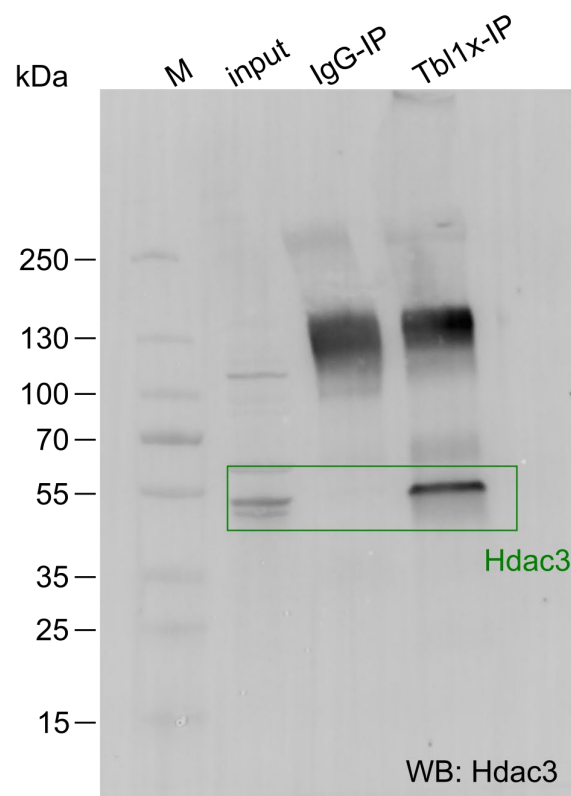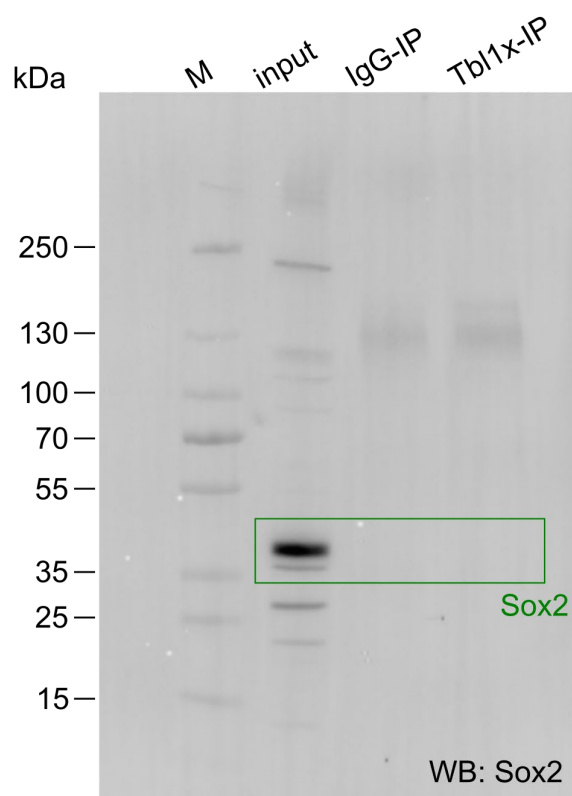

Supplementary Figure 8 Primary scans of Western blots.

(a) Primary scans of Western blots as in Supplementary Fig.1d,e. (b) Primary scans of Western blots as in Fig.1i. (c) Primary scans of Western blots as in Supplementary Fig.2c, 3d,4c. (d) Primary scans of Western blots as in Supplementary Fig.4j. (e) Primary scans of Western blots as in Supplementary Fig.4j. (f) Primary scans of Western blots as in Supplementary Fig.7bj.

Supplementary Table 1

**gRNAs**		
Erf_g1	CCCAGATTGGGCCTACAAAC	
Erf_g2	GCCTAGTTGACCTGTTACAGG	
Tbl1x_g1	TCTGGTATATCGCTACCTCC	
Tbl1x_g2	GATGAGCATTACCAGCGACG	
**shRNAs**		
TRCN0000109356	GCGAGGATATGGAACCTTAAT	Tbl1x
TRCN0000109359	GACATGATGTTCCCAGTAATA	Tbl1x
TRCN0000084155	GTGACTGACATCAGTGACGAA	Erf
TRCN0000084156	GCTATTATTACAACAAGCGCA	Erf
**Erf-V5**		
ssODN	ACGGGGCGGTTAAGGCAGCAAAAGCTCA<br>GGGAGTGGGGTGGTGGGTGGGTGGGGG<br>**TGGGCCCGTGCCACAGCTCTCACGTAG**<br>**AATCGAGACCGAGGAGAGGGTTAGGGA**<br>**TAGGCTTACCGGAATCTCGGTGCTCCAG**<br>GGAGAGTTGGGCTGTGGCGTGCTGGAG<br>GTCAGAGCTCACCCGTCGTGGGGTAAGG<br>GG	
crRNA_Erf	GGCCCGTGCCACAGCTCTC	
**Genotyping primers**		
gt_Erf_KO_F	CCCTCACGCAGATGCCATA	
gt_Erf_KO_I	AAAGGGTACCCAACAGCCGAG	
gt_Erf_KO_R	AGAGCTGGAGGGCAAAAGCA	
Erf_V5_screen_1F	GGAAGATGGGGAGGTGTTCAA	
Erf_V5_screen_1R	GGAGAGGGTTAGGGATAGGCTT	
**Phosphomutants**		
S21A_Erf_F	ACCGGAGTCAGCCCCTGGCTCCA	
S21A_Erf_R	TTGTAGGCCCAATCTGGGAAGGCAAAC	
S161A_Erf_F	GGATCCCCGAGCTCCACCGGCTT	
S161A_Erf_R	TCAGTGGGGGACAGCACCTC	
S327A_Erf_F	ACAACCTACCACCTCGCTCCCCGCGCCTT<br>CC	

S327A_Erf_R	TTGTAGACGCTTTGGGTG	
T357A_Erf_F	GGCACCGGAGGCCCGCCGGTCC	
T357A_Erf_R	ATGGGCGGCAGTGGGCACTTGTCAGG	
S534A_Erf_F	ACGACGGGTGGCCTCTGACCTCCAGC	
S534A_Erf_R	GGGGTAAGGGGTCCCCCA	
S246/251A_Erf_F	CCTGTGGCACCTTTGGCTGGGCCTGGC	
S246/251A_Erf_R	GAAGGGAGCCAGGGGTTTCAGGACCACC	
S185/190A_Erf_F	GACTGTGCTGATGGCACCTCAGAGCTGG<br>AGGAG	
S185/190A_Erf_R	ACTGACTGCGCCTCGGCCAGGCGTCG	
mErf_F2_mutF	CGAGTGGCATGAGAACCTGT	
mErf_F3_mutF	TTCATCGATATGGGGCTGGC	
mErf_F3_mutR	GAGTCATGGGCAGAGCTGG	
mErf_F4_mutF	TTCTACCCCTCAGCTCTCC	
mErf_F4_mutR	CCACCACTGCTCTTGTCAGT	
mErf_F5_mutF	GTGCATGCCCCTTAAACTGC	
mErf_F5_mutR	GCCGCTACTTGTCATCGTCA	
**Expression primers**		
Gcm1_1F	GCTCCACAGAGGAAGGCCGC	
Gcm1_1R	GTTGGTGACCGGGAAGCCGC	
mTb1x-1F	CACAAGTTGCACGGCTCGC	
mTb1x-1R	GTGTGAGCCACCCTCGTCAC	
mErf-1F	TGAAGACCCCGGCGGACA	
mErf-1R	CCCCCTGCCAAGCGATGAC	
mPbgd (Hmbs)-R	CTGCAGCCTCCTTCCAGGTG	
mPbgd (Hmbs)-F	CGTGGAAGTCCGAGCCAAGG	
mGapdh_1F	ACAACTCACTCAAGATTGTCAGCA	
mGapdh_1R	ATGGCATGGACTGTGGTCAT	
mCdx2_1F	AGTGAGCTGGCTGCCACACT	
mCdx2_1R	GCTGCTGCTGCTTCTTCTTGA	
mEsrrb_1F	AGTACAAGCGACGGCTGG	
mEsrrb_1R	CCTAGTAGATTTCGAGACGATCTTAGTCA	

References

1. Marsh, B. & Blelloch, R. Single nuclei RNA-seq of mouse placental labyrinth development. *Elife* **9**, e60266 (2020).
2. Lee, B.-K. *et al.* Super-enhancer-guided mapping of regulatory networks controlling mouse trophoblast stem cells. *Nat Commun* **10**, 4749 (2019).
3. Adachi, K. *et al.* Context-dependent wiring of Sox2 regulatory networks for self-renewal of embryonic and trophoblast stem cells. *Mol. Cell* **52**, 380–392 (2013).
4. Latos, P. A. *et al.* Fgf and Esrrb integrate epigenetic and transcriptional networks that regulate self-renewal of trophoblast stem cells. *Nat Commun* **6**, 7776 (2015).

# Supplementary material for: The Fgf/Erf/NCoR1/2 repressive axis controls trophoblast cell fate
**Source:** Nat Commun. 2023 May 4;14:2559. doi: 10.1038/s41467-023-38101-8
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Additional Supplementary Files:

Supplementary Data 1: Fold changes of phosphorylated peptides associated with genes.

Supplementary Data 2: Alpha Fold IPTM and PTM values.

Supplementary Data 3: ETNN target status, group (Upset plot Fig4e), LFCs and padj in ErfKO and Tbl1xKO PD relative to WT PD.

Supplementary Data 4: Genes of clusters derived by hierarchical “ward” clustering of the 3000 top variance genes in WD and PD differentiation.

Supplementary Data 5: Genes associated with ETNN bound, regular and super enhancers.

Supplementary Data 6: Erf-dependent genes associated with ETNN bound regular or super enhancers, LFC in ErfKO relative to WT PD.

# Supplementary material for: The Fgf/Erf/NCoR1/2 repressive axis controls trophoblast cell fate
**Source:** Nat Commun. 2023 May 4;14:2559. doi: 10.1038/s41467-023-38101-8
**Supplement:** Supplementary file 9 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

☐	☒	The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒	A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒	The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐	A description of all covariates tested
☐	☒	A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☒	☐	A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☒	☐	For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐	For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐	For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐	Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	only free and publicly available software was used: bbdutk (38.86), fastQC (0.11.9), STAR (2.7.3a), htseq (version 0.11.2); ChIPseq: CUTADAPT (2.8), bowtie 2 (2.3.5.1), samtools (1.10)
Data analysis	R (4.1), RStudio (1.4.1717), ggplot2 (3.3.3), pheatmap (1.0.12), Eulerr (6.1.0), UpSetR (1.4.0), clusterProfiler (4.0.5), Gprofiler2 (0.2.1), biomaRt (2.48.3), python (3.8), deeptools (3.5.0); RNAseq: DESeq2 (1.24.0), BisqueRNA (1.0.5), cluster (2.1.4), dendextend (1.16.0), factoextra (1.0.7); ChIPseq: MACS2 (2.2.7.1), ChIPpeakAnno (3.26.0), ChIPseeker (1.26.0), DiffBind (3.2.3), ROSE (2018-11-27)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The raw and processed next-generation sequencing datasets were deposited at the NCBI Gene Expression Omnibus (GEO) repository under accession number: GSE199024, the proteomics data have been deposited to the ProteomeXchange Consortium via PRIDE partner repository with the dataset identifier PXD037892

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	We did not perform sample size calculation, but used commonly applicable replicate numbers. For ChIPseq and RNAseq experiments n=2 and n=4(-8) respectively, for each condition, replicates were biological with independent KO cell lines where applicable and independent culturing for at least 5 passages where no independent KO lines were available.
Data exclusions	no data were excluded
Replication	Genome wide approaches were replicated as stated above, for all other experiments n is given in the specific section
Randomization	n/a
Blinding	n/a

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☒	☐ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☐	☒ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	anti-Ncor1 (Abcam, ab3482), anti-Ncor2 (Abcam, ab5802), anti-Tbl1x (Proteintech, 13540-1-AP), anti-H3K27ac (Diagenode, C15410196), anti-H3K4me3 (Diagenode, C15410003), anti-V5 Agarose Affinity Gel (Sigma-Aldrich, A7345), anti-Erf (Santa Cruz, sc-398269), anti-Flag (F1804, Sigma Aldrich), anti-V5 (Sigma Aldrich, V8012), anti-Hdac3 (Abcam, ab7030), anti-Sox2 (R&D, AF2018), anti-Tubulin (Abcam, ab6160), anti-Erk1/2 (Cell Signalling, 4695), anti-phosphoErk1/2 (Cell Signalling, 9106), anti-LaminB1 (Santa Cruz, sc-374015), anti-rabbit IgG(L)-HRPP (Dianova, 211-032-171), anti-mouse IgG(L)-HRP (Dianova, 115-035-174)
Validation	All antibodies (see above) were commercially available and widely used

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)	TS EGFP line was a kind gift of Dr Janet Rossant and the parental cell lines for the newly established TSCs in this study: Tbl1x KO and ErfV5 KI were directly generated in the TS EGFP line; 2 independent ErfKO cell lines were generated from the ErfV5 KI TSCs
Authentication	Authentification was performed based on marker expression for all lines and PCR genotyping, qPCR and Western blot for the KO and rescue cell lines
Mycoplasma contamination	All cell lines tested negative for mycoplasma
Commonly misidentified lines (See ICLAC register)	none

Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

May remain private before publication.

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE199024>

Files in database submission

Merged_128605_TTCCTCCTTGCTTGC.bam Merged_128606_TGCTTGCTTGCTTGC.bam
 Merged_128607_GGTGATGATTGCTTGC.bam Merged_128608_AACCTACGTTGCTTGC.bam
 Merged_128609_GGATCTGATTGCTTGC.bam Merged_128610_TCGACCGACCAAGTGC.bam
 Merged_128611_AAGCGACTTTGCTTGC.bam Merged_128612_AAGCGTTCTTGCTTGC.bam
 Merged_128613_AAGGCGTATTGCTTGC.bam Merged_128614_CTGATGAGTTGCTTGC.bam
 Merged_128615_GCAGAAGATTGCTTGC.bam Merged_128616_AATCCAGCTTGCTTGC.bam
 Merged_128617_TTCCTCCTGAGAGGTT.bam Merged_128618_TGCTTGCTGAGAGGTT.bam
 Merged_128619_GGTGATGAGAGAGGTT.bam Merged_128620_AACCTACGGAGAGGTT.bam
 Merged_128621_GGATCTGAGAGAGGTT.bam Merged_128622_TGATCACGGAGAGGTT.bam
 Merged_128623_AAGCGACTGAGAGGTT.bam Merged_128624_AAGCGTTGAGAGGTT.bam
 Merged_128625_AAGGCGTAGAGAGGTT.bam Merged_128626_CTGATGAGGAGAGGTT.bam
 Merged_128627_GCAGAAGAGAGAGGTT.bam Merged_128628_AATCCAGCGAGAGGTT.bam
 Merged_128629_TTCCTCCTACCTGGTT.bam Merged_128630_TGCTTGCTACCTGGTT.bam
 Merged_128631_GGTGATGAACCTGGTT.bam Merged_128632_AACCTACGACCTGGTT.bam
 Merged_128633_GGATCTGAACCTGGTT.bam Merged_128634_TGATCACGACCTGGTT.bam
 Merged_128635_AAGCGACTACCTGGTT.bam Merged_128636_AAGCGTTACCTGGTT.bam
 Merged_128637_AAGGCGTAACCTGGTT.bam Merged_128638_CTGATGAGACCTGGTT.bam
 Merged_128639_GCAGAAGAACCTGGTT.bam Merged_128640_AATCCAGCACCTGGTT.bam
 Merged_128653_TTCCTCCTCGGAACAA.bam Merged_128654_TGCTTGCTCGGAACAA.bam
 Merged_128655_GGTGATGACGGAACAA.bam Merged_128656_AACCTACGCGGAACAA.bam
 Merged_128657_ATCGTGAGCTTACGGC.bam Merged_128658_TGATCACGCGGAACAA.bam
 Merged_128659_AAGCGACTCGGAACAA.bam Merged_128660_AAGCGTTCGGAACAA.bam
 Merged_128661_AAGGCGTACGGAACAA.bam Merged_128662_CTGATGAGCGGAACAA.bam
 Merged_128663_GCAGAAGACGGAACAA.bam Merged_128664_AATCCAGCCGGAACAA.bam
 Merged_128665_TTCCTCCTGGTAAGCT.bam Merged_128666_TGCTTGCTGGTAAGCT.bam
 Merged_128667_GGTGATGAGGTAAGCT.bam Merged_128668_AACCTACGGGTAAGCT.bam
 Merged_128669_GGATCTGAGGTAAGCT.bam Merged_128670_TGATCACGGGTAAGCT.bam
 Merged_128671_AAGCGACTGGTAAGCT.bam Merged_128672_AAGCGTTCGGTAAGCT.bam
 Merged_128673_AAGGCGTAGGTAAGCT.bam Merged_128674_CTGATGAGGGTAAGCT.bam
 Merged_128675_GCAGAAGAGGTAAGCT.bam Merged_128676_AATCCAGCGGTAAGCT.bam
 Merged_128677_TTCCTCCTGTGGCAT.bam Merged_128678_TGCTTGCTGTGGCAT.bam
 Merged_128679_GGTGATGATGTGGCAT.bam Merged_128680_AACCTACGTGTGGCAT.bam
 Merged_128681_GGATCTGATGTGGCAT.bam Merged_128682_TGATCACGTGTGGCAT.bam
 Merged_128683_AAGCGACTGTGGCAT.bam Merged_128684_AAGCGTCTGTGGCAT.bam
 Merged_128685_AAGGCGTATGTGGCAT.bam Merged_128686_CTGATGAGTGTGGCAT.bam
 Merged_128687_GCAGAAGATGTGGCAT.bam Merged_128688_AATCCAGCTGTGGCAT.bam
 Merged_128689_TTCCTCCTACTACGGA.bam Merged_128690_TGCTTGCTACTACGGA.bam
 Merged_128691_GGTGATGAACTACGGA.bam Merged_128692_AACCTACGACTACGGA.bam
 Merged_128693_GGATCTGAACTACGGA.bam Merged_128694_TGATCACGACTACGGA.bam
 Merged_128695_AAGCGACTACTACGGA.bam Merged_128696_AAGCGTTCACTACGGA.bam
 Merged_128697_AAGGCGTAACTACGGA.bam Merged_128698_CTGATGAGACTACGGA.bam
 Merged_128699_GCAGAAGAACTACGGA.bam Merged_128700_AATCCAGCACTACGGA.bam 163190_S1_R1_001.fastq.gz
 163191_S2_R1_001.fastq.gz 163192_S3_R1_001.fastq.gz 163193_S4_R1_001.fastq.gz 163194_S5_R1_001.fastq.gz
 163195_S6_R1_001.fastq.gz 163196_S7_R1_001.fastq.gz 163197_S8_R1_001.fastq.gz 163198_S9_R1_001.fastq.gz
 163199_S10_R1_001.fastq.gz 163200_S11_R1_001.fastq.gz 163201_S12_R1_001.fastq.gz 163202_S13_R1_001.fastq.gz
 163203_S14_R1_001.fastq.gz 163204_S15_R1_001.fastq.gz 163205_S16_R1_001.fastq.gz 163190_S1_R2_001.fastq.gz
 163191_S2_R2_001.fastq.gz 163192_S3_R2_001.fastq.gz 163193_S4_R2_001.fastq.gz 163194_S5_R2_001.fastq.gz
 163195_S6_R2_001.fastq.gz 163196_S7_R2_001.fastq.gz 163197_S8_R2_001.fastq.gz 163198_S9_R2_001.fastq.gz
 163199_S10_R2_001.fastq.gz 163200_S11_R2_001.fastq.gz 163201_S12_R2_001.fastq.gz 163202_S13_R2_001.fastq.gz
 163203_S14_R2_001.fastq.gz 163204_S15_R2_001.fastq.gz 163205_S16_R2_001.fastq.gz
 101602_CTTGTA_CE0NEANXX_4_20191021B_20191021.bam V5_TSGFP-ErfV5_PD_129469_GATCAG.bam
 101601_GGCTAC_CE0NEANXX_4_20191021B_20191021.bam V5_TSGFP_PD_129472_CTTGTA.bam
 Erf_V5_V5PD_101602_129469_GL.bw H3K27ac_ErfKO_PD_128634_128636.bw H3K27ac_ErfKO_SR_128633_128635.bw
 H3K27ac_ErfRescue_PD_128638_128640.bw H3K27ac_ErfRescue_SR_128637_128639.bw
 H3K27ac_V5PD_128631_128632.bw H3K27ac_V5SR_128629_128630.bw H3K4me3_ErfKO_128621_128623.bw
 H3K4me3_ErfKO_PD_128622_128624.bw H3K4me3_ErfRescue_PD_128626_128628.bw
 H3K4me3_ErfRescue_SR_128625_128627.bw H3K4me3_V5PD_128619_128620.bw H3K4me3_V5SR_128617_128618.bw
 Ncor1_ErfKO_PD_128694_128696.bw Ncor1_ErfKO_SR_128693_128695.bw Ncor1_ErfRescue_PD_128698_128700.bw
 Ncor1_ErfRescue_SR_128697_128699.bw Ncor1_V5PD_128691_128692.bw Ncor1_V5SR_128689_128690.bw
 Ncor2_ErfKO_PD_128682_128684.bw Ncor2_ErfKO_SR_128681_128683.bw Ncor2_ErfRescue_PD_128686_128688.bw
 Ncor2_ErfRescue_SR_128685_128687.bw Ncor2_V5PD_128679_128680.bw Ncor2_V5SR_128677_128678.bw
 Tbl1x_ErfKO_PD_163195_163197.bw Tbl1x_ErfKO_SR_163194_163196.bw Tbl1x_V5PD_163192_163193.bw
 Tbl1x_V5SR_163190_163191.bw Erf_Cov5_WT_PD_IDR_CPA.bed H3K27ac_ErfKO_PD_IDR_CPA.bed

H3K27ac_ErfKO_SR_IDR_CPA.bed H3K27ac_ErfRescue_PD_IDR_CPA.bed H3K27ac_ErfRescue_SR_IDR_CPA.bed
 H3K27ac_WT_PD_IDR_CPA.bed H3K27ac_WT_SR_IDR_CPA.bed H3K4me3_ErfKO_PD_IDR_CPA.bed
 H3K4me3_ErfKO_SR_IDR_CPA.bed H3K4me3_ErfRescue_PD_IDR_CPA.bed H3K4me3_ErfRescue_SR_IDR_CPA.bed
 H3K4me3_WT_PD_IDR_CPA.bed H3K4me3_WT_SR_IDR_CPA.bed Ncor1_ErfKO_PD_IDR_CPA.bed
 Ncor1_ErfKO_SR_IDR_CPA.bed Ncor1_ErfRescue_PD_IDR_CPA.bed Ncor1_ErfRescue_SR_IDR_CPA.bed
 Ncor1_WT_PD_IDR_CPA.bed Ncor1_WT_SR_IDR_CPA.bed Ncor2_ErfKO_PD_IDR_CPA.bed Ncor2_ErfKO_SR_IDR_CPA.bed
 Ncor2_ErfRescue_PD_IDR_CPA.bed Ncor2_ErfRescue_SR_IDR_CPA.bed Ncor2_WT_PD_IDR_CPA.bed
 Ncor2_WT_SR_IDR_CPA.bed Tbl1x_ErfKO_PD_IDR_CPA.bed Tbl1x_ErfKO_SR_IDR_CPA.bed Tbl1x_WT_PD_IDR_CPA.bed
 Tbl1x_WT_SR_IDR_CPA.bed

Genome browser session
 (e.g. [UCSC](#))

N/A

Methodology

Replicates	2 biological replicates were generated for each ChIP and input, where available independent KO clones were used to replicate data.
Sequencing depth	currently not included, but available as separate file
Antibodies	anti-Ncor1 (Abcam, ab3482), anti-Ncor2 (Abcam, ab5802), anti-Tbl1x (Proteintech, 13540-1-AP), anti-H3K27ac (Diagenode, C15410196), anti-H3K4me3 (Diagenode, C15410003), anti-V5 Agarose Affinity Gel (Sigma-Aldrich, A7345).
Peak calling parameters	Peaks were called using MACS2 (2.2.7.1) with a p-value cutoff of 0.1. High confidence peaks were generated by IDR (1.2), using a cut-off of FDR<0.05 across all replicates via the ChIPpeakAnno package (3.26.0).
Data quality	Replicate peaks were called separately and filtered for IDR < 0.05 (see above).
Software	CUTADAPT (2.8), bowtie 2 (2.3.5.1), samtools (1.10), MACS2 (2.2.7.1), ChIPpeakAnno (3.26.0), ChIPseeker (1.26.0), DiffBind (3.2.3), ROSE (2018-11-27)

How the deposited data were processed for this re-analysis (not part of the article)

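QuantSeq experiments of 3 kinds on mouse trophoblast stem cells were read from the tables deposited with the study: knockout and rescue lines in SR or PD (36 libraries), knockdown lines in SR or PD (28 libraries) and withdrawal of Fgf2 and CM over 6 days (72 libraries). The values are raw read counts per gene as deposited by the authors. By the submitters' processing notes, reads were aligned to mm10 with STAR 2.7.3a, handled with SAMtools 1.10 and counted with HTSeq 0.11.2. The lowest gene total in the deposited knockout (14684 genes) and knockdown (17452 genes) tables is 36 counts, and the withdrawal table lists 55487 genes, 30299 of them with counts. Median totals per library were 2074724 (876968 to 2713596), 8898135 (6161562 to 20232753) and 2505564.5 (1306275 to 3866406) counts. Sample labels were taken from the deposited descriptions of each library, and every column of the tables was joined to 1 library by its name, with 0 columns left without a sample. No label was taken from the order or the values of columns.

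Low-count genes were removed with edgeR's filterByExpr at its defaults (minimum count 10, minimum total 15), which left 11870, 14064 and 12596 genes in the knockout, knockdown and withdrawal tables. Libraries were scaled by TMM. For each table 1 model over all its groups was fitted with edgeR 4.0.16 under R 4.3.3 (quasi-likelihood fit and F test, current dispersion method), and each comparison was a contrast of it. The interaction compares the change from SR to PD between genotypes. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1. Standard errors come from the fitted model. Levels are TMM-scaled CPM without a prior count, and log CPM used a prior count of 2.

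Genes are named by 1 rule for all comparisons: Erf and Tbl1x, every gene that the paper names for the comparison, the NCoR/SMRT complex, the 10 genes of largest absolute log2 fold change in each direction among called genes with mean log CPM of at least 3 and no overlap of the groups, and up to 4 members of each fixed list with the smallest adjusted p. Gene positions are from the GENCODE M21 annotation. Not every gene that the rule selects is printed. Fixed gene lists covered TSC self-renewal, ERK feedback, SynT-I, SynT-II, giant cell, spongiotrophoblast, glycogen, labyrinth, Wnt, BMP, adhesion, imprinted, interferon, proliferation, CDK inhibitor, p53, ETS, NCoR/SMRT, exit from naive pluripotency, fibroblast, primitive endoderm, mitochondrial and ribosomal protein genes. Each list was tested with camera of limma 3.58.1 at a preset correlation of 0.01, adjusted over the lists of a comparison, and again with the correlation estimated from the data. Markers of fibroblasts and primitive endoderm served as a check for other cells.

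Principal components used variance-stabilised values (DESeq2 1.42.0) of the 500 genes of highest variance. Positions on PC1 were compared by exact permutation of library labels, two-sided. Clusters of the 3000 genes of highest variance were cut at 4 with agnes of the cluster package 2.1.8.1. Enhancer classes were compared by Fisher's exact test on the study's own gene lists. Figures were drawn with Python 3.11 and matplotlib 3.10.9.

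The model was tested on simulated data with known folds, drawn from the means, library sizes and spread of real groups. At a true log2 fold change of 2, 1 and 0.5 the test recovered, by adjusted p alone, 100%, 88.5% and 34.8% of genes in the design of Erf-KO in PD, 98.2%, 76.6% and 3% in that of Tbl1x-KD in PD, and 84.4%, 39.4% and 3.1% in that of Erf-KO on day 2. The share of false calls was 7.9%, 4.9% and 4.5%. Simulated libraries varied independently, without effects of clone, parental line, control set or replicate number, so these shares do not cover such effects in the data. With the fold limit as well, 30 of 61, 41 of 77 and 16 of 71 genes of a true log2 fold change of 1 were recovered. Pairs of libraries of 1 condition differed more than Poisson counting, with a median chi-square per degree of freedom of 2.04 (1.09 to 8.2) in the knockout, 23.18 (6.99 to 86.56) in the knockdown and 7.825 (2.2 to 28.81) in the withdrawal table. In the knockout table in PD, pairs gave 1.45 and 1.47 within an Erf-KO clone and 6.35 to 8.2 between clones. WT pairs there gave 1.35 and 1.47 within a line and 5.91 to 6.49 between lines. Libraries of a line were thus close repeats in PD, and p-values rest on few lines. In SR the 2 TSGFP-ErfV5 libraries of WT gave 4.52, inside the range between WT lines (2.46 to 5.88).

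Whether replicate numbers pair libraries across groups was checked by correlating deviations from group means. Numbers were taken as pairs where at least 3 shared numbers all correlated above 0.1. In the withdrawal table 7 of 15 comparisons met this: Erf-KO on days 0 (0.41 to 0.69) and 4 (0.37 to 0.9), Tbl1x-KO on days 0 (0.21 to 0.65), 4 (0.17 to 0.87) and 6 (0.17 to 0.4), and WT on days 2 (0.34 to 0.63) and 4 (0.52 to 0.75) against day 0. None of these 7 counts moved by more than 1.5 times with the number as a block. Positions on PC1 and cluster levels of the paired knockout days were also permuted within numbers.

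Alternatives were median-ratio size factors, no low-count filter, DESeq2's Wald test, a replicate block, no fold limit, only the compared groups in the fit, each clone, construct, WT line or set of controls alone, and each library left out in turn. Added after the results were seen were DESeq2 with the block, libraries of a line summed, WT of the same line for both rescues, and permutation within replicate numbers. ChIP, proteomic, imaging and qPCR data, cell type deconvolution and gene ontology enrichment were left out, since the deposited tables used here hold only counts. Splits of genes by binding of Erf or NCoR1/2 were limited to the study's own lists of bound enhancers. Its supplementary list of binding status per gene was at hand only in part and was not used.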

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

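All values here were picked by rules applied to every group or comparison, and no test of their cause was planned. Among Tbl1x-KO libraries in PD, B3 replicate 1 lay lowest on PC1, at 15.93 where the other 3 lay from 18.18 to 18.57. In SR, B3 replicate 1 had the smallest total of its group, 1948266 counts, and the next had 2125004. On the withdrawal course, WT TSGFP replicate 2 had the highest Erf level of its group on day 4, 145 CPM against 80.3 in the next library, and on day 6, 57.2 against 27.1. These are 4 of 64 groups tested, and chance flags about 1 in 20 groups.

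The other values are contrasts that the paper does not report. The response to PD differed from WT in 1090 genes for Erf-KO and 433 for Tbl1x-KO, and Erf-KO differed from Tbl1x-KO in PD in 1119 genes. The last contrast also sets different parental lines against each other. The paper shows Tbl1x-KO libraries of the withdrawal course in a principal component plot without naming genes. They differed from WT in 293 genes on day 0, 440 on day 2, 775 on day 4 and 882 on day 6. Without Tbl1x-KO replicate 1 or 2 the count on day 0 was 163 or 192, and without replicate 3 the count on day 2 was 273.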

How the results depend on the processing

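Settings added after the results were seen are DESeq2 with the replicate block, summed libraries, WT of the same line for the rescues and permutation within replicate numbers. Without a fold limit the counts rose to 2782 for Erf-KO and 1321 for Tbl1x-KO in SR, 5816 and 3468 in PD, 1013 and 2183 for their rescues against WT, 5156 and 2279 for the knockouts against their rescues, 2676 and 1150 for the interactions, 4354 for Erf-KO against Tbl1x-KO and 7085 for WT in PD against SR. They rose to 1288 and 1611 for Erf-KD in SR and PD, 2040 and 2981 for Tbl1x-KD, 1869, 2096 and 2037 for Erf-KO on days 2, 4 and 6, 495, 793, 1573 and 2120 for Tbl1x-KO on days 0 to 6, 45 for the Erf rescue on day 6, and 5983, 8167 and 8918 for WT on days 2, 4 and 6. A replicate block gave 77 for Erf-KO in SR, 1597 and 2011 for Erf-KD and 181 and 460 for Tbl1x-KD in SR and PD, and 22 and 51 for the Erf rescue on days 0 and 6, and it moved no other count by more than 1.5 times. Same-numbered libraries correlated at -0.15 to 0.17 in the knockout and -0.15 to 0.45 in the knockdown table, where no comparison with 3 or more shared numbers had every library correlating best with its own number. DESeq2 with the block gave 50 for Erf-KO in SR and 150 for the Erf rescue in PD. DESeq2 alone gave 15 for the Erf rescue on day 6. Only the compared groups in the fit gave 248 (Erf-KO SR), 148 (Erf rescue PD), 136 (Erf-KD SR), 293 (Tbl1x-KD SR), 18 and 661 (Erf-KO on days 0 and 4), 458 (Tbl1x-KO on day 4) and 3, 9, 3 and 5 (Erf rescue on days 0 to 6). No filter gave 55 for Erf-KO and 22 for the Erf rescue on day 0, and 44 for the latter on day 6.

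Clone 2 alone gave 93 and clone 29 alone 899 in SR, and 835 and 1915 against the rescue. WT of the same line gave 71 for Erf-KO in SR and 465 for the Tbl1x rescue. Empty-vector libraries alone gave 228 for Tbl1x-KO in SR. Summed libraries gave 3 and 156 for Erf-KO and Tbl1x-KO in SR, 88 and 400 for the rescues, 351 for Tbl1x-KO against its rescue, and 714 and 193 for the interactions. On day 0, TSGFP-ErfV5 WT gave 14 and TSGFP WT 168 for Erf-KO. TSGFP WT gave 143, 151, 118 and 152 for the Erf rescue on days 0 to 6. Controls 1 to 3 gave 1539 and 1796 for Erf-KD and 69 and 293 for Tbl1x-KD in SR and PD, and controls 4 to 6 gave 2000 and 2005 for Tbl1x-KD. For Tbl1x-KD the first of the constructs alone gave 62 in SR and 356 in PD, and the other 401 in SR.

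PC1 with all genes differed by -4.3 for Tbl1x-KO in SR (exact p = 0.029), 2.8 (p = 0.19) on day 4 and 3.1 (p = 0.43) on day 6. With log2 CPM it differed by -5.9 for Erf-KO on day 0 (exact p = 0.048) and 3.4 for Tbl1x-KO on day 6 (p = 0.17). Permutation within replicate numbers, where 0.037 is the smallest p possible, left results of the days on which numbers pair the libraries on their side of 0.05, with exact p = 0.074 for Erf-KO and 0.26 for Tbl1x-KO on day 0, and 0.037 for Erf-KO on day 4 and Tbl1x-KO on days 4 and 6. Where numbers do not pair them it gave 0.074 for Tbl1x-KO on day 2 (0.024 over all libraries) and 0.037 for the Tbl1x rescue on day 4 (0.083). Knockdown and knockout correlated at 0.565 (Erf) and 0.699 (Tbl1x) over genes called in the knockout, and at 0.286 and 0.362 with DESeq2 folds. With 2000 genes the cluster differences were 0.29 (early falling, day 2), -0.1 (early rising, day 6) and -0.41 (late rising, day 2). By mean rank they were 0.34 (early falling, day 2), -0.17 (early rising, day 4), 0.23 (early rising, day 6, reversed) and -0.52 (late rising, day 2). Against 3 libraries of TSGFP-ErfV5 or of TSGFP the exact test cannot go below p = 0.1, and the differences were 0.65 and 0.23 (early falling, day 2), -0.74 and -0.81, -0.31 and -0.54, and -0.07 and -0.2 (early rising, days 2, 4 and 6), 0.28 and 0.2, 0.26 and 0.49, and 0.25 and 0.57 (late falling), and -0.63 and -0.66, and -0.62 and -0.88 (late rising, days 4 and 6). Of 380 single gene values in the text 344 kept their call in every setting with the fold limit, 22 lost it in some, 2 lost it only without 1 library, 12 gained one, and 0 reversed.

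Leaving out 1 library gave 270 to 827 (Erf-KO SR), 281 to 465 (Tbl1x-KO SR), 1617 to 2051 (Erf-KO PD), 855 to 942 (Tbl1x-KO PD), values within 1.5 times of 264, 343 at the highest (Erf rescue, though its 113 lower genes ranged from 61 to 173), 499 to 778 (Tbl1x rescue), 1101 to 1483 and 464 to 641 (knockouts against rescues), 2987 to 3087 (WT), 1026 to 1130 and 392 to 473 (interactions) and 958 to 1293 (Erf-KO against Tbl1x-KO). It gave 185 to 607 and 326 to 802 for Erf-KD, 332 to 861 and 589 to 991 for Tbl1x-KD, 18 to 44, 705 to 958, 830 to 1063 and 875 to 1080 for Erf-KO, 163 to 293, 273 to 436, 568 to 808 and 654 to 959 for Tbl1x-KO and 5 to 20, 16 to 43, 12 to 31 and 6 to 37 for the Erf rescue on days 0 to 6, and 2659 to 2836, 4382 to 4527 and 5219 to 5344 for WT. Erf-KO in SR, both knockdowns in SR, Erf-KD in PD, Erf-KO, Tbl1x-KO and the Erf rescue on day 0, Tbl1x-KO on day 2 and the rescue on later days moved by more than 1.5 times. The cause of these shifts was not tested.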

Differences from the paper's values

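The paper gives 15 genes for Erf-KO against WT in SR, 8 higher and 7 lower. The counts here were 468, 101 and 367. No setting tried gave 15: DESeq2, the paper's tool, gave 383 (78 higher, 305 lower), WT of the same line gave 71 (15 higher, 56 lower), the replicate block 77 (21 and 56), clone 2 alone 93 (34 and 59), DESeq2 with the block 50 (16 and 34) and summed libraries 3 (0 and 3), the last 2 chosen after the result was seen. Genes lower in Erf-KO in PD number 661 in the paper and 985 here, 1065 with DESeq2 and 659 with the replicate block. For the Erf rescue against WT in PD the paper's figure shows about 33 genes lower, against 113 here, 40 with the replicate block, 49 with only the compared groups, and, chosen later, 40 with WT of the same line and 30 with DESeq2 and the block. Genes lower in both knockouts number about 190 in the paper's diagram and 287 here, 272 with DESeq2 and 259 with the WT lines split. In the knockdown table PC2 holds about 8% of the variance in the paper's plot and 18.3% here, 25.7% and 17.2% in the other settings. Tests of the first of these differences stand under the other observations, and the cause of the others was not tested.

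Some directions also differ from the text. The paper describes a cluster that falls and later rises, from genes chosen over withdrawal and PD. Genes here were chosen over withdrawal alone, and the nearest cluster, the late rising genes, went from -0.64 in WT on day 0 to -0.76 on day 2 and 1.16 on day 6. It places Elf5 and Tead4 in a cluster of fast responders whose fall is delayed in Erf-KO, and in PD both were higher in Erf-KO (2.82 and 1.91), but on day 2 Elf5 was lower (-1.5) and Tead4 was not called. It describes failed silencing of Gcm1 and Cebpa, and on day 6 Cebpa was higher in Erf-KO while Gcm1 was not called. Ascl2 and Gjb3, which it names among delayed genes, were not called on days 2, 4 or 6. It describes the same phenotypes in knockout and knockdown, and Cdkn1c, lower in Erf-KO in PD, did not pass in Erf-KD. It describes the knockout phenotypes as largely rescued, and 705 genes still separated the Tbl1x rescue from WT in PD.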

Other observations

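Tests of the patterns below that were chosen only after the result was seen are those of the WT lines and of the 1 WT library for Erf-KO in SR. The comparison of the Tbl1x rescue with TSGFP alone was added after its count of 705 was seen, and its criterion was set before the 465 was known. On the withdrawal course Tbl1x-KO cells differed from WT in single genes of steroid and lipid handling. Star, which brings cholesterol into mitochondria, was at 706 ± 401 CPM in Tbl1x-KO and 66.3 ± 47.3 in WT on day 6 (log2 fold change 3.41, standard error 0.39, adjusted p = 1.5e-09, edgeR, n = 3 and 6), and Cyp11a1, which starts steroid synthesis, was higher on days 4 (2.12) and 6 (1.8). Lipoprotein lipase (Lpl, 3.23 on day 2 and 3.17 on day 4), the AP-1 factor Fosl1 (4.42 and 2.77 on days 4 and 6), adrenomedullin (Adm, 3.49), the junction gene Jam3 (3.04) and Prl7a1 (2.7 and 2.24) were higher too. Giant cell genes split, 4 higher and 2 lower of 14 on day 6. The imprinted transporter gene Slc38a4 was lower on days 2 (-6.26), 4 (-4.69) and 6 (-3.44), as were Vim (-3.62) and Fn1 (-2.38) on day 2. Interferon genes were lower on day 2, 5 of 9 with none higher (camera adjusted p = 2e-08, and adjusted p = 0.02 with an estimated correlation), such as Isg15 (-3.42) and Ddx58 (-2.46). Of 20 mitochondrially encoded genes 5 were higher on day 6 and none lower (10 higher and 0 lower when adjusted over the list alone), but the list did not pass with an estimated correlation (camera adjusted p = 0.011, and adjusted p = 0.51 with an estimated correlation), and mitochondrial counts made up 1.66 to 2.05% of Tbl1x-KO and 1.64 to 2.4% of WT libraries. On PC1 Tbl1x-KO was behind WT on day 2, at WT day 1.68 (exact p = 0.024, and 0.074 when permuted within replicate numbers). On days 4 and 6 it lay higher by 3.2 and 3.8 (exact p = 0.012 each), but not with all genes (p = 0.19 and 0.43) nor, on day 6, with log2 CPM (p = 0.17).

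The Erf rescue on the course differed from WT in 12, 32, 26 and 28 genes on days 0 to 6, in 8, 31, 28 and 27 against TSGFP-ErfV5 WT, the line it was made from, and in 143, 151, 118 and 152 against TSGFP WT, with 23 genes higher and 9 lower on day 2 (16 in all without rescue replicate 1). The membrane protein gene Itm2a (2.52) and Apela (2.45) were higher on day 2 and the receptor gene Csf2ra (-1.18) lower. SynT-II genes as a list were higher on day 2 (5 higher and 0 lower when adjusted over the list alone, camera adjusted p = 4.4e-08, and adjusted p = 0.00034 with an estimated correlation), and giant cell genes lower on day 6 (0 higher and 5 lower when adjusted over the list alone, camera adjusted p = 2.5e-08, and adjusted p = 0.0026 with an estimated correlation). Late rising genes of the rescue lay -0.43 from WT on day 6 (exact p = 0.012), in clusters chosen on the same WT libraries. In the knockdown libraries in PD, the study's list of enhancer genes that rise without Erf, chosen on the knockout libraries, had a median log2 fold change of 0.74 with Erf-KD (228 higher and 35 lower of 263) and 0.42 with Tbl1x-KD. Its list of genes that fall had -0.42 (44 higher and 136 lower of 180) and -0.51.

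Splits of the same libraries into groups of equal size, fitted with only those libraries, were counted for each comparison. They exchange single libraries, and in the knockout table libraries of a line were mostly closer to each other than to those of another line. What is excluded below is therefore chance among single libraries, and differences between lines, clones or control sets are not excluded by it. Chance assignment of libraries can be excluded, with 1 of 35 splits calling as many genes, for Erf-KO in SR (248, highest other split 2) and PD (1356, 0), Tbl1x-KO in SR (278, 1) and PD (628, 0), the Erf rescue (148, 0), Erf-KO against its rescue (958, 8), Erf-KO against Tbl1x-KO (763, 0) and WT in PD against SR (2371, 3). It can be excluded with 1 of 100 splits for Tbl1x-KD in SR (293, 282) and PD (569, 193) and for WT on days 2 (1966, 540), 4 (3391, 331) and 6 (4202, 0). With 1 of 84 it can be excluded for Erf-KO on days 2 (720, 150), 4 (661, 445, a split that puts every replicate 2 together) and 6 (780, 64) and for Tbl1x-KO on days 0 (373, 309), 2 (308, 111), 4 (458, 250) and 6 (742, 88). For the interactions it can be excluded with 3 of 100 splits (910, highest other 2566 for Erf-KO, and 399, highest other 1009 for Tbl1x-KO), and the higher splits exchange genotypes within 1 state. For Erf-KD in SR, 2 of 84 splits called as many genes (136, highest other 1090, which sets controls 1 to 3 apart). Those splits exchange libraries across control sets that differ, so they cannot decide on chance assignment there. For Erf-KO on day 0, 2 of 84 splits called as many genes (18, highest other 144, which sets the WT TSGFP libraries apart). Replicate numbers pair the libraries on that day, and both splits are among the 27 that take 1 library of each number. With 2 of 27, chance assignment cannot be excluded there. For the Erf rescue, 4 of 84 splits called as many genes on day 0 (3, highest other 476). That highest split joins rescue replicates 1 and 2 with WT TSGFP replicate 2. On day 4, 3 did (3, highest other 462, rescue replicate 3 with replicate 2 of both WT lines). On day 6, 4 did (5, highest other 122, again with WT TSGFP replicate 2). With real counts this small and other splits far higher, chance assignment cannot be excluded on these days. On day 2 it cannot be excluded either, with 5 of 84 (9, highest other 117, the WT TSGFP libraries).

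Erf-KO cells in SR differed from WT in 468 genes. A single WT library does not explain the count, since 409 remained without WT TSGFP-ErfV5 replicate 1. The clones share 45.2% of the smaller list (42 of 93, 4.18 by chance), which was to exclude a difference between them at 25%. That bound was wrong and was changed after the value was seen, since clone 29 alone gave 899 genes, of which 4.67% are shared, so a difference between the clones cannot be told apart from an effect of the knockout, and 270 and 289 remained without 1 or the other clone 29 library. A difference between the WT lines may add to it, since 71 were called against the own line and 860 against the other line, though the WT lines themselves differed in only 37 genes in SR. The criterion for that test was rewritten after the count of 71 was known, the earlier criterion would not have been met, and only the 860 was new to it.

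The Tbl1x rescue differed from WT in PD in 705 genes. Its fold changes in SR and PD correlated at 0.79 over these genes, which is consistent with a lasting difference of the clone that treatment does not change. A median of 55.9% of the Tbl1x-KO fold change was kept in the rescue (quartiles 23.6 and 87.2) against 29.1% for Erf, so incomplete rescue may add to it, and the shared WT libraries raise both values. The WT lines do not account for it, since 465 genes remained against TSGFP alone. With 1 clone, these explanations cannot be separated here.

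Counts in the knockdown table depended on the control set. Controls 4 to 6 differed from controls 1 to 3 alike in SR and PD (r = 0.75 over 14064 genes), which is consistent with a lasting difference such as separate preparation. Library size does not explain it, since after thinning to equal totals the counts still differed by 2.83 times or more. On PC2 Erf-KD libraries lay near controls 4 to 6 and Tbl1x-KD libraries nearer controls 1 to 3. Against those sets Erf-KD gave 692 genes in PD and Tbl1x-KD 293. In PD a 25 h label falls only on number 3 of both Tbl1x-KD constructs and of the controls, which also ties Tbl1x-KD to controls 1 to 3. Dates of preparation are not given, so what made the control sets differ stays open.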
